# Distinct Immunomodulatory Strategies Guide Mesenchymal Stromal/Stem Cell‐Mediated Bone Regeneration

**DOI:** 10.1002/advs.202518026

**Published:** 2026-03-05

**Authors:** Salwa Suliman, Carla Alvarez Rivas, Aashish Srivastava, Nora Marek, Kamal Mustafa, Alpdogan Kantarci

**Keywords:** bi‐calcium phosphate, inflammation, MSC priming, regulatory T cells, resolvin E1

## Abstract

The bone regenerative potential of bone marrow‐derived mesenchymal stromal/stem cells (MSC) is critically shaped by their interaction with the host immune system. Here, we compare two MSC priming strategies: coculture with regulatory T cell (Treg) or exposure to the proresolving mediator Resolvin E1 (RvE1) to enhance ectopic osteogenesis in mice. Both approaches enhance MSC‐mediated bone formation through distinct local and systemic immunomodulatory mechanisms. Treg priming promotes a regulated anti‐inflammatory environment characterized by reduced IL‐6 protein levels (3.6‐fold), sustained IL‐13 elevation up to 10 weeks (1.5‐fold compared with RvE1), early suppression of cytotoxic CD8^+^ T cells and IFN‐γ production by CD4^+^ T cells in lymph nodes, a >25% reduction in fibrous capsule formation, and enhanced B cell activity, collectively supporting ossification. In contrast, RvE1 priming promotes early TNF‐α and late granulocyte‐macrophage colony‐stimulating factor (GM‐CSF) production (1.2‐fold compared with Treg) within the scaffold, facilitating osteoblast maturation. Transcriptomic profiling revealed distinct osteogenic signatures, with amphiregulin uniquely upregulated in the Treg group (>7‐fold). Using a Treg depletion model, we further demonstrate that RvE1 retains partial immunomodulatory capacity and supports matrix organization. Together, these findings underscore the versatility of immune modulation in directing MSC fate and highlight the potential of tailoring immunoregulatory strategies to optimize bone regeneration.

## 1 Introduction

Clinically challenging bone defects represent a growing healthcare problem, particularly in aging and medically compromised populations [1]. Bone marrow‐derived mesenchymal stromal/stem cells (MSC) are adult multipotent progenitor cells capable of differentiating into multilineage skeletal tissues. They have been extensively studied for cell‐based bone engineering by combining them with biomaterials, bioactive molecules, and various priming strategies to reconstruct clinically challenging bone defects [2]. Promising outcomes using in vitro‐expanded MSC have been described in preclinical and small‐scale clinical trials for bone regeneration [3]. However, a critical factor influencing the success of transplanted MSC is their complex, synchronized interactions with the recipient's immune system, which can lead to suboptimal results. Despite this, the impact of the immune response on the efficacy of MSC‐based therapies remains largely unexplored.

The immune system plays an instrumental role in regulating bone regeneration [4]. T lymphocytes, key components of the adaptive immune system, have become increasingly recognized for their role in bone healing [5]. In vivo studies have revealed that mice lacking functional T cells exhibit severe alterations in bone matrix structure and aberrant fracture healing, due to impaired cartilage mineralization [6]. Additionally, in both a mouse osteotomy model and in human fracture callus, impaired fracture healing correlates significantly with elevated levels of terminally differentiated CD8^+^ T cells in peripheral blood and locally within fracture hematoma [5]. Moreover, in stem cell‐based bone regeneration, CD4^+^ T‐helper 1 and CD8^+^ T cell subsets can inhibit bone formation by inducing apoptosis of implanted MSC [7]. Thus, while T cells are essential for proper bone healing, specific subsets may have detrimental effects, highlighting the delicate balance between inflammation and resolution in the context of bone regeneration.

Regulatory T cells (Treg) are a specialized subset of CD4^+^ T cells with a distinctive role in maintaining immune homeostasis and modulating immune responses [8]. They are characterized by the expression of the transcription factor forkhead box protein P3 (Foxp3), which enables their canonical immune regulatory capabilities to suppress exacerbated immune responses, maintain self‐tolerance, and a more recently participate in tissue regeneration [9, 10]. Among a growing number of tissue types, Treg have demonstrated potential in enhancing bone regeneration with their pro‐osteogenic role well established in bone‐destructive pathologies, such as osteoarthritis, osteoporosis, and periodontitis [5, 11]. In addition, systemic MSC infusions have been shown to upregulate endogenous Treg alongside reduced levels of proinflammatory cytokines, resulting in improved bone regeneration [12]. Given these promising outcomes, various strategies have been proposed to improve cell‐based bone engineering by mitigating pro‐inflammatory responses, including systemic Treg infusion and local administration of anti‐inflammatory drugs [12]. Unlike anti‐inflammatory drugs, Treg play a dual role in promoting tissue regeneration: they regulate effector immune cells and also exert direct effects on tissue progenitors, as recently demonstrated in muscle (satellite) cells [13].

Recognition of the importance of well‐regulated proinflammatory and anti‐inflammatory phases in bone regeneration has led to the development of modulatory strategies aimed at leveraging the immune system to promote bone repair [14]. Priming of MSC with cytokines, growth factors, pharmacological agents, various biomaterials, or specific culture conditions prior to implantation has shown potential to improve their therapeutic efficacy [15]. For example, MSC have been cocultured with innate immune cells (monocyte‐derived macrophages) and nonimmune cells (endothelial cells) to enhance their osteogenic potential [16, 17]; however, these approaches have produced contradictory results [18]. Specialized proresolving lipid mediators (SPMs) have recently emerged as promising priming candidate due to their potent ability to resolve inflammation [19].

These bioactive lipids, generated through the enzymatic metabolism of polyunsaturated fatty acids, act as key mediators that actively resolve inflammation by interacting with specific receptors on immune and stromal cell types [20]. Among SPMs, Resolvin E1 (RvE1) is one of the most studied in the context of inflammatory bone loss and has shown promising effects when used locally and systemically to promote bone repair and regeneration [21, 22]. However, its impact on the osteogenic potential of MSC in vivo remains poorly defined. Previous studies have either examined the immunomodulatory effects of RvE1 on MSC in vitro without assessing osteogenesis [19], or have focused on periodontal ligament stem cells [23] and not bone marrow‐derived MSC. Furthermore, earlier in vivo work with SPMs in bone regeneration delivered these mediators directly to bone defects to act on endogenous progenitor cells [21]. Additionally, our prior work demonstrated that RvE1 protects Treg in periodontal tissue by promoting a shift of Th17 cells toward a regulatory phenotype, creating conditions favorable for Treg function [24]. Therefore, RvE1 enhances Treg function and may further improve Treg‐MSC interactions in the context of bone regeneration, an area that remains unexplored.

To address this gap, we investigated MSC priming strategies; either through coculturing with Treg or RvE1 prior to in vivo implantation to foster immune‐mediated bone regeneration (Figure 1). We also evaluated the significance of endogenous Treg in MSC‐based bone regeneration and examined the effect of RvE1 treatment in a Treg‐deficient mouse model to assess its potential to rescue Treg deficiency in the context of bone regeneration.

## 2 Results

### 2.1 MSC Priming Strategies Induce Divergent Immune Cell Recruitment and IFN‐γ Production after 2 Weeks

After 2 weeks and 10 weeks, total cellularity was determined by manual cell counts from harvested lymph nodes and spleens, with 4–6 animals analyzed per group per time point. At 2 weeks, lymph nodes from all experimental groups recruited a greater number of immune cells compared to baseline animals. Notably, the BCP+MSC+RvE1 group exhibited the highest lymph node cellularity at 2 weeks (*p* = 0.016) compared to baseline animals, whereas the BCP+MSC+Treg showed the highest lymph node cellularity at 10 weeks (nonsignificant). After 10 weeks, all groups exhibited a general reduction in total lymph node cellularity, with no significant difference between groups. In the spleens, BCP+MSC showed a significant reduction in cellularity at 2 weeks compared to the highest values observed in the BCP+MSC+RvE1 (*p* = 0.025) and BCP+MSC+Treg (*p* = 0.048) groups, with no significant differences at 10 weeks (Figure S2a).

**FIGURE 1:**
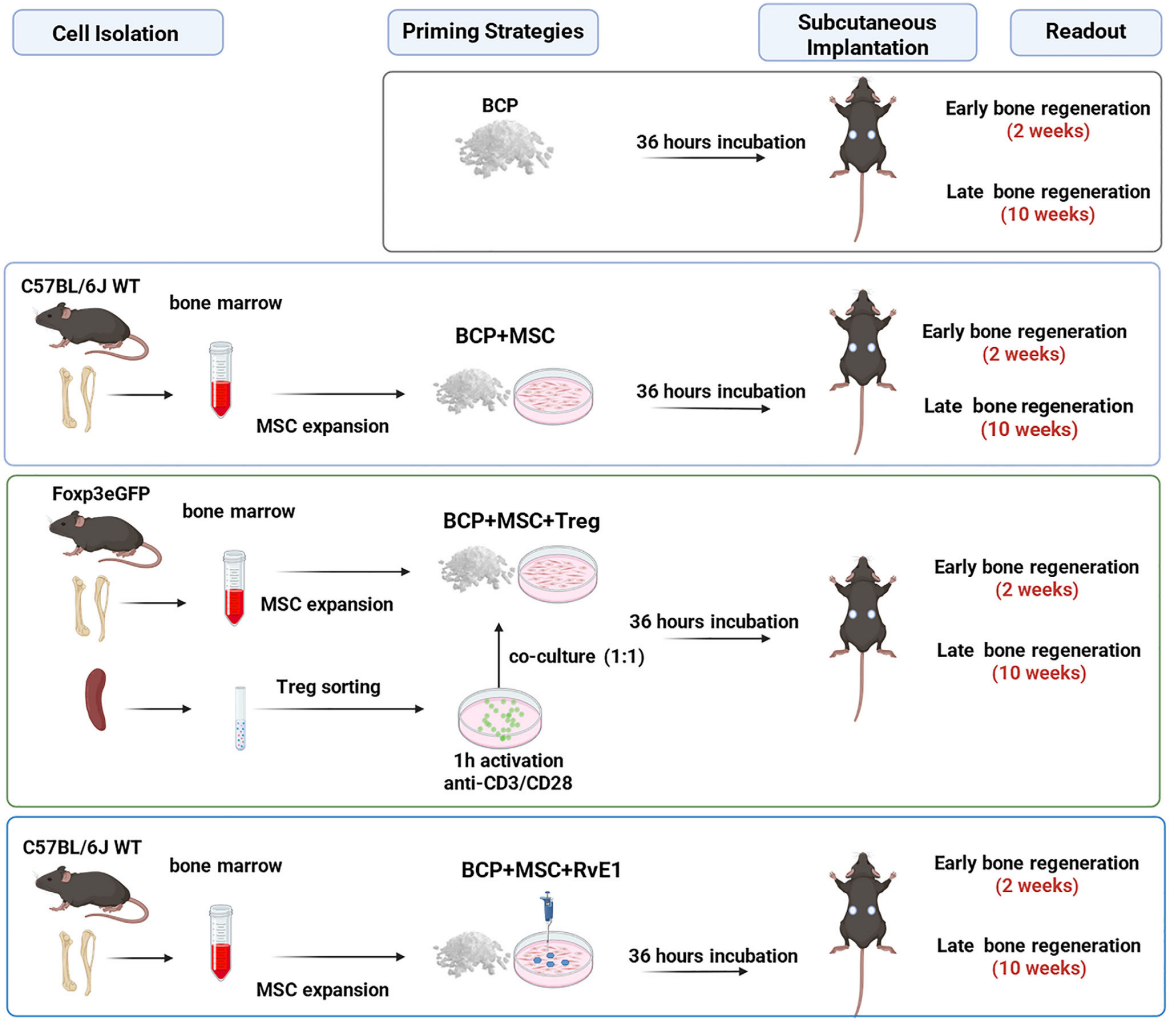
Schematic overview of the experimental design and groups. Bone marrow cells were isolated from C57BL/6J wild type or Foxp3^eGFP^ mice and expanded to obtain MSC. Treg were isolated from Foxp3^eGFP^ mice by cell sorting. BCP scaffolds were prepared using four different strategies prior to implantation: BCP alone (BCP); BCP cultured with MSC for 36 h (BCP+MSC); BCP cultured with MSC and Treg at a 1:1 ratio (BCP+MSC+Treg); BCP cultured with MSC that had been primed with RvE1 (BCP+MSC+RvE1). All constructs were incubated for 36 h before implantation into recipient mice. Bone regeneration was assessed at early 2 (weeks) and late (10 weeks) time points. Created with Biorender.com; used under license.

Absolute quantification of distinct cell populations in lymph nodes and spleen at 2 weeks was performed using flow cytometry, analyzing 4 animals per group. Populations included CD3^+^CD4^+^ helper T cells, CD3^+^CD8^+^ cytotoxic T cells, CD3^+^CD19^+^ B cells, and CD3^–^CD11b^+^ myeloid cells/monocytes. In the lymph nodes at 2 weeks, the baseline animals group had the highest number of CD3^+^ T cells compared to BCP+MSC (*p* = 0.044), BCP+MSC+Treg (*p* = 0.001), BCP+MSC+RvE1 (*p* = 0.011). CD4^+^ T cells were also significantly higher in baseline animals compared to BCP (*p* = 0.008), BCP+MSC (*p* = 0.004), BCP+MSC+Treg (*p* = 0.004), and BCP+MSC+RvE1 (*p* = 0.001). CD11b^+^ cells were reduced in all groups compared to baseline animals, although the difference was not significant. In contrast, the BCP+MSC+Treg group showed the lowest CD8^+^ cytotoxic T‐cell counts compared to baseline animals (*p* = 0.02), BCP (*p* = 0.0003), and BCP+MSC (*p* = 0.0004) (Figure 2a). Additionally, this group also displayed an elevated CD4^+^ T/CD8^+^ T cell ratio comparable to baseline animals. Furthermore, BCP+MSC+Treg showed the highest CD19^+^ B‐cell counts (*p* = 0.0002) when compared to baseline animals.

**FIGURE 2:**
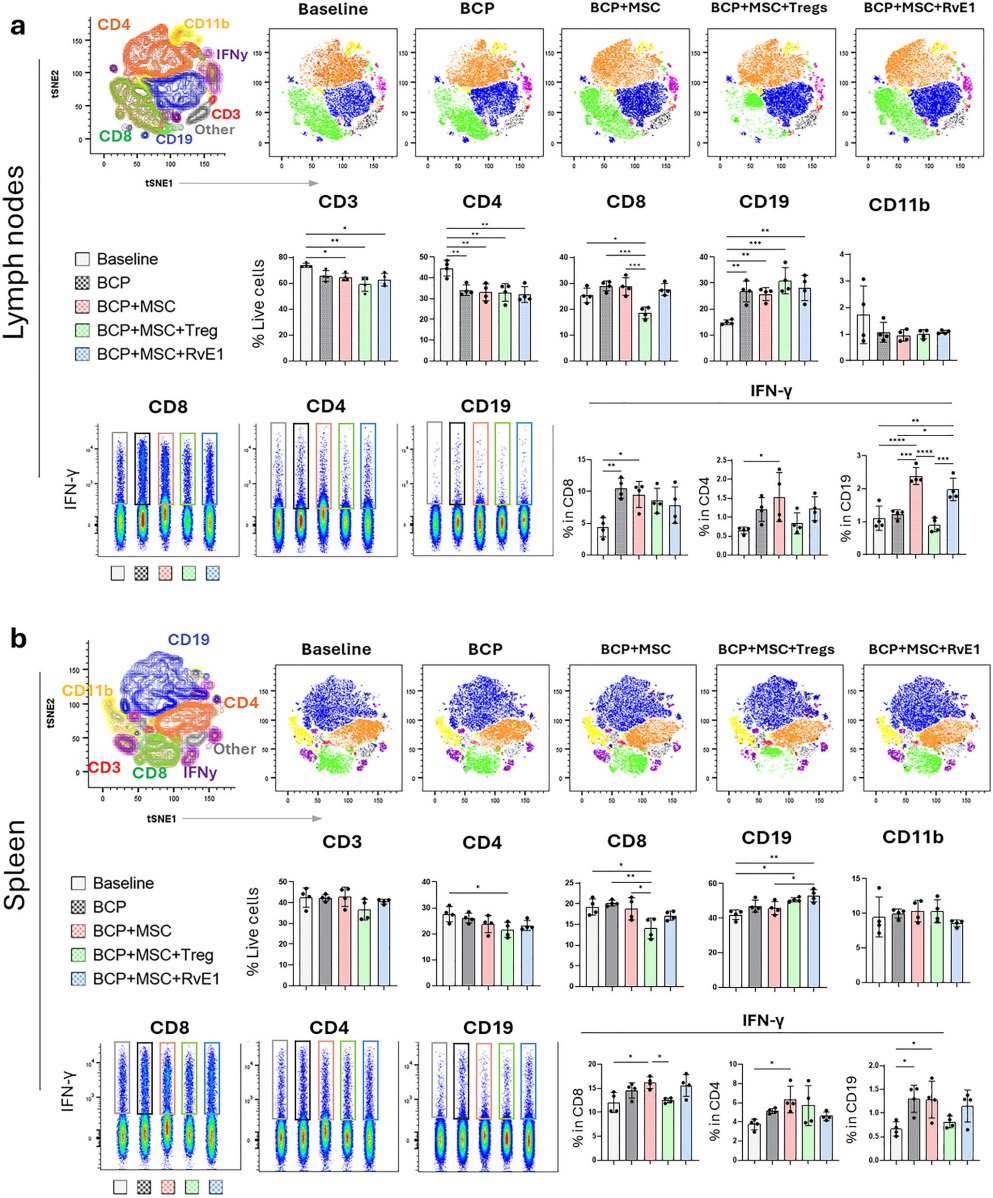
MSC priming strategies results in divergent immune cell recruitment and varied IFN‐γ production after 2 weeks. Dimensional reduction using *t*‐SNE illustrates the distribution of immune cell populations, demonstrating distinct clustering patterns across groups. “Baseline” refers to untreated, construct‐free animals. Absolute quantification of each immune cell subset, along with absolute IFN‐γ production, is shown for (a) lymph nodes and (b) spleen. Data are presented as mean +/− SEM (*n* = 4 animals per group). Statistical significance was determined by one‐way ANOVA with post hoc tests. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

IFN‐γ production in lymph node immune subsets revealed cell‐type‐specific variation at 2 weeks. CD4^+^ T cells in the BCP+MSC (*p* = 0.031) and CD8^+^ T cells in the BCP group (*p* = 0.006) produced significantly higher IFN‐γ compared to baseline animals. The BCP+MSC+Treg displayed the lowest IFN‐γ production trends from CD4^+^ and CD19^+^ cells with significantly lower CD19^+^ IFN‐γ expression compared to BCP+MSC (*p* = 0.0001) and BCP+MSC+RvE1 (*p* = 0.0005). CD19^+^ B cells in BCP+MSC and BCP+MSC+RvE1 showed the highest IFN‐γ production, with BCP+MSC significantly higher than baseline animals (*p* = 0.0001) and BCP (*p* = 0.0002). CD19^+^ B cells in BCP+MSC+RvE1 exhibited significantly higher IFN‐γ production compared to BCP (*p* = 0.011), baseline animals (*p* = 0.0034), and BCP+MSC+Treg (*p* = 0.0005) (Figure 2a).

In the splenic response at 2 weeks, the BCP+MSC+Treg group exhibited the lowest CD4^+^ T‐cell counts compared to baseline animals (*p* = 0.037) and the lowest CD8^+^ T‐cell counts compared to baseline animals (*p* = 0.014), BCP (*p* = 0.004), and BCP+MSC (*p* = 0.037). CD19^+^ B cells showed a distinct pattern, with significantly higher counts in the BCP+MSC+RvE1 group compared to baseline animals (*p* = 0.001) and BCP+MSC (*p* = 0.04). CD19^+^ B cells were also significantly elevated in the BCP+MSC+Treg compared to baseline animals (*p* = 0.01). In line with the lymph nodes, CD11b^+^ cell counts in the spleen showed no significant differences across groups at 2 weeks (Figure 2b).

Spleens IFN‐γ production at 2 weeks revealed notable variation. IFN‐γ production by CD8^+^ cytotoxic T cells was significantly decreased in both BCP+MSC+Treg (*p* = 0.045) and baseline animals (*p* = 0.02) compared to BCP+MSC. The BCP+MSC exhibited markedly elevated IFN‐γ production in CD8^+^ cytotoxic T cells (*p* = 0.02), CD4^+^ helper T (*p* = 0.046), and CD19^+^ B cells (*p* = 0.044) compared to baseline animals (Figure 2b).

### 2.2 Distinct Transcriptional Signatures of Skeletal Regeneration and Immunity Emerge From MSC Priming via Treg Coculture or RvE1

For each group, bulk RNA sequencing was conducted on four biological replicates, each from an individual animal. 

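Each construct was made of 40 mg of granules of biphasic calcium phosphate (BCP), a ceramic bone substitute, and was placed in a pocket under the skin of the back of Foxp3-DTR/eGFP mice of both sexes. In this strain the cells that express Foxp3, the marker of regulatory T cells (Treg), carry a receptor for diphtheria toxin and can be removed with it. The granules carried no cells (BCP), 800000 bone marrow MSC per construct (BCP+MSC), MSC cocultured with activated Treg (BCP+MSC+Treg), or MSC primed with 10 nM of the lipid mediator resolvin E1 (BCP+MSC+RvE1). Constructs were collected at week 2. In all, 24 samples in 6 groups of 4 were analysed, counting 2 groups of toxin-treated mice.

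The authors prepared stranded mRNA libraries, sequenced them as paired ends, aligned the reads with HISAT2 and counted them on the exons of each gene with featureCounts and the GENCODE M13 annotation of GRCm38. The deposited values are these counts for 51138 genes, without normalization. The counting command named no strand option, so reads were assigned without regard to strand, and genes that overlap on either strand could affect each other's counts. Reads with several alignments were not counted, which lowers the counts of near-identical genes.

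Total counts per sample ranged from 8482701 to 144417743, a 17.0-fold difference. The BCP samples had a median of 34296634 counts (range 14111255 to 134691903) and the BCP+MSC samples 62194891 (38646463 to 70092441). The median was 66776488 for BCP+MSC+RvE1 (18077487 to 144417743) and 71610964 for BCP+MSC+Treg (10567666 to 79589926). The smallest expression the depth can show, taken as 3 counts, was 0.0208 CPM (counts scaled to the library total) in the deepest sample of these 4 groups and 0.284 CPM in the shallowest. Such floors cover counting error only, since reads from amplified libraries are not independent molecules.

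The counts of all samples were normalized together with edgeR's TMM method and tested with its quasi-likelihood model. The paper used DESeq2 with median-of-ratios size factors. Genes with fewer than 10 counts in total were left out, which left 30564 genes, and p-values were adjusted by the Benjamini-Hochberg method. Expression is given as CPM after this normalization, with the SD of 4 animals. Differences in single genes were also tested with two-sided exact permutation tests of log2 CPM (prior count 2). With 4 against 4 animals an exact permutation test has 70 arrangements and reaches p = 0.0286 at the lowest. Gene positions are on GRCm38.

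**Figure D1:**
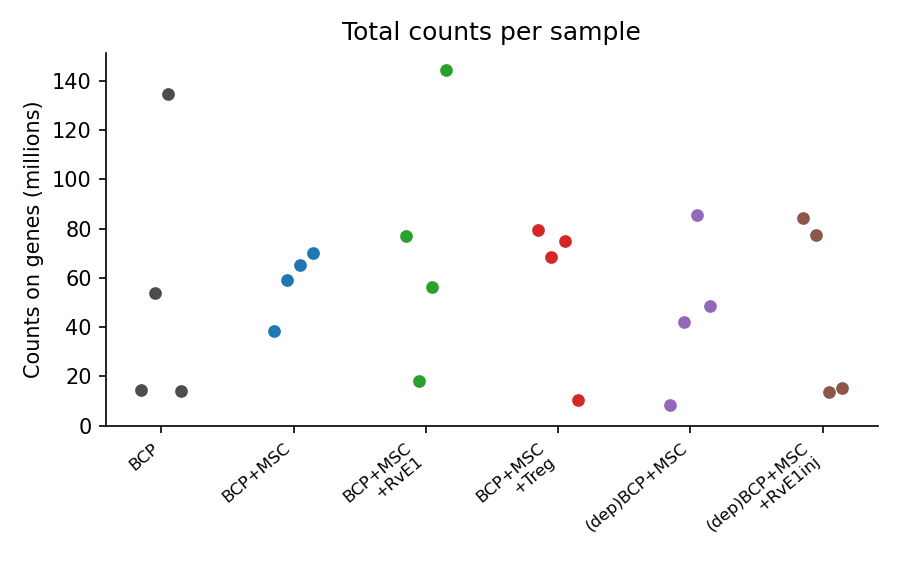
Total counts on genes in each of the 24 samples (y axis) by group (x axis). Each point is 1 sample. The deepest sample, of BCP+MSC+RvE1, has 144417743 counts and the shallowest, of (dep)BCP+MSC, 8482701.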

The genes expressed reflect contributions from the entire construct, including both seeded cells and infiltrating host cells. 

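Marker genes of muscle, skin and macrophages were counted in the samples of all 4 groups. The mean log2 CPM of 31 skeletal muscle genes lay between 2.84 in BCP+MSC replicate 2 and 9.00 in BCP+MSC+RvE1 replicate 3. For 19 skin and hair genes it lay between -2.58 in BCP replicate 4 and 0.72 in BCP+MSC+Treg replicate 1. The 22 monocyte and macrophage genes varied less, with group means from 8.04 ± 0.33 in BCP+MSC+RvE1 to 8.27 ± 0.23 in BCP+MSC+Treg (SD, n = 4 animals).

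Foxp3 (ENSMUSG00000039521.12, chromosome X from 7579676 to 7595243), the gene that marks Treg, was counted in every sample. It was at 0.746 ± 0.515 CPM in BCP+MSC+Treg and 0.933 ± 0.24 CPM in BCP+MSC (SD, n = 4 each), a log2 fold change of -0.39 with a standard error of 0.51. The groups overlapped (exact permutation test, p = 0.343). Flicr overlaps Foxp3 on the same strand, and Ccdc22 and Gm36995 overlap it on the opposite strand, so reads of these genes could affect its counts.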

All samples were included after undergoing quality control. 

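No sample was left out here. Between 21398 genes in BCP replicate 4 and 29063 genes in BCP+MSC+RvE1 replicate 4 had at least 1 count. The 10 most abundant genes of a sample held 6.59% to 10.48% of its counts, and mitochondrial genes held 0.66% to 3.25%. In BCP+MSC+Treg, replicate 4 had 10567666 counts, against 68371203 to 79589926 in the other animals of its group.

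Xist, which is expressed in females, was above the Y-linked genes in 1 BCP sample, 3 BCP+MSC samples, 0 BCP+MSC+RvE1 samples and 1 BCP+MSC+Treg sample. In the other samples the Y-linked genes were above Xist.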

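A gene was counted as higher when its unadjusted p-value from edgeR's quasi-likelihood test was under 0.05 and its log2 fold change was above 1. Against BCP, 1638 genes were higher in BCP+MSC+RvE1, 1151 genes in BCP+MSC+Treg and 762 genes in BCP+MSC. After Benjamini-Hochberg adjustment, 0 genes passed an adjusted p-value of 0.05 with edgeR in each of the 3 comparisons. DESeq2 on all samples passed 98, 3 and 6 genes in the same order, with a log2 fold change beyond 1. Fitted to only the 2 groups compared, DESeq2 passed 1487, 4 and 17. Leaving out each of the 8 animals of a comparison in turn gave 888 to 2033 higher genes for BCP+MSC+RvE1, 640 to 1804 for BCP+MSC+Treg and 521 to 1138 for BCP+MSC. Among the other ways of processing, DESeq2 with fold changes shrunken by ashr moved these counts most, to 31, 1 and 1 genes in the same order.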

A total of 1703 genes were significantly upregulated (*p*‐value < 0.05 with log2FC of +1 or higher) in BCP+MSC+RvE1, 1107 genes in BCP+MSC+Treg and only 651 genes in BCP+MSC to the BCP group. Conversely, BCP+MSC expressed 421 downregulated genes, BCP+MSC+RvE1 expressed 1062 downregulated genes, and BCP+MSC+Treg expressed 542 downregulated genes compared to BCP (Figure S2b).

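With the same unadjusted threshold and a log2 fold change below -1, 558 genes were lower in BCP+MSC than in BCP, 972 in BCP+MSC+RvE1 and 638 in BCP+MSC+Treg. With single animals left out, these numbers ranged from 383 to 669, from 591 to 1435 and from 382 to 976 genes. Genes with higher expression made up 57.7% of the genes past the threshold for BCP+MSC, 62.8% for BCP+MSC+RvE1 and 64.3% for BCP+MSC+Treg.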

The gene expression profiles across groups exhibited a range of functional signatures. 

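For functional signatures, 20 lists of marker genes were written in advance and tested in each comparison with limma's fry, a rotation test for gene sets. Adjustment was over all 160 tests of a list in a comparison. Against BCP, 0 lists passed an adjusted p-value of 0.05 in BCP+MSC, BCP+MSC+Treg or BCP+MSC+RvE1. At an unadjusted p-value under 0.05 there were 0, 0 and 1 lists, respectively. That list held 83 genes of oxidative phosphorylation, all 83 of which were higher in BCP+MSC+RvE1, with a median log2 fold change of 1.17 (limma's fry, adjusted p = 0.378). Its mean log2 CPM was 6.72 ± 0.32 in BCP+MSC+RvE1 and 5.54 ± 0.55 in BCP (SD, n = 4 each), and every BCP+MSC+RvE1 sample was above every BCP sample (exact permutation test, p = 0.0286, the smallest possible). The 15 adipocyte genes were likewise all higher in BCP+MSC+RvE1, with a median log2 fold change of 1.59 (limma's fry, adjusted p = 0.61).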

Notably, BCP+MSC+Treg significantly expressed genes associated with musculoskeletal regeneration and immune function. 

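The genes considered for BCP+MSC+Treg were Ibsp, Matn3, Has2, Cd163, Ccl4, Il6, Ccr6, Cd3d and Cd300c against BCP, and Scrg1 and Ifng against BCP+MSC. In BCP+MSC+Treg, Matn3, Has2, Il6 and Ccr6 were lower than in BCP and the other genes were higher. Of the 9 genes against BCP, 5 had an unadjusted p-value under 0.05 from edgeR, namely Ibsp, Has2, Il6, Cd3d and Cd300c. Over all genes tested, each of the 9 had an adjusted p-value of 0.614. Over the 41 comparisons of single genes named in the text, 3 of the 9 had an adjusted p-value under 0.05, namely Has2, Ibsp and Il6. The list holds the paper's own calls on the same data, so passing over it shows no stability. Of Scrg1 and Ifng, only Scrg1 had an unadjusted p-value under 0.05, and it also passed over the list, while both had an adjusted p-value of 1.0 over all genes.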

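Scrg1 (ENSMUSG00000031610.3, chromosome 8 from 57455923 to 57477585) was at 0.292 ± 0.145 CPM in BCP+MSC+Treg and 0.0507 ± 0.0376 CPM in BCP+MSC (SD, n = 4 each), with at most 36 and 5 counts per sample. The log2 fold change was 2.5 (standard error 1.02), with an unadjusted p-value of 0.0218 from edgeR's quasi-likelihood test. Every BCP+MSC+Treg sample was above every BCP+MSC sample (exact permutation test, p = 0.0286). Leaving out single animals kept the log2 fold change between 2.09 and 2.82.

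Ibsp (ENSMUSG00000029306.8, chromosome 5 from 104299171 to 104311469), which encodes bone sialoprotein, had 0 to 3 counts in the BCP samples and 6 to 28 in the BCP+MSC+Treg samples. At 0.391 ± 0.364 CPM against 0.00602 ± 0.012 CPM (SD, n = 4 each), it was at least 3.53-fold higher in BCP+MSC+Treg, a bound set by the floor of 3 counts. The unadjusted p-value from edgeR was 0.00921. Compared with BCP+MSC, where Ibsp was at 4.2 ± 7.5 CPM, BCP+MSC+Treg was lower, with a log2 fold change of -3.59 (standard error 1.2; exact permutation test, p = 0.257). That estimate ran from -4.24 to -0.34 with single animals left out. It rested on BCP+MSC replicate 4 with 15.4 CPM, while the other BCP+MSC animals had 0.305 to 0.546 CPM. Among the other ways of processing, the adjusted p-values of Ibsp against BCP ranged from 0.15 to 0.7.

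**Figure D2:**
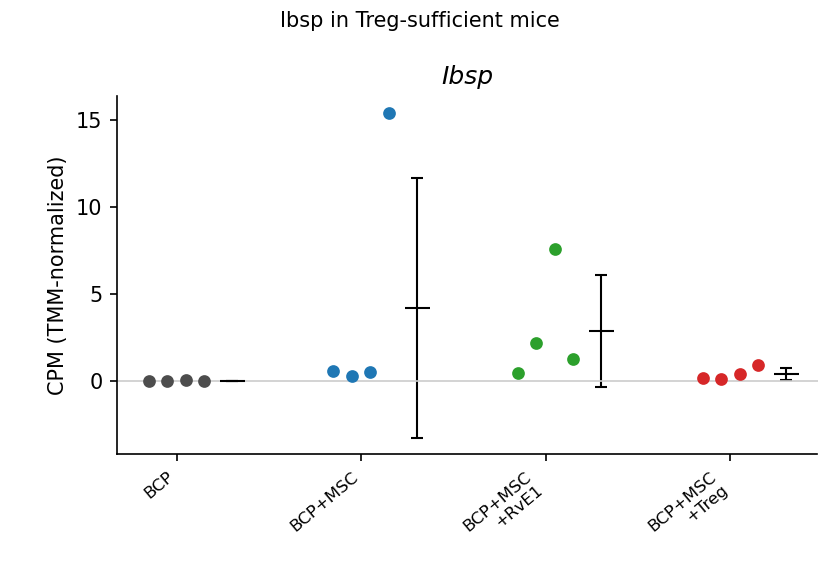
Ibsp in CPM (y axis) in BCP, BCP+MSC, BCP+MSC+RvE1 and BCP+MSC+Treg (x axis). Points are single animals and bars with whiskers are the mean ± SD of 4. BCP lies at 0 to 0.0241 CPM and BCP+MSC+Treg at 0.0971 to 0.904 CPM.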

Osteogenesis‐related genes included *Scrg1* (*p* = 0.006) and *Ibsp* (*p* = 0.0005) compared to BCP+MSC or BCP. 

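Matn3 (ENSMUSG00000020583.4, chromosome 12 from 8947929 to 8972028) encodes a cartilage matrix protein and was at 0.15 ± 0.0858 CPM in BCP+MSC+Treg and 0.42 ± 0.227 CPM in BCP (SD, n = 4 each). This was a log2 fold change of -1.6 (standard error 0.83), with an unadjusted p-value of 0.0653 from edgeR. The groups overlapped (exact permutation test, p = 0.114). Has2 (ENSMUSG00000022367.7, chromosome 15 from 56665627 to 56694539), a hyaluronan synthase, was at 9.53 ± 4.41 CPM against 29.6 ± 26.8 CPM. Its log2 fold change was -1.64 (standard error 0.61) and its unadjusted p-value 0.0132, with an exact permutation p of 0.0857. The BCP mean was carried by replicate 4 at 69.4 CPM, with 12.1 to 21.5 CPM in the other BCP animals. Leaving out single animals gave log2 fold changes from -1.94 to -0.78 for Has2 and from -1.87 to -1.33 for Matn3. The gene Has2os overlaps Has2 on the opposite strand.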

Interestingly, BCP+MSC+Treg significantly downregulated the chondrogenic genes *Matn3* (*p* = 0.04) and *Has2* (*p* = 0.003) compared to BCP. Immune‐regulating genes upregulated in BCP+MSC+Treg compared to BCP included *CD163* (*p* = 0.044) and *Ccl4* (*p* = 0.029). 

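Cd163 (ENSMUSG00000008845.9, chromosome 6 from 124304656 to 124330527), a scavenger receptor of macrophages, was at 152 ± 104 CPM in BCP+MSC+Treg and 71.7 ± 29.4 CPM in BCP (SD, n = 4 each). On the log2 scale the change was 1.08 (standard error 0.56), with an unadjusted p-value of 0.0689 from edgeR's test. In 3 of 4 BCP+MSC+Treg animals it was above the BCP median (exact permutation test, p = 0.229). Ccl4 (ENSMUSG00000018930.3, chromosome 11 from 83662584 to 83664683), a chemokine, was at 61.4 ± 38.1 CPM against 25.1 ± 11.6 CPM, a log2 fold change of 1.29 (standard error 0.64) with an unadjusted p-value of 0.0588. All 4 BCP+MSC+Treg animals were above the BCP median, although BCP replicate 3, at 42.5 CPM, lay within their range (exact permutation test, p = 0.0571). With single animals left out, the unadjusted p-value was under 0.05 in 3 of 8 fits for Cd163 and 2 of 8 for Ccl4.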

Additionally, this group also expressed significantly higher levels of *Ifng* (*p* = 0.017) and downregulation of *Il6* (*p* = 0.0002) compared to BCP+MSC or BCP, respectively. 

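Ifng (ENSMUSG00000055170.4, chromosome 10 from 118441046 to 118445892) encodes interferon-γ and was counted 2 to 76 times per BCP+MSC+Treg sample and 2 to 13 times per BCP+MSC sample. Its expression was 0.4 ± 0.409 CPM against 0.109 ± 0.0709 CPM (SD, n = 4 each), a log2 fold change of 1.88 (standard error 0.95) with an unadjusted p-value of 0.0586 from edgeR. The groups overlapped (exact permutation test, p = 0.143), and replicate 1 of BCP+MSC+Treg had the highest value, 0.998 CPM. Gm49751 overlaps Ifng on the same strand.

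Il6 (ENSMUSG00000025746.11, chromosome 5 from 30013114 to 30019981) was at 1.02 ± 0.542 CPM in BCP+MSC+Treg and 7.02 ± 7.41 CPM in BCP. edgeR's log2 fold change was -2.75 (standard error 0.84) and the unadjusted p-value 0.00362, which stayed under 0.05 with each animal left out. In BCP the values fell apart into 0.525 and 0.749 CPM in replicates 1 and 2 and 14.4 and 12.4 CPM in replicates 3 and 4. The exact permutation test, which uses only the log2 CPM of these 8 animals, gave p = 0.371.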

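Ccr4 (ENSMUSG00000047898.7, chromosome 9 from 114490316 to 114504916) and Ccr6 (ENSMUSG00000040899.13, chromosome 17 from 8236043 to 8257127) encode chemokine receptors of lymphocytes. Ccr4 was at 0.91 ± 0.259 CPM in BCP and 0.4 ± 0.264 CPM in BCP+MSC (SD, n = 4 each), a log2 fold change of -1.16 for BCP+MSC (standard error 0.62). Its unadjusted p-value from edgeR was 0.0746 and its adjusted p-value 0.888. Ccr6 was at 0.362 ± 0.132 CPM in BCP and 0.114 ± 0.0918 CPM in BCP+MSC+Treg, with 3 to 58 and 3 to 8 counts per sample. In edgeR's model the log2 fold change was -1.91 (standard error 1.05), with an unadjusted p-value of 0.0817. Both genes overlapped between their groups (exact permutation tests, p = 0.0857 for Ccr4 and p = 0.0571 for Ccr6).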

The BCP group significantly expressed *Ccr4* (*p* = 0.03) compared to BCP+MSC and *Ccr6* (*p* = 0.045) compared to BCP+MSC+Treg. Several genes related to T‐ and B‐cell activation were also highly expressed in BCP+MSC+Treg, including *CD3d* (*p* = 0.024) and *CD300c* (*p* = 0.004) compared to BCP (Figure 3a,b).

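Cd3d (ENSMUSG00000032094.8, chromosome 9 from 44981786 to 44987339), a subunit of the T cell receptor complex, was at 6.03 ± 4.07 CPM in BCP+MSC+Treg and 2.52 ± 1.16 CPM in BCP (SD, n = 4 each). The log2 fold change was 1.25 (standard error 0.59), with an unadjusted p-value of 0.0467 from edgeR (exact permutation test, p = 0.2). BCP+MSC, without added Treg, had 5.15 ± 2.77 CPM of Cd3d. Cd300c (ENSMUSG00000058728.14, chromosome 11 from 114956116 to 114969157), an immunoglobulin-like receptor, was at 1.57 ± 0.934 CPM against 0.683 ± 0.204 CPM, a log2 fold change of 1.19 (standard error 0.53) with an unadjusted p-value of 0.0345. For Cd300c, all 4 BCP+MSC+Treg animals were above all 4 BCP animals (exact permutation test, p = 0.0286). Leaving out single animals kept the unadjusted p-value under 0.05 in 3 of 8 fits for Cd3d and in 4 of 8 for Cd300c.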

**FIGURE 3:**
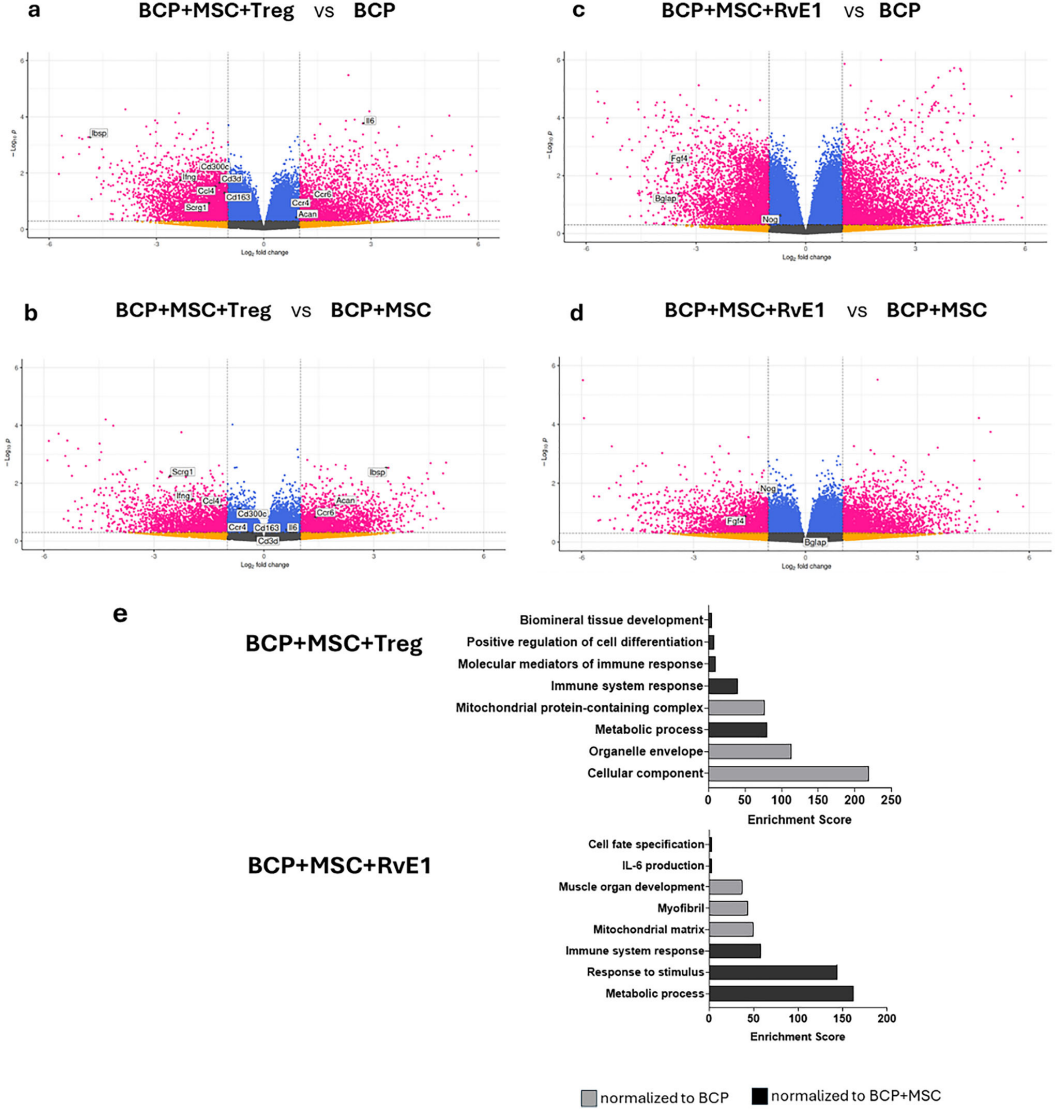
Transcriptional expression profiles from implanted groups after 2 weeks. Volcano plots show differential gene expression for (a) BCP+MSC+Treg vs. BCP, (b) BCP+MSC+Treg vs. BCP+MSC (c) BCP+MSC+RvE1 vs. BCP and (d) BCP+MSC+RvE1 vs. BCP+MSC. (e) Enrichment scores identifying functional modules in BCP+MSC+Treg and BCP+MSC+RvE1 when normalized to BCP (gray bars) or BCP+MSC (black bars). *N* = 4 animals per group.

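Against BCP+MSC, 378 genes were higher and 405 lower in BCP+MSC+Treg at an unadjusted p-value under 0.05 and a log2 fold change beyond 1 in either direction. BCP+MSC+RvE1 had 338 higher and 425 lower genes in the same comparison. The number past an adjusted p-value of 0.05 was 0 for both. With single animals left out, BCP+MSC+Treg had 285 to 491 higher and 269 to 454 lower genes, and BCP+MSC+RvE1 had 248 to 664 higher and 258 to 646 lower genes.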

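Fgf4 (ENSMUSG00000050917.5, chromosome 7 from 144847367 to 144865243), a fibroblast growth factor, had 0 or 1 counts in each BCP sample and 2 to 6 in each BCP+MSC+RvE1 sample. At 0.122 ± 0.125 CPM in BCP+MSC+RvE1 (SD, n = 4), it was at least 1.1-fold higher than the floor of the BCP samples. That bound rested on the BCP+MSC+RvE1 sample with the highest value, 0.301 CPM. The unadjusted p-value of Fgf4 was 0.00337 from edgeR, and the adjusted p-value 0.3. Bglap (ENSMUSG00000074483.2, chromosome 3 from 88383501 to 88384464), which encodes osteocalcin, had 3 to 5 counts in the BCP+MSC+RvE1 samples and 0 or 1 in the BCP samples, too few for a fold to be given. Its unadjusted p-value was 0.0297 and its adjusted p-value 0.301. For both genes every BCP+MSC+RvE1 animal was above every BCP animal (exact permutation tests, p = 0.0286). Bglap has the near-identical copies Bglap2 and Bglap3, so its counts are uncertain.

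Nog (ENSMUSG00000048616.4, chromosome 11 from 89300638 to 89302332), an antagonist of bone morphogenetic proteins, was at 1.9 ± 0.821 CPM in BCP+MSC+RvE1 and 0.787 ± 0.381 CPM in BCP+MSC (SD, n = 4 each). This was a log2 fold change of 1.26 (standard error 0.61), with an unadjusted p-value of 0.0495 and an adjusted p-value of 0.924 from edgeR (exact permutation test, p = 0.0571). With single animals left out, it lay between 0.96 and 1.52.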

A comparable trend was observed in BCP+MSC+RvE1, where upregulation of musculoskeletal regeneration genes such as *Fg4* (*p* = 0.004) and *Bglap* (*p* = 0.04) was noted compared to BCP and *Nog* (*p* = 0.02) compared to BCP+MSC (Figure 3c,d).

When compared to BCP and BCP+MSC, enrichment analysis demonstrated an enrichment of genes in BCP+MSC+Treg involved in processes characteristic of osteogenesis or mineralization, immune responses, cell differentiation, and metabolic processes among others (Figure 3e). 

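The gene lists were set beside these processes, since the paper's enrichment used pathway collections that were not used here. Of 23 osteoblast and mineralization genes, 10 were higher in BCP+MSC+Treg than in BCP, with a median log2 fold change of -0.02 (limma's fry, adjusted p = 0.993). Adjusting for the sex-linked genes moved that median most, to 0.13. Against BCP+MSC, 7 of the 23 were higher, with a median of -0.35 (an adjusted p-value of 0.631 from limma's fry). The scores of the list, as mean log2 CPM, were 1.17 ± 0.14 in BCP+MSC+Treg, 0.97 ± 0.18 in BCP and 1.47 ± 0.40 in BCP+MSC (SD, n = 4 each).

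For metabolic processes, 83 of 83 oxidative phosphorylation genes were higher in BCP+MSC+Treg than in BCP (median log2 fold change 1.16, adjusted p-value 0.61) and 82 were higher than in BCP+MSC (median 0.52, adjusted p-value 0.993). For immune responses, 13 of 24 T cell genes were higher than in BCP (median 0.17) and 12 were higher than in BCP+MSC (median 0.01), with adjusted p-values of 0.993 and 0.993. All 14 neutrophil genes were higher than in BCP, with a median of 0.68 and an adjusted p-value of 0.631 from limma's fry.

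From the lower Matn3 and Has2, the paper proposes that cartilage matrix was lost and that BCP+MSC+Treg shifted toward ossification. Beside this shift it places the higher Ibsp, a marker of bone matrix, from which it infers a transition toward endochondral ossification.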

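In BCP+MSC+RvE1, 30 of 31 skeletal muscle genes were higher than in BCP, with a median log2 fold change of 1.35 (limma's fry, adjusted p = 0.631). Against BCP+MSC, 26 were higher, with a median of 0.77 (limma's fry, adjusted p = 0.748). The muscle scores, as mean log2 CPM, were 8.32 ± 0.70 in BCP+MSC+RvE1, 6.8 ± 1.32 in BCP and 6.85 ± 2.69 in BCP+MSC (SD, n = 4 each). They did not separate from BCP (exact permutation test, p = 0.143) or from BCP+MSC (exact permutation test, p = 0.4). Among the immune lists, the medians against BCP were 0.07 for T cell genes, -0.15 for B cell genes, 0.51 for plasma cell genes and 0.63 for neutrophil genes. Of these, the neutrophil list had the lowest adjusted p-value, 0.847 from limma's fry.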

In BCP+MSC+RvE1, enriched pathways were predominantly related to muscle production and immune system responses (Figure 3e).

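Sp7 (ENSMUSG00000060284.6, chromosome 15 from 102356609 to 102366325) encodes the osteoblast transcription factor osterix. It was at 0.272 ± 0.209 CPM in BCP+MSC and 0.0655 ± 0.0483 CPM in BCP (SD, n = 4 each), with 2 to 31 and 0 to 9 counts per sample. On the log2 scale the change was 1.98 (standard error 1.03), with an unadjusted p-value of 0.0649 from edgeR (exact permutation test, p = 0.171). Ibsp had 20 to 1040 counts in the BCP+MSC samples, and its mean of 4.2 CPM was at least 37.9-fold higher than the floor of BCP. That bound rested on BCP+MSC replicate 4 at 15.4 CPM, while the lowest BCP+MSC sample had 0.305 CPM. With single animals left out, the log2 fold change of 8.19 fell to 4.98 at the lowest. All 4 BCP+MSC animals were above all 4 BCP animals (exact permutation test, p = 0.0286), and the unadjusted p-value from edgeR was 5.5e-05, with an adjusted p-value of 0.718. That p-value reached 0.00054 at the highest with single animals left out. The adjusted p-values of Ibsp ranged from 6.46e-05 to 0.941 over the other ways of processing.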

Only when BCP+MSC was compared to BCP was upregulation of osteogenesis‐related genes observed, including *Sp7* (*p* = 0.039) and *Ibsp* (*p* = 0.000 000 003). Enrichment scores for BCP+MSC normalized to BCP revealed pathways involved in bone mineralization, actin binding, myofibril, cytoskeletal protein binding among others (Figure S3a,b).

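Of the osteoblast and mineralization genes, 16 of 23 were higher in BCP+MSC than in BCP, with a median log2 fold change of 0.25 (limma's fry, adjusted p = 0.631; exact permutation test of the scores, p = 0.0857). For the myofibril and cytoskeletal terms, 30 of 31 skeletal muscle genes were higher, with a median of 0.50 (limma's fry, adjusted p = 0.993). The muscle scores overlapped (exact permutation test, p = 0.943), and their SD in BCP+MSC, 2.69, came with a score of 2.84 in replicate 2 against 7.87 to 8.48 in the other animals.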

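The genes past the unadjusted threshold against BCP in both BCP+MSC+Treg and BCP+MSC+RvE1 were 596 higher and 251 lower. Both comparisons use the same 4 BCP animals, so a deviation of BCP alone raises the overlap. The samples of the 3 groups were reassigned at random in 40 draws, the real assignment included. The draws keep a shared reference group but break up the BCP animals. They therefore cannot tell a deviation of BCP alone from a change shared by the other groups. The real assignment had the most shared genes, and the highest of the other draws had 584 higher and 164 lower genes. Leaving out single animals gave 266 to 1038 shared higher and 114 to 472 shared lower genes.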

BCP+MSC+Treg and BCP+MSC+RvE1 shared a relatively large number of commonly upregulated and downregulated genes, totaling 707 and 285 genes, respectively. 

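Between BCP+MSC+Treg and BCP+MSC+RvE1, 361 genes were higher and 318 lower in BCP+MSC+Treg at the unadjusted threshold, and 0 passed an adjusted p-value of 0.05. Areg (ENSMUSG00000029378.5, chromosome 5 from 91139599 to 91148432), which encodes the growth factor amphiregulin, was at 6.04 ± 10.2 CPM in BCP+MSC+Treg and 0.787 ± 0.582 CPM in BCP+MSC+RvE1 (SD, n = 4 each). edgeR's log2 fold change was 2.89 (standard error 1.58), with an unadjusted p-value of 0.0844 from edgeR. In BCP+MSC+Treg, replicate 1 had 21.3 CPM and the others 0.164 to 2.43 CPM, and the groups overlapped (exact permutation test, p = 0.486). The estimate fell to 0.29 at the lowest when single animals were left out.

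Ido1 (ENSMUSG00000031551.12, chromosome 8 from 24584136 to 24597009), an enzyme of tryptophan breakdown, was at 2.05 ± 2.99 CPM against 0.242 ± 0.403 CPM, a log2 fold change of 3.0 (standard error 1.77) with an unadjusted p-value of 0.106 (exact permutation test, p = 0.143). Klrc3 (ENSMUSG00000033027.15, chromosome 6 from 129639064 to 129643337), a natural killer cell receptor, had 0 counts in all BCP+MSC+RvE1 samples and 0 to 4 counts in the BCP+MSC+Treg samples, at least 1.28-fold higher than the floor. That bound rested on the BCP+MSC+Treg sample with the highest value, 0.329 CPM, against a group mean of 0.096 CPM. The unadjusted p-value of Klrc3 was 0.0136 from edgeR (exact permutation test, p = 0.143). Mmp1b (ENSMUSG00000041620.8, chromosome 9 from 7368239 to 7388047), a collagenase, had 0 to 19 counts against 0 to 4. Its log2 fold change was 2.36 (standard error 1.32) with an unadjusted p-value of 0.0857 (exact permutation test, p = 0.4). With single animals left out, the log2 fold change ran from 1.22 to 5.4 for Ido1 and from 1.36 to 2.9 for Mmp1b. Mmp12 overlaps Mmp1b on the opposite strand. All 4 genes had an adjusted p-value of 1.0 over the genes tested.

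**Figure D3:**
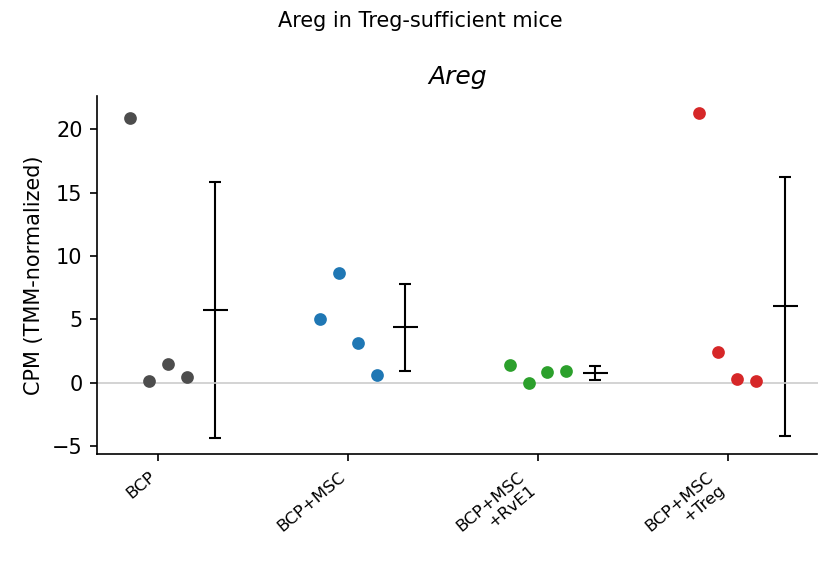
Areg in CPM (y axis) in BCP, BCP+MSC, BCP+MSC+RvE1 and BCP+MSC+Treg (x axis). Points are single animals and bars with whiskers are the mean ± SD of 4. BCP replicate 1 has 20.9 CPM and BCP+MSC+Treg replicate 1 has 21.3 CPM.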

Several immunoregulatory genes were significantly upregulated in BCP+MSC+Treg compared to BCP+MSC+RvE1; including *Ido1* (*p* = 0.044) and *Klrc3* (*p* = 0.024) as well tissue repair and matrix reorganizing genes, such as *Areg* (*p* = 0.033) and *Mmp1b* (*p* = 0.033), respectively. 

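Il6 was at 2.95 ± 2.35 CPM in BCP+MSC+RvE1 (SD, n = 4), with a log2 fold change of -1.5 (standard error 0.81) for BCP+MSC+Treg against it. The unadjusted p-value from edgeR was 0.0791, and it was above 0.05 in all 8 fits that left out 1 animal. Ibsp was at 2.85 ± 3.2 CPM in BCP+MSC+RvE1, with 35 to 399 counts per sample. Its log2 fold change for BCP+MSC+Treg was -3.03 (standard error 1.18), with an unadjusted p-value of 0.018. No BCP+MSC+Treg animal was above the BCP+MSC+RvE1 median for either gene (exact permutation tests, p = 0.0571 for each).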

In BCP+MSC+RvE1, *Il6* (*p* = 0.042) and the osteogenic gene *Ibsp* (*p* = 0.011) were upregulated (Figure S3c,d). Interestingly, pathways enriched in BCP+MSC+Treg compared to BCP+MSC+RvE1 were largely associated with immune cell pathways, T cell differentiation and activation, among other pathways (Figure S3d).

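Of 24 T cell genes, 14 were higher in BCP+MSC+Treg than in BCP+MSC+RvE1, with a median log2 fold change of 0.05. For 16 genes of natural killer and cytotoxic cells, 11 were higher with a median of 0.09, and for 16 Treg genes, 11 were higher with a median of 0.09. Interferon response genes were higher in 18 of 20 cases (median 0.21), and B cell genes in 2 of 20 (median -0.29). None of the 20 lists passed an adjusted p-value of 0.05 from limma's fry in this comparison, and 0 had an unadjusted p-value under 0.05. The T cell scores were 2.24 ± 0.40 and 2.17 ± 0.50 as mean log2 CPM (SD, n = 4 each; exact permutation test, p = 0.886).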

### 2.3 MSC Priming via Treg Coculture or RvE1 Formed Bone In Vivo but Exhibited Varied Histomorphology

Differences were observed in histomorphology among the groups, including variations in the density of connective tissue‐forming fibers, their organization, and overall cellularity (Figure 4a). After 2 weeks, all groups showed ingrowth of connective tissue around the granules. However, the BCP group displayed loose connective tissue surrounding the granules (Figure 4a, black arrows) compared to the other groups at 2 weeks. In contrast, organized and dense connective tissue was observed when BCP was combined with MSC, MSC+Treg, or MSC+RvE1 (Figure 4a, black arrows). Among all groups, BCP+MSC+Treg exhibited cuboidal/polygonal‐shaped cells forming a single layer aligned around the granules (Figure 4a, red arrows). Infiltration of inflammatory cells, including polymorphonuclear cells, lymphocytes, macrophages, and plasma cells was observed across all groups within the connective tissue surrounding the granules (Figure 4a). Notably, foreign body giant cells (FBGC) were evident in all groups starting from 2 weeks (Figure 4b, black arrows). FBGC were observed near and along granule edges, with clear morphological differences between groups and time points.

**FIGURE 4:**
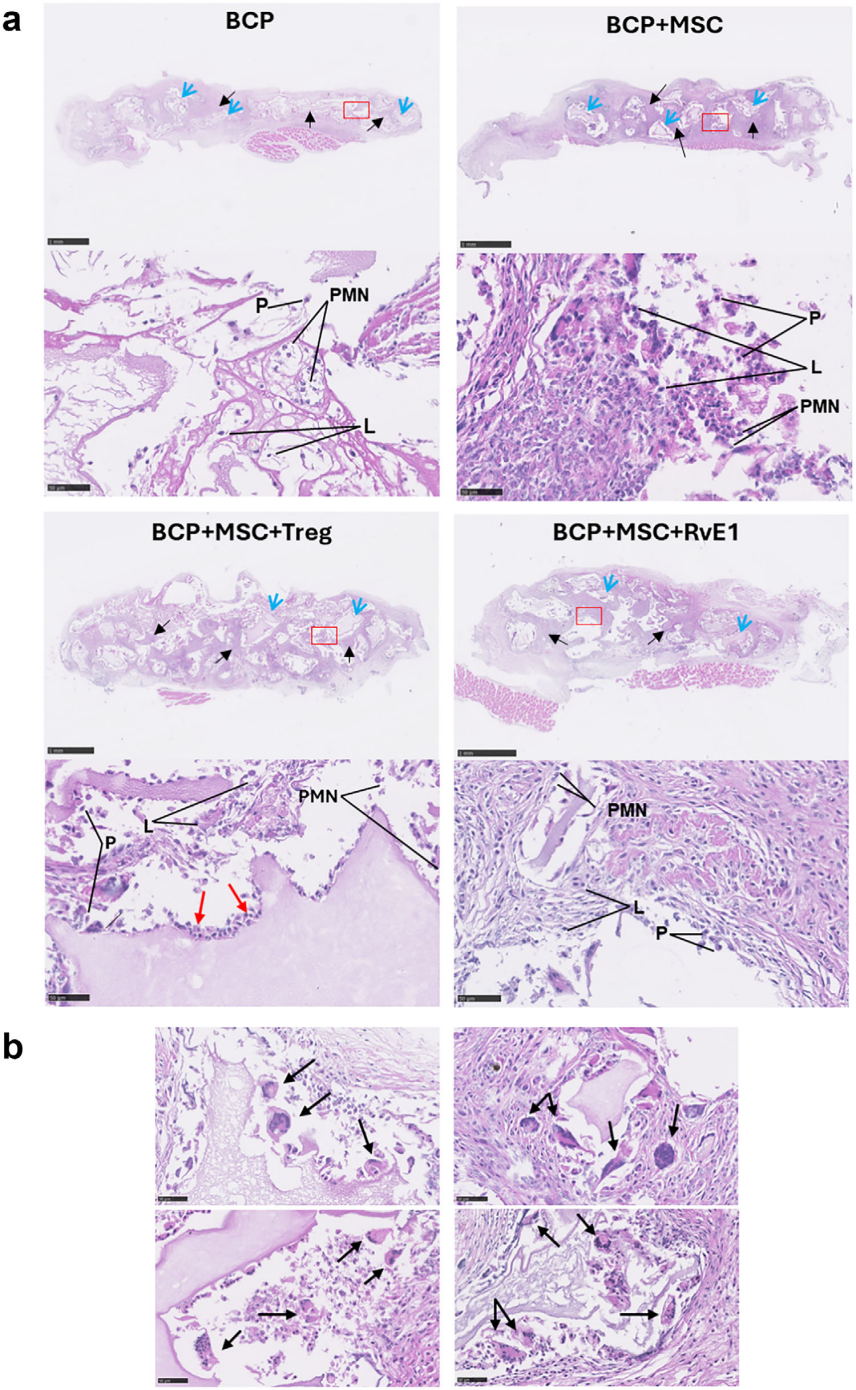
MSC priming via Treg coculture or RvE1 exhibits varied histomorphology. (a) Representative H&E‐stained histological sections after 2 weeks. Low magnification images (scale bar = 1 mm) show BCP granules (blue arrows) and infiltrating connective tissue (black arrows). Higher magnification images (scale bar = 50 µm) display Plasma cells (P), Lymphocytes (L), and polymorphonuclear cells (PMN). (b) Foreign body giant cells across different groups are indicated with black arrows.

At 2 weeks, all fibrous capsules exhibited low cellularity, lacking vascularization and inflammatory infiltrate (Figure 5a). In this early time point, the capsules consisted mainly of organized, whereas at 10 weeks the capsules were denser and composed of unorganized collagen fibers. The fibrous capsule also varied in thickness and organization between groups at both 2 and 10 weeks (Figure 5a, red arrows). A total of 5 animals were analyzed per time point. At 2 weeks, the fibrous capsule thickness ranged from 14.3 + 7.1 to 19.9 + 7.5 layers, with the BCP+MSC+Treg group showing significantly fewest layers (*p* = 0.025) compared to the BCP group, which had the highest number of layers. At 10 weeks, the layers ranged from 16.6 + 6.8 to 22.2 + 8.4, and all groups exhibited significantly fewer layers compared to BCP, with BCP+MSC+Treg (*p* = 0.017) again showing the least (Figure 5b). Between the 2 and 10 weeks, capsule thickness increased in all groups except BCP+MSC+RvE1, where the number of layers remained within the same range (Figure 5b).

**FIGURE 5:**
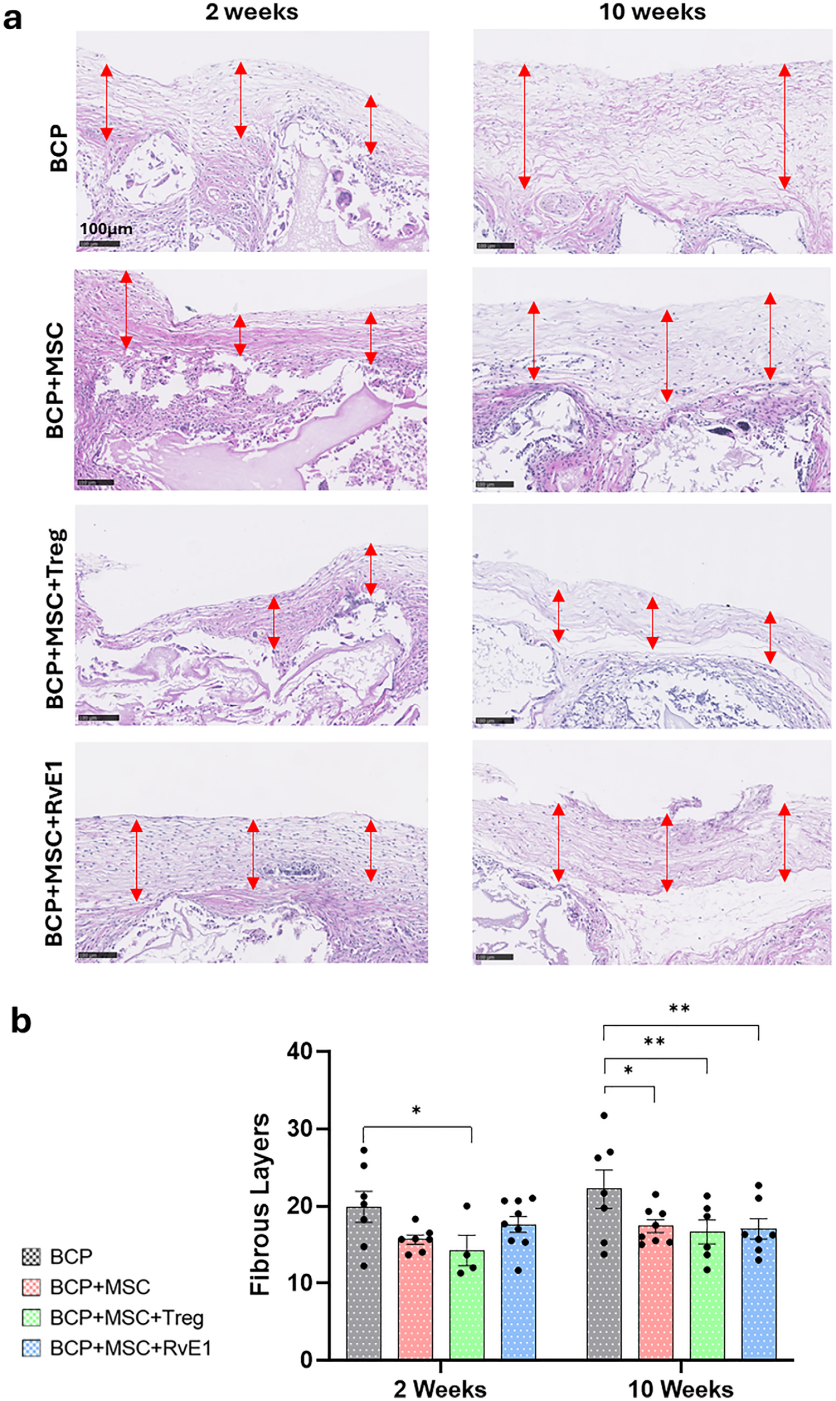
Fibrous capsule analysis. (a) Representative H & E stained sections after 2 and 10 weeks. Red arrows indicate the thickness of the fibrous capsule. (b) Quantification of fibrous capsule layers after 2 and 10 weeks. Data are presented as means +/− SEM (*n* = 5 animals per group). Statistical significance was determined by one‐way ANOVA with post hoc tests. *p < 0.05, **p < 0.01.

Masson's trichome staining at 2 weeks revealed faint collagen deposition across all groups, primarily near the fibrous capsule and diffusely within the surrounding connective tissue. No notable differences were observed between the groups, except for BCP+MSC+RvE1, which revealed strong staining intensity at 2 weeks (Figure 6, blue stain). In contrast, at 10 weeks, substantial collagen stain was present in all groups (Figure 6, blue stain), with intense collagen deposition predominantly observed in the connective tissue surrounding the granules.

**FIGURE 6:**
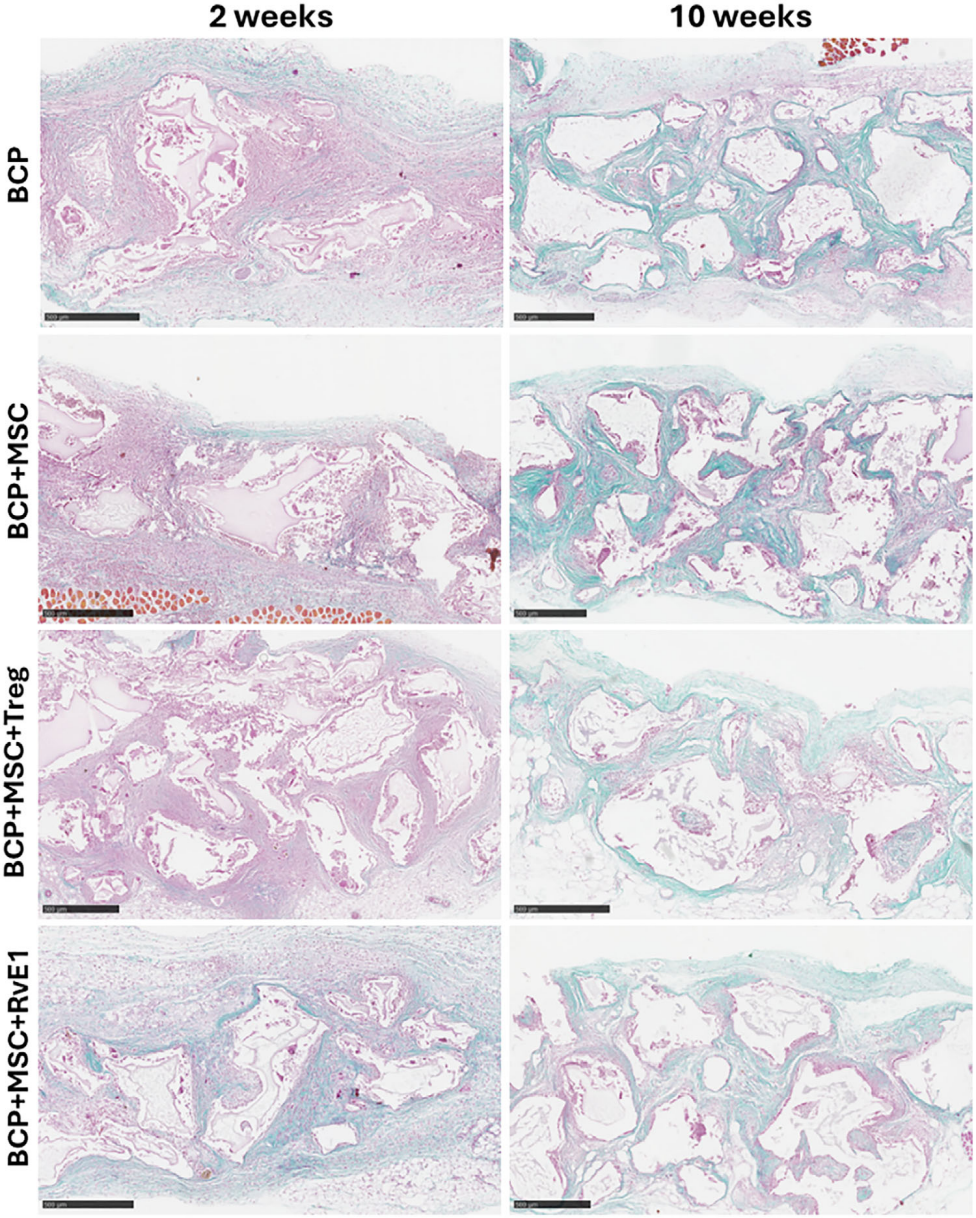
BCP+MSC+RvE1 exhibits higher collagen staining after 2 weeks. Representative sections stained with Masson's Trichome after 2 and 10 weeks. Collagen fibers appear blue. Scale bar = 1 mm.

The osteogenic potential of the implanted construct was evaluated by mineralization or ectopic bone formation after 2 and 10 weeks. Pronounced ectopic bone development was observed at 10 weeks in the BCP+MSC+Treg and BCP+MSC+RvE1 groups (Figure 7a), whereas no signs of mineralization were observed in either the BCP or BCP+MSC group. Mineralized tissue formation in these groups was observed to initiate along the periphery of BCP granules (Figure 7a, black arrows). This mineralized tissue exhibited woven bone characteristics, with interlacing and organized arrangements of the collagen fibers. Moreover, lacunae housing osteocytes were visible within the matrix (Figure 7a, green arrows). These mineralized regions corresponded to areas that, at 2 weeks, had been characterized by dense connective tissue surrounding the BCP granules. The BCP+MSC group continued to exhibit a higher abundance of inflammatory cells in the connective tissue surrounding the granules at 10 weeks compared to the other groups (Figure 7a, blue arrows). The nonmineralized groups, BCP and BCP+MSC, portrayed denser, more regular connective tissue, with reduced extracellular matrix and fibers arranged in parallel pattern at 10 weeks (Figure 7a).

**FIGURE 7:**
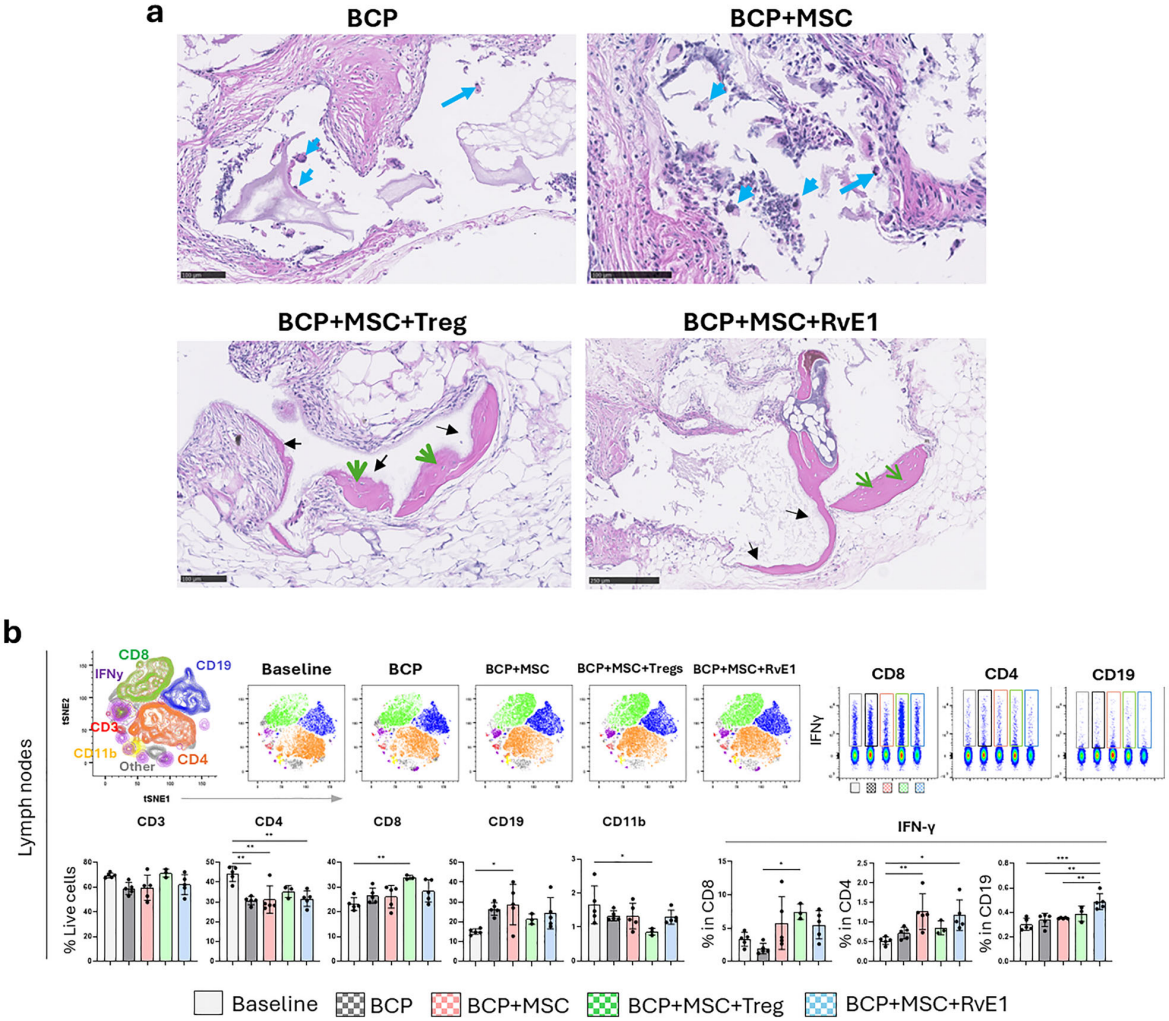
MSC priming strategies have divergent influences on immune cell recruitment and osteogenesis after 10 weeks. (a) Representative H&E‐stained histological sections after 10 weeks. Blue arrows indicate inflammatory cell infiltration, black arrows denote remaining BCP granules, and green arrows highlight mineralized bone forming at the edges of BCP granules. (b) Dimensional reduction using *t*‐SNE illustrating immune cell distribution, with distinct clustering patterns across groups. “Baseline” refers to untreated, construct‐free animals. Absolute quantification of each immune cell subset, along with absolute IFN‐γ production in lymph nodes, is shown. Data are presented as means +/– SEM (*n* = 3–5 animals per group). Statistical significance was determined by one‐way ANOVA with post hoc tests. *p < 0.05, **p < 0.01, ***p < 0.001.

### 2.4 Distinct Immune Cell Recruitment and Varied IFN‐γ Production After 10 Weeks in Regional Lymph Nodes and Spleen

For the absolute quantification of distinct immune cell populations in lymph nodes and spleen at the 10‐week time point, 3–5 animals were analyzed per group. In the lymph nodes, the BCP+MSC+Treg group demonstrated a higher count of CD8^+^ cytotoxic T cells compared to baseline animals (*p* = 0.005). Additionally, all groups showed a reduction in CD11b^+^ myeloid cells, with the lowest significant count observed in the BCP+MSC+Treg group (*p* = 0.037) compared to baseline animals (Figure 7b). BCP (*p* = 0.001) and BCP+MSC (*p* = 0.001) groups portrayed significantly lowest number of CD4^+^ T helper cells compared to baseline animals, while BCP+MSC exhibited the highest CD19^+^ B cell count compared to baseline animals (*p* = 0.025) (Figure 7b). At 10 weeks, lymph nodes showed a trend of increased IFN‐ɣ production by CD8^+^ cytotoxic T cells in the BCP+MSC+Treg (*p* = 0.025) compared to BCP. The highest IFN‐ɣ production from CD4^+^ T cells was observed in the BCP+MSC (*p* = 0.008) and BCP+MSC+RvE1 (*p* = 0.023) groups compared to baseline animals. Furthermore, CD19^+^ B cells showed elevated IFN‐γ production in the BCP+MSC+RvE1 group compared to baseline animals (*p* = 0.0001), BCP (*p* = 0.001), and BCP+MSC (*p* = 0.004) (Figure 7b).

In the spleen at 10 weeks, the BCP group showed significantly lower expression of CD4^+^ T helper cells compared to baseline animals (*p* = 0.041). The BCP+MSC+Treg group displayed the highest number of CD19^+^ B cells compared to the baseline animals (*p* = 0.002) and BCP+MSC (*p* = 0.017) (Figure S5). The BCP+MSC group demonstrated significantly higher IFN‐γ expression from CD4^+^ compared to baseline animals (*p* = 0.001) and BCP (*p* = 0.008). It also showed the highest IFN‐γ expression from CD19^+^ cells too compared to baseline animals (*p* = 0.001) and BCP (*p* = 0.016) (Figure S5).

### 2.5 Local and Systemic Immunomodulation In Vivo at the Protein Level Following MSC Priming via Coculture with Treg or RvE1

All analytes were detected in the implanted scaffold construct across all groups; however, not all were detected in the serum samples (Tables S2–S5).

At 2 weeks, a total of 4 animals were analyzed. In the scaffold constructs, the proinflammatory interleukins, IL‐1α and IL‐2 were highly detected across all groups at 2 weeks, while IL‐6 was highly expressed exclusively in the BCP group and significantly downregulated in BCP+MSC+Treg compared to BCP (*p* = 0.042). Regarding prohealing/anti‐inflammatory markers in the constructs at 2 weeks, BCP+MSC+RvE1 and BCP+MSC+Treg exhibited the highest levels of IL‐13, with significance for BCP+MSC+RvE1 compared to BCP (*p* = 0.016) and BCP+MSC (*p* = 0.047). These groups also showed the highest levels of IL‐4, significant for BCP+MSC+RvE1 compared to BCP (*p* = 0.005) and BCP+MSC (*p* = 0.04) (Figure 8b).

**FIGURE 8:**
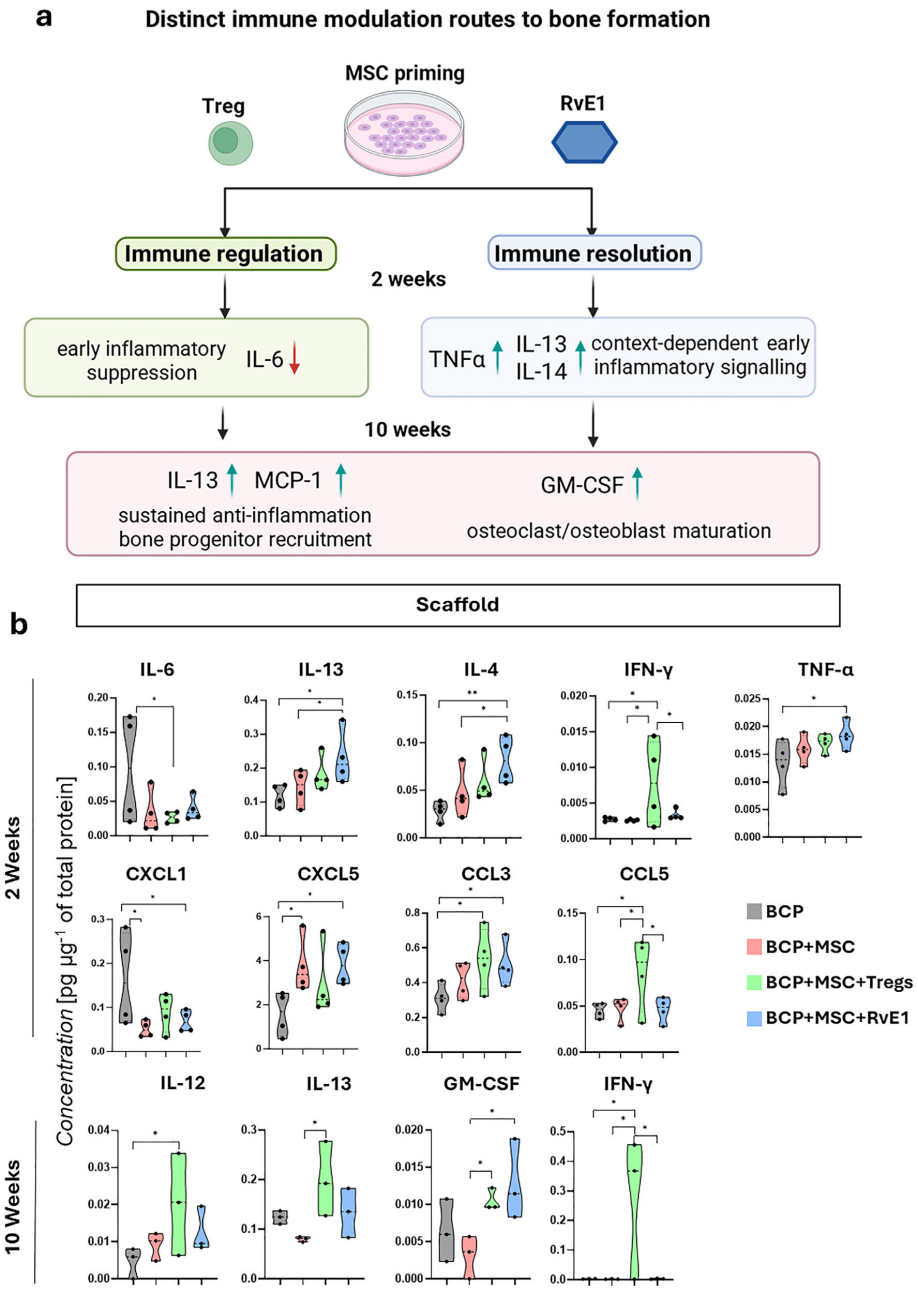
Immunomodulation locally at the protein level when MSC are primed with Treg coculture or RvE1. (a) Schematic summarizing distinct immunomodulation cytokines and chemokines induced by BCP+MSC+Treg and BCP+MSC+RvE1. Created with Biorender.com; used under license. (b) Quantification of significantly expressed cytokines and chemokines from scaffolds after 2 and 10 weeks. Data are presented as means +/– SEM, *n* = 4 animals per group at 2 weeks and *n* = 3 animals per group at 10 weeks. Statistical significance was determined by one‐way ANOVA with post hoc tests. *p < 0.05, **p < 0.01.

Distinct expression levels of chemokines and cytokines were also observed at 2 weeks. The BCP+MSC+Treg group showed significantly higher expression of CCL3 compared to BCP (*p* = 0.028) and of CCL5 compared to BCP+MSC (*p* = 0.024). Both BCP+MSC+RvE1 and BCP+MSC exhibited similarly high expression of CXCL5 and low expression of CXCL1 compared to BCP (*p* = 0.019 and *p* = 0.042, respectively). TNF‐α was significantly more highly expressed in constructs from BCP+MSC+RvE1 compared to BCP (*p* = 0.032; Figure 8b). Notably, BCP+MSC+Treg exhibited significantly elevated IFN‐γ expression in the constructs at 2 weeks compared to BCP (*p* = 0.03), BCP+MSC (*p* = 0.026), and BCP+MSC+RvE1 (*p* = 0.050) (Figure 8b).

At 10 weeks, a total of 3 animals were analyzed. Analysis of pro‐ and anti‐inflammatory interleukins in the constructs showed that BCP+MSC+Treg had significantly increased IL‐12 compared to BCP (*p* = 0.045) (Figure 8b). Additionally, only the BCP+MSC+Treg group showed significantly higher IL‐13 expression compared to BCP+MSC (*p* = 0.013), representing the highest levels among all groups (Figure 8b).

After 10 weeks, constructs from BCP+MSC+Treg (*p* = 0.044) and BCP+MSC+RvE1 (*p* = 0.014) showed significantly increased granulocyte‐macrophage colony‐stimulating factor (GM‐CSF) expression compared to BCP+MSC, a marker that was absent in serum samples (Figure 8b). BCP+MSC+Treg also continued to exhibit significantly elevated IFN‐γ expression in the constructs at 10 weeks compared to all other groups (*p* = 0.024; Figure 8b).

Regarding serum levels, at 2 weeks, BCP+MSC+RvE1 showed significantly lower IL‐4 expression compared to BCP (*p* = 0.03; Figure S5). At 10 weeks, CXCL5 was significantly upregulated in BCP compared to BCP+MSC (*p* = 0.001) and BCP+MSC+RvE1 (*p* = 0.002). It was also significantly elevated in BCP+MSC+Treg compared to BCP+MSC (*p* = 0.007) and BCP+MSC+RvE1 (*p* = 0.013). The BCP+MSC+Treg group showed increased MCP‐1 expression compared to BCP (*p* = 0.034), BCP+MSC (*p* = 0.034), and BCP+MSC+RvE1 (*p* = 0.038) in serum. Both BCP+MSC+Treg (*p* = 0.001) and BCP+MSC+RvE1 (*p* = 0.013) showed significantly decreased CXCL9 compared to BCP+MSC (Figure S5). Finally, IFN‐γ expression was higher in the serum of the BCP+MSC+Treg group compared to BCP at 10 weeks (*p* = 0.043; Figure 8b).

### 2.6 Treg Depletion Modulates the Immune Response and RvE1 Therapy Improves the Regeneration Process

Our objective was to investigate the impact of reduced Treg levels in vivo on the ectopic regeneration induced by BCP+MSC and to gain an insight into how specialized proresolving lipid mediators may compensate for Treg absence in this context (Figure 9a).

**FIGURE 9:**
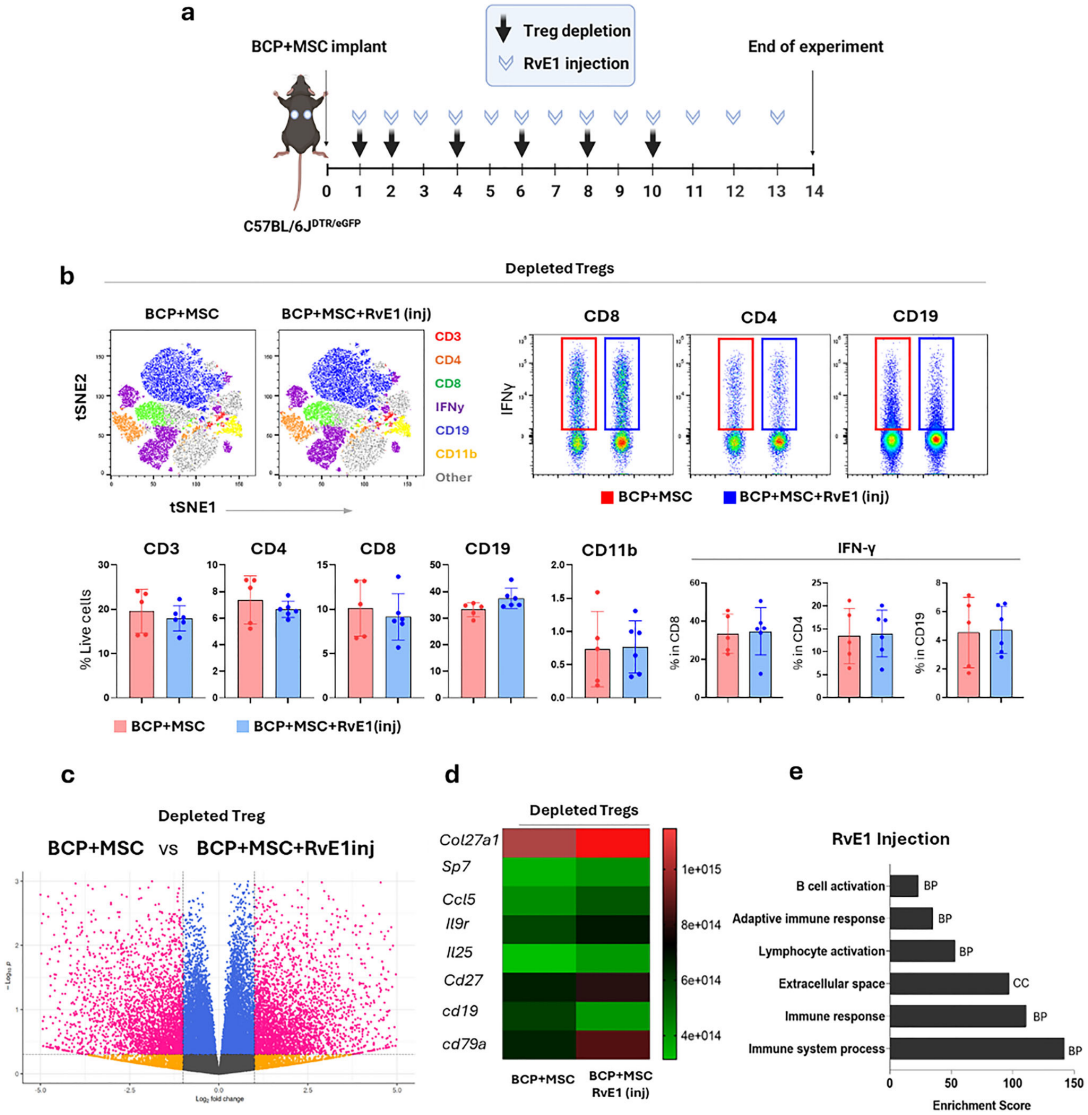
Treg depletion modulates the immune response and RvE1 therapy impacts the regeneration process. (a) Schematic summary of experimental design and groups used in the Treg‐depletion experiment. Created with Biorender.com; used under license. (b) Dimensional reduction using *t*‐SNE of immune cells from lymph nodes after 2 weeks, illustrating distinct population distributions across groups. Absolute quantification of each immune cell subset and corresponding IFN‐γ production is shown. Data are presented as mean +/– SEM (*n* = 5–6 animals per group). Statistical significance was determined by independent sample *t*‐test. (c) Volcano plot showing transcriptional expression differences between (dep)BCP+MSC and (dep)BCP+MSC+RvE1inj. *N* = 4 animals per group (d) Selected significantly expressed genes related to osteogenesis and immune regulation. *N* = 4 animals per group. (e) Enrichment scores identifying functional modules in (dep)BCP+MSC+RvE1inj. *N* = 4 animals per group.

A total of 5–6 animals were analyzed per group for absolute quantification of immune cell populations in lymph nodes. Although there were noticeable trends after 2 weeks of local administration of RvE1 in the implanted BCP+MSC construct ((dep)BCP+MSC+RvE1inj) group, such as decreased CD8^+^ cytotoxic cells and increased CD19^+^ B cells, these changes were not statistically significant (Figure 9b). No significant differences were observed IFN‐ɣ production across cell types (Figure 9b).

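In the depletion experiment, Foxp3-DTR/eGFP mice received 50 µg/kg diphtheria toxin repeatedly, which kills the cells that express Foxp3, and BCP+MSC constructs ((dep)BCP+MSC). Part of these mice also received local daily injections of 1 µM resolvin E1 ((dep)BCP+MSC+RvE1inj). Constructs were collected at week 2, and their RNA was processed as for the other groups. The 4 (dep)BCP+MSC samples had a median of 45378587 counts on genes (range 8482701 to 85519916) and the 4 (dep)BCP+MSC+RvE1inj samples 46274128 (13803176 to 84138305). With 3 counts as the floor, the shallowest of these samples could show 0.354 CPM. In the count table 2 of the (dep)BCP+MSC columns bear the numbers 4 and 5, while the samples are numbered 1 to 4, so these 2 were used as members of the group without a replicate number.

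Foxp3, the gene whose cells the toxin removes, was still counted in every sample, at 0.985 ± 0.542 CPM in (dep)BCP+MSC and 0.705 ± 0.315 CPM in (dep)BCP+MSC+RvE1inj (SD, n = 4 each; exact permutation test, p = 0.429).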

We further investigated the transcriptional changes during Treg depletion by comparing (dep)BCP+MSC and (dep)BCP+MSC+RvE1inj, analyzing 4 animals per group. 

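At an unadjusted p-value under 0.05 from edgeR and a log2 fold change above 1, 802 genes were higher in (dep)BCP+MSC+RvE1inj than in (dep)BCP+MSC, and 765 were lower by the same margin. After adjustment over all genes tested, 0 passed 0.05. The counts lay between 626 and 1144 higher genes and between 454 and 1009 lower genes with single animals left out. A test of whether the injection effect differed from the priming effect (BCP+MSC+RvE1 against BCP+MSC) gave 0 genes at an adjusted p-value under 0.05. At an unadjusted p-value under 0.05 it gave 1360 genes, 1222 of them with a log2 difference beyond 1 in either direction.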

A total of 607 genes were upregulated and 627 downregulated in (dep)BCP+MSC+RvE1inj (Figure 9c). 

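Col27a1 (ENSMUSG00000045672.15, chromosome 4 from 63214004 to 63334991), a fibrillar collagen gene, was at 34.1 ± 17.4 CPM in (dep)BCP+MSC+RvE1inj and 14.7 ± 6.02 CPM in (dep)BCP+MSC (SD, n = 4 each). In edgeR's model the log2 fold change was 1.21 (standard error 0.41), with an unadjusted p-value of 0.00703 and an adjusted p-value of 0.668 (exact permutation test, p = 0.0857). It lay between 0.83 and 1.41 with single animals left out. Sp7 was at 0.282 ± 0.414 CPM against 0.0406 ± 0.0568 CPM, with 0 to 13 and 0 to 5 counts per sample. Its log2 fold change was 2.47 (standard error 1.12), with an unadjusted p-value of 0.0368 (exact permutation test, p = 0.286). The (dep)BCP+MSC+RvE1inj mean was carried by replicate 3 at 0.895 CPM, and replicate 4 had 0 counts of Sp7. Leaving out single animals moved the Sp7 estimate between 1.01 and 3.84.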

Local administration of RvE1 resulted in significant upregulation of bone formation‐related genes, *Col27α1* (*p* = 0.0032) and *Sp7* (*p* = 0.013). 

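Ccl5 (ENSMUSG00000035042.2, chromosome 11 from 83525778 to 83530518), a chemokine gene, was at 23.0 ± 5.42 CPM in (dep)BCP+MSC+RvE1inj and 10.2 ± 7.64 CPM in (dep)BCP+MSC (SD, n = 4 each). The log2 fold change was 1.17 (standard error 0.46), with an unadjusted p-value of 0.0174 from edgeR (exact permutation test, p = 0.0857). Il9r (ENSMUSG00000020279.10, chromosome 11 from 32187541 to 32200279), the interleukin-9 receptor gene, was at 1.93 ± 0.959 CPM against 0.908 ± 0.383 CPM, a log2 fold change of 1.05 (standard error 0.51) with an unadjusted p-value of 0.0491 (exact permutation test, p = 0.114). Il25 (ENSMUSG00000040770.5, chromosome 14 from 54932695 to 54935837) had 0 counts in all 4 (dep)BCP+MSC samples and 0 to 5 counts in the (dep)BCP+MSC+RvE1inj samples, at least 1.1-fold higher than the floor. That bound rested on the injected sample with the highest value, 0.373 CPM, against a group mean of 0.13 CPM. The unadjusted p-value of Il25 was 0.00844 from edgeR, and 3 of 4 injected animals had any Il25 count (exact permutation test, p = 0.143).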

Genes related to immunomodulation and anti‐inflammation were also significantly expressed in this group, including *Ccl5* (*p* = 0.0087), *Il9r* (*p* = 0.017), and *Il25* (*p* = 0.028; Figure 9d). 

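Cd79a (ENSMUSG00000003379.7, chromosome 7 from 24897381 to 24902197), part of the B cell receptor, was at 10.1 ± 9.1 CPM in (dep)BCP+MSC+RvE1inj and 2.53 ± 1.8 CPM in (dep)BCP+MSC (SD, n = 4 each). This was a log2 fold change of 1.98 (standard error 0.75), with an unadjusted p-value of 0.0153 from edgeR (exact permutation test, p = 0.2). Cd27 (ENSMUSG00000030336.14, chromosome 6 from 125232622 to 125237010), a receptor of activated B and T cells, was at 4.01 ± 0.141 CPM against 1.89 ± 1.39 CPM, a log2 fold change of 1.05 (standard error 0.42) with an unadjusted p-value of 0.0192. For Cd27 all 4 injected animals were above all 4 others (exact permutation test, p = 0.0286). Mir8113 overlaps Cd27 on the same strand.

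**Figure D4:**
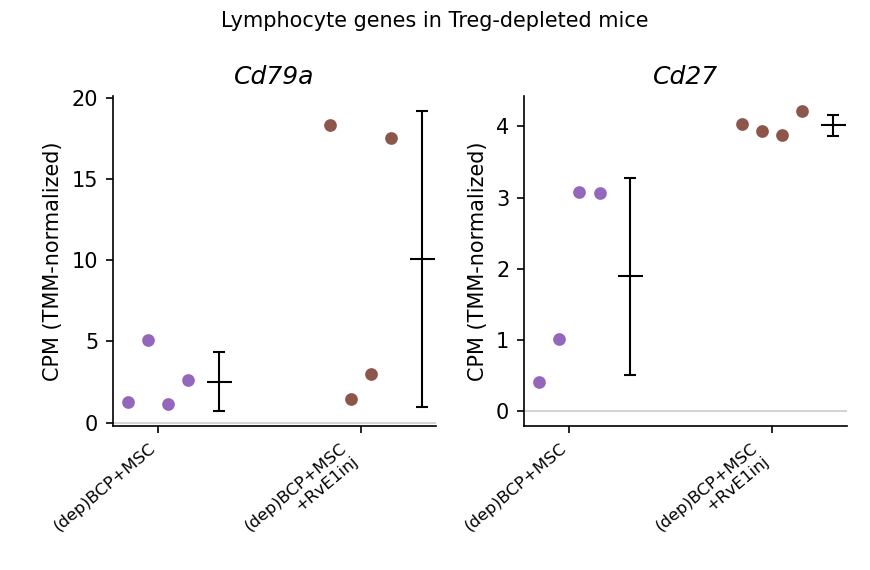
Cd79a and Cd27 in CPM (y axis) in (dep)BCP+MSC and (dep)BCP+MSC+RvE1inj (x axis). Points are single animals and bars with whiskers are the mean ± SD of 4. Cd27 lies at 3.88 to 4.21 CPM in the injected animals and 0.399 to 3.08 CPM in the others.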

Interestingly, (dep)BCP+MSC+RvE1inj also expressed markers related to B cell recruitment and activation, including *CD27* (*p* = 0.0067), *CD19* (*p* = 0.03), and *CD79a* (*p* = 0.0036; Figure 9d). Enrichment analysis revealed pathways characteristic of adaptive immune responses, particularly B cell activation among other pathways in (dep)BCP+MSC+RvE1inj (Figure 9e).

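All 20 of 20 B cell genes were higher in (dep)BCP+MSC+RvE1inj, with a median log2 fold change of 1.45, an unadjusted p-value of 0.0125 from limma's fry and an adjusted p-value of 0.303. The B cell scores were 2.21 ± 1.15 and 0.94 ± 0.51 as mean log2 CPM (SD, n = 4 each; exact permutation test, p = 0.143). Other lymphocyte lists moved with it. Of the T cell genes, 23 of 24 were higher (median 0.80, unadjusted p-value 0.0152), and of the natural killer and cytotoxic genes, 16 of 16 (median 1.15, unadjusted p-value 0.00667, adjusted p-value 0.213). In (dep)BCP+MSC the T cell scores were 1.67 and 2.04 in replicates 1 and 2, where Xist was above the Y-linked genes. They were 3.07 and 3.62 in the libraries numbered 4 and 5, against 3.33 to 3.79 in the injected animals. The natural killer and cytotoxic scores parted likewise, at -1.05 and -1.28 against 0.71 and 1.45. Every injected animal had the Y-linked genes above Xist, so unequal sexes may enter the T cell and natural killer lists. For plasma cell genes the median was 1.16 with an unadjusted p-value of 0.166. In this comparison 4 of 20 lists had an unadjusted p-value under 0.05 and 0 had an adjusted p-value under 0.05. From higher genes of B cell chemotaxis and activation, together with a pattern of B cells in the lymph nodes, the paper proposes a protective role of B cells in bone here.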

Histologically, in the absence of Treg, the (dep)BCP+MSC+RvE1inj group exhibited denser connective tissue infiltration around the granules at 2 weeks. However, this connective tissue displayed discontinuities (Figure 10a, black arrows), in contrast to observations in nondepleted animals. The granules also appeared to undergo breakdown (Figure 10a, blue arrows), and the intermittent connective tissue may reflect disruption from local injections of RvE1. Both groups displayed inflammatory infiltration, although it was more dispersed in the (dep)BCP+MSC group, where cells also appeared smaller. This group exhibited loose connective tissue characterized by irregular string‐like fibers (Figure 10a, dotted arrows), and limited extracellular matrix or fibroblast activity. Both groups contained polymorphnuclear cells, lymphocytes, and plasma cells, but in (dep)BCP+MSC group these inflammatory cells were scattered and not consistently localized near granules. Giant cells were identified only near granules in (dep)BCP+MSC+RvE1inj (Figure 10a,b), although fewer than in constructs from healthy mice. The (dep)BCP+MSC+RvE1inj group also displayed more collagen staining in Masson's trichome at 2 weeks (Figure 10b).

**FIGURE 10:**
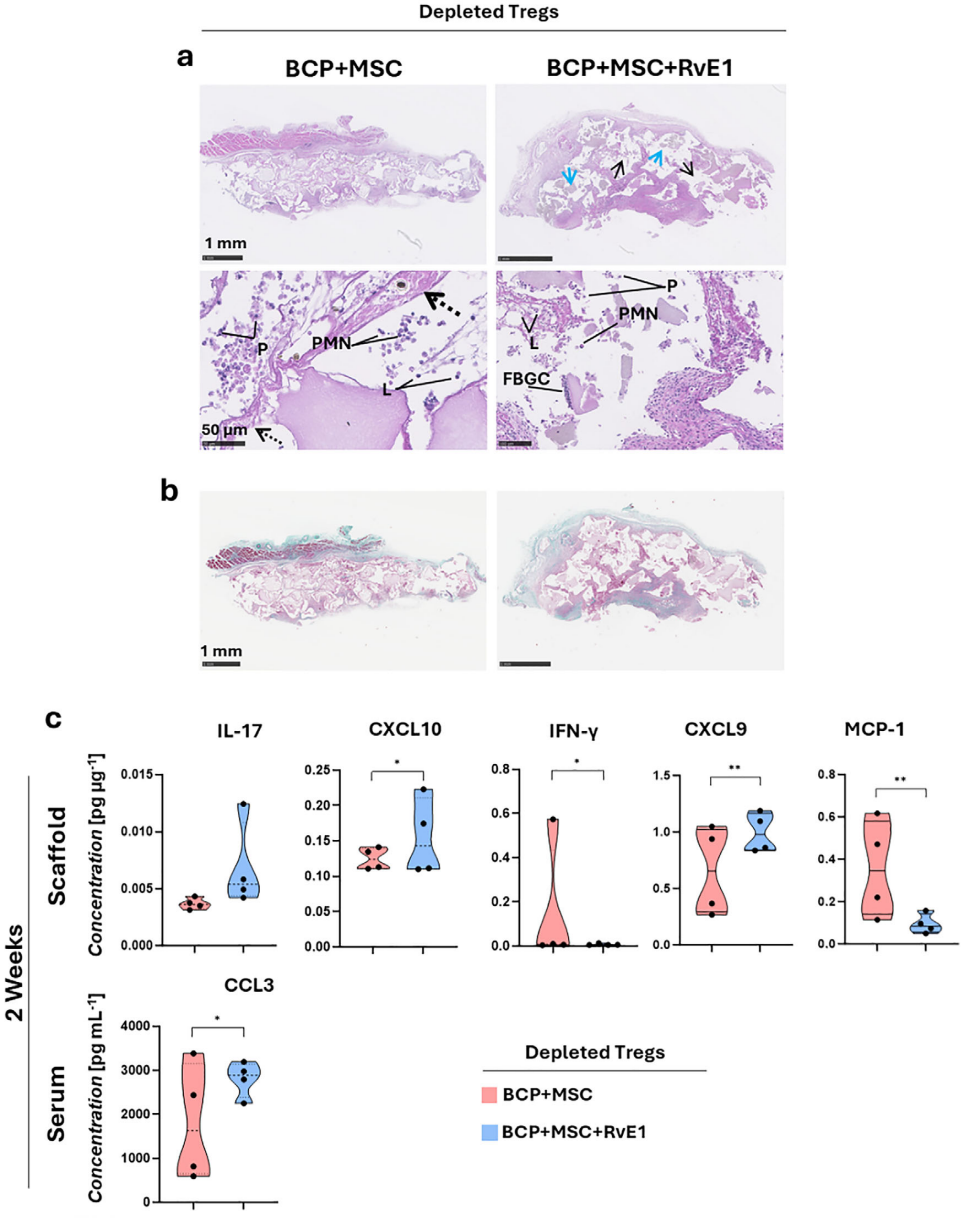
Histological and protein variations after Treg depletion and RvE1 therapy. (a) Representative H&E‐stained sections after 2 weeks. Low magnification images (scale bar = 1 mm) show BCP granules (blue arrows) and discontinued infiltrating connective tissue in (dep)BCP+MSC+RvE1inj (black arrows). Higher magnification images (scale bar = 50 µm) highlight loose connective tissue with irregular string‐like fibers in (dep)BCP+MSC (dotted black arrows). P: Plasma cells, L: Lymphocytes, PMN: polymorphonuclear cells, FBGC: foreign body giant cells. (b) Representative Masson's Trichome‐stained sections after 2 weeks. Collagen fibers appear blue. Scale bar = 1 mm. (c) Quantification of significantly expressed cytokines and chemokines from scaffolds and serum after 2 weeks. Data are presented as mean +/– SEM (*n* = 4 animals per group). Statistical significance was determined by independent sample *t*‐test, *p < 0.05, **p < 0.01.

Treg depletion and local RvE1 administration affected cytokine expression in both constructs and serum (Figure 10c). After 2 weeks (*n* = 4 animals), (dep)BCP+MSC+RvE1inj exhibited increased IL17 levels in both the scaffold construct and serum. Similar to healthy animals, CXCL5 was the most prominently expressed chemokine in constructs of Treg‐depleted mice, while CCL3 was the highest in serum (Figure 10c). The localized administration of RvE1 resulted in significantly higher secretion of CXCL10 (*p* = 0.021) and CXCL9 (*p* = 0.002) in constructs, and CCL3 (*p* = 0.012) in the serum. Under Treg‐depleted conditions, IFN‐γ was significantly higher in (dep)BCP+MSC constructs compared to (dep)BCP+MSC+RvE1inj constructs (*p* = 0.025). Furthermore, RvE1 delivery also significantly reduced MCP‐1 (*p* = 0.007) production in constructs (Figure 10c).

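The (dep)BCP+MSC and BCP+MSC constructs held the same granules and the same number of MSC. The mice differed in the toxin and in its repeated injections, for which the paper describes no control injected without toxin. Depletion was an experiment of its own in the paper. The labels give neither harvest time nor sequencing batch, so these may differ as well. A group of mice with Treg and toxin was not among the 6, so the toxin and the depletion of Treg, which the paper reports from flow cytometry of lymph nodes and spleen, changed together. In the constructs, no difference in Foxp3, which marks these cells, was detected between (dep)BCP+MSC and BCP+MSC. On the log2 scale the change was 0.04 (standard error 0.51; exact permutation test, p = 0.914) and lay between -0.32 and 0.31 with single animals left out, so its sign was not fixed. Xist was above the Y-linked genes in 2 of the 4 (dep)BCP+MSC samples, against 3 of the 4 BCP+MSC samples.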

To investigate the effect of Treg depletion on the osteogenesis in BCP+MSC constructs, we compared the transcriptome of (dep)BCP+MSC with that of BCP+MSC from 4 animals. When normalized to BCP+MSC, (dep)BCP+MSC showed upregulation of 1727 genes and downregulation of 1893 genes. 

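In (dep)BCP+MSC, 2034 genes were higher and 1995 lower than in BCP+MSC at an unadjusted p-value under 0.05 from edgeR and a log2 fold change beyond 1. After Benjamini-Hochberg adjustment over all genes tested, 959 genes passed 0.05 with the same fold change limit, 409 of them higher and 550 lower. With single animals left out, that number ranged from 422 to 1354. Over the alternatives that keep all animals it ranged from 157 with edgeR on only these 2 groups, 150 of them among the 959, to 2160 with the replicate number as a block, 796 of them among the 959. At the unadjusted threshold, leaving out single animals gave 1480 to 2272 higher and 1533 to 2264 lower genes.

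The genes given here were fixed by rule in advance. For each direction they were the 2 genes with the smallest adjusted p-values among those past both limits whose groups did not overlap. Higher in (dep)BCP+MSC were Fkbp5 (ENSMUSG00000024222.16, chromosome 17 from 28399095 to 28517524) and Arrdc2 (ENSMUSG00000002910.11, chromosome 8 from 70835129 to 70839720). Fkbp5 was at 487 ± 280 CPM against 45.3 ± 12.5 CPM in BCP+MSC (SD, n = 4 each), a log2 fold change of 3.43 (standard error 0.33, adjusted p = 5.11e-06 from edgeR). Arrdc2 was at 117 ± 72.8 CPM against 14.4 ± 2.7 CPM, a log2 fold change of 3.02 (standard error 0.36, adjusted p = 7.78e-05 from edgeR). Lower were Sfrp4 (ENSMUSG00000021319.6, chromosome 13 from 19623175 to 19632821) and Fmod (ENSMUSG00000041559.7, chromosome 1 from 134037254 to 134048277). Sfrp4 was at 2.54 ± 1.4 CPM against 31.4 ± 9.3 CPM, a log2 fold change of -3.57 (standard error 0.39, adjusted p = 3.47e-05 from edgeR), and Fmod at 3.61 ± 1.69 CPM against 26.7 ± 3.95 CPM, a log2 fold change of -2.86 (standard error 0.32, adjusted p = 3.47e-05 from edgeR). Each kept its direction and an adjusted p-value under 0.05 with every single animal left out. In the other 7 comparisons 0 genes passed the adjusted limit, so the rule named none there.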

Interestingly, (dep)BCP+MSC expressed an upregulation in an osteoblast marker, *Bglap3* (*p* = 0.039). 

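Bglap3 (ENSMUSG00000074489.9, chromosome 3 from 88368616 to 88372743) was at 2.34 ± 1.27 CPM in (dep)BCP+MSC and 0.202 ± 0.14 CPM in BCP+MSC (SD, n = 4 each), with 41 to 127 and 0 to 19 counts per sample. edgeR's log2 fold change was 3.51 (standard error 1.76), with an unadjusted p-value of 0.0598 and an adjusted p-value of 0.268 from edgeR. All 4 (dep)BCP+MSC animals were above all 4 BCP+MSC animals (exact permutation test, p = 0.0286). Over the other ways of processing, the adjusted p-value ranged from 0.000274 to 0.413. Bglap3 is a near-identical copy of Bglap and Bglap2, and reads could have been split among the 3. Bglap itself was at 0.0805 ± 0.139 CPM in (dep)BCP+MSC and 0.134 ± 0.228 CPM in BCP+MSC.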

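Col1a1 (ENSMUSG00000001506.10, chromosome 11 from 94936224 to 94953042) and Col1a2 (ENSMUSG00000029661.16, chromosome 6 from 4504814 to 4541544) encode the chains of type I collagen. In CPM (SD, n = 4 each), Col1a1 was at 7150 ± 2060 in BCP+MSC and 2450 ± 1170 in (dep)BCP+MSC, and Col1a2 at 6940 ± 2070 and 2220 ± 972. The log2 fold changes for (dep)BCP+MSC were -1.54 for Col1a1 (standard error 0.45, adjusted p = 0.0503 from edgeR) and -1.64 for Col1a2 (standard error 0.44, adjusted p = 0.0339 from edgeR). Their unadjusted p-values were 0.00198 and 0.000964, and over the other ways of processing their adjusted p-values ranged from 0.00314 to 0.207 and from 0.000611 to 0.163. The estimates stayed between -1.86 and -1.32 for Col1a1 and between -1.94 and -1.44 for Col1a2 with single animals left out.

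Ibsp was at 0.11 ± 0.118 CPM in (dep)BCP+MSC, with 0 to 15 counts per sample. Its log2 fold change was -5.03 (standard error 1.3, adjusted p = 0.0314 from edgeR), moving to -1.81 at its smallest when BCP+MSC replicate 4 was left out. The adjusted p-value of Ibsp ranged from 0.000571 to 0.377 over the other ways of processing. For Col1a1, Col1a2 and Ibsp all 4 (dep)BCP+MSC animals were below all 4 BCP+MSC animals (exact permutation tests, p = 0.0286 each). Sp7 had 0 to 5 counts in the (dep)BCP+MSC samples, a log2 fold change of -2.6 (standard error 1.08) with an unadjusted p-value of 0.0239 and an adjusted p-value of 0.173 (exact permutation test, p = 0.0571).

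**Figure D5:**
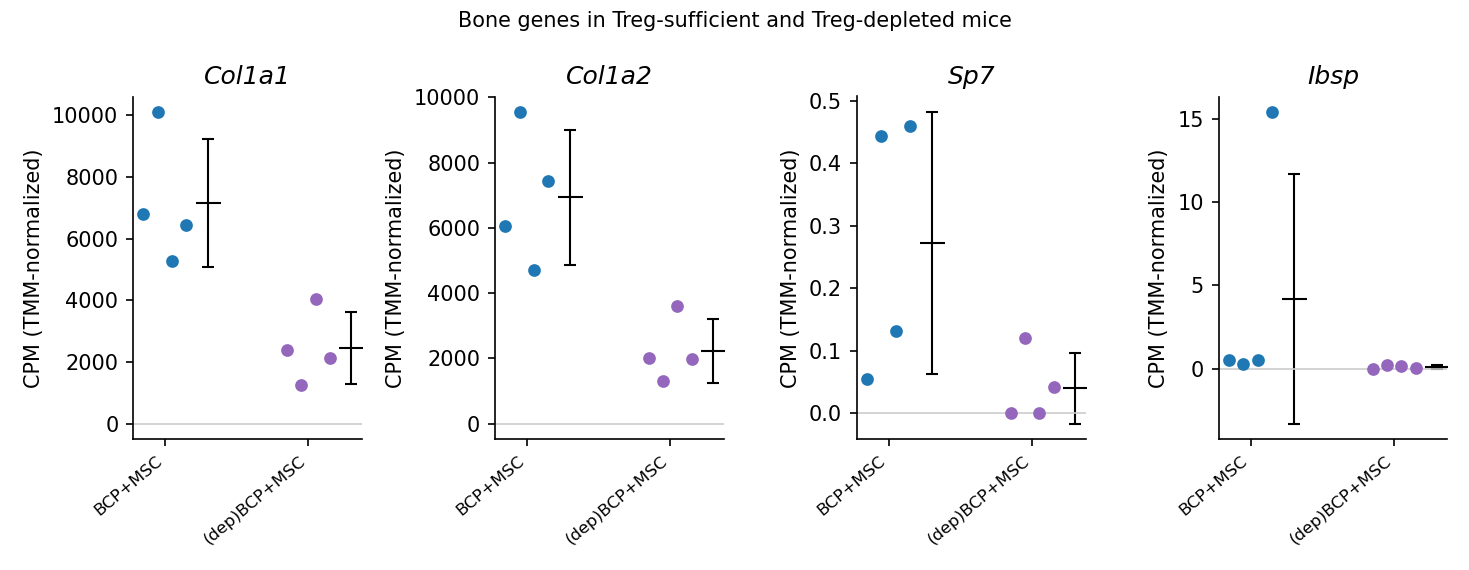
Col1a1, Col1a2, Sp7 and Ibsp in CPM (y axis) in BCP+MSC and (dep)BCP+MSC (x axis). Points are single animals and bars with whiskers are the mean ± SD of 4. Col1a1 lies at 5280 to 10100 CPM in BCP+MSC and at 1240 to 4050 CPM in (dep)BCP+MSC.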

On the other hand, BCP+MSC upregulated the collagenous and noncollagenous bone matrix genes, including *Col1α1* (*p* = 0.0005), *Col1α2* (*p* = 0.0001), *Sp7* (*p* = 0.01), and *Ibsp* (*p* = 0.00 002). In (dep)BCP+MSC, a proinflammatory profile with lymphocyte activation was observed, with significant upregulation of *Il17F* (*p* = 0.003), *Ctla4* (*p* = 0.004), *Slamf1* (*p* = 0.005), *Icos* (*p* = 0.005), and *CD8b1* (*p* = 0.018). 

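Il17f (ENSMUSG00000041872.9, chromosome 1 from 20777146 to 20790617) had 0 counts in all 4 BCP+MSC samples and 0 to 12 counts in the (dep)BCP+MSC samples, at least 2.39-fold higher than the floor. Its adjusted p-value from edgeR was 0.0279 (0.00465 to 0.157 over the other ways of processing), and 3 of 4 (dep)BCP+MSC animals had any count of it (exact permutation test, p = 0.143). Ctla4 (ENSMUSG00000026011.13, chromosome 1 from 60887000 to 60915832), an inhibitory receptor of T cells, was at 11.3 ± 4.25 CPM in (dep)BCP+MSC and 4.72 ± 2.23 CPM in BCP+MSC (SD, n = 4 each), a log2 fold change of 1.27 (standard error 0.48, adjusted p = 0.135 from edgeR). Slamf1 (ENSMUSG00000015316.11, chromosome 1 from 171767127 to 171801184) was at 2.09 ± 1.21 CPM against 0.741 ± 0.433 CPM, a log2 fold change of 1.51 (standard error 0.61, adjusted p = 0.158 from edgeR). Icos (ENSMUSG00000026009.14, chromosome 1 from 60977927 to 61000320), a costimulator, was at 5.35 ± 3.61 CPM against 2.56 ± 0.347 CPM, and Cd8b1 (ENSMUSG00000053044.8, chromosome 6 from 71322788 to 71337494), a chain of the CD8 receptor, at 3.03 ± 2.88 CPM against 1.09 ± 0.468 CPM. Their log2 fold changes were 1.08 (standard error 0.44) and 1.49 (standard error 0.64), with adjusted p-values of 0.166 and 0.191.

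The unadjusted p-values were 0.000688 for Il17f, 0.0141 for Ctla4, 0.0197 for Slamf1, 0.0217 for Icos and 0.0296 for Cd8b1. The groups overlapped for the last 4 genes, with exact permutation tests giving p = 0.0571 for Ctla4, p = 0.0857 for Slamf1, p = 0.286 for Icos and p = 0.257 for Cd8b1. For Icos and Cd8b1 the higher values came from the libraries numbered 4 and 5 in the table, with 6.81 and 9.70 CPM of Icos and 3.06 and 7.10 CPM of Cd8b1. Over all 24 T cell genes, 17 were higher in (dep)BCP+MSC, with a median log2 fold change of 0.80. From these genes the paper describes a proinflammatory profile with lymphocyte activation after Treg depletion, beside the lower expression of bone matrix genes.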

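Of 24 collagen and matrix genes, 22 were lower in (dep)BCP+MSC than in BCP+MSC, with a median log2 fold change of -1.36 (limma's fry, adjusted p = 0.0416). The adjusted p-value stayed under 0.05 in 5 of 9 alternatives that keep all animals and in 3 of 8 fits with an animal left out, reaching 0.393 with edgeR on only these 2 groups, and the median lay between -1.6 and -0.95. Their scores were 8.35 ± 0.36 and 9.59 ± 0.41 as mean log2 CPM (SD, n = 4 each), with every (dep)BCP+MSC animal below every BCP+MSC animal (exact permutation test, p = 0.0286). Chondrocyte genes were lower in 14 of 22 cases, with a median of -0.91 (limma's fry, adjusted p = 0.634; exact permutation test of the scores, p = 0.314). For monocyte and macrophage genes, 16 of 22 were lower with a median of -0.19 (limma's fry, adjusted p = 0.993). The osteoblast and mineralization genes were lower in 17 of 23 cases, with a median of -0.66 (limma's fry, adjusted p = 0.0523). In all, 3 of the 20 lists passed an adjusted p-value of 0.05 in this comparison and 7 had an unadjusted p-value under 0.05. Besides the collagen and matrix list, the cell cycle and Th17 lists passed. The Th17 scores were 2.58 to 2.95 in (dep)BCP+MSC and 2.00 to 2.59 in BCP+MSC, but the median log2 fold change was -0.01. With single animals left out, the Th17 median ran from -0.17 to 0.25, and 1 of 8 fits kept its sign and its pass.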

Enrichment analysis showed pathways related to chondrogenesis, monocyte development, and extracellular organization among other pathways enriched in BCP+MSC when normalized to (dep)BCP+MSC (Figure S4a,b).

## 3 Discussion

Striking the right balance between initiating proinflammatory responses and enhancing anti‐inflammatory signaling is crucial, as both contribute to orchestrating efficient bone regeneration. The most common strategy for modulating immune cell recruitment after injury has involved the local delivery of immunomodulating molecules via implanted biomaterials [25, 26]. Recently, evidence demonstrating the adoptive transfer of immune‐regulatory cells, such as Treg has shown a significant acceleration of bone healing, as well as healing in other tissues, when compared to transfer of conventional CD4^+^ T cells [27].

We demonstrated that coculturing MSC with Treg or priming with RvE1 prior to implantation induces local and systemic immunomodulation in vivo. However, the two priming strategies modulate the immune system in distinctive ways, while both promote a prohealing environment and facilitate bone formation. Absolute total cellularity increased in both BCP+MSC+Treg and BCP+MSC+RvE1 groups from 2 weeks onward in lymphoid organs, indicating active immune modulation driven by these two priming strategies. An early increase in immune cell numbers within the defect region has previously been shown to correlate with the therapeutic efficacy of the implanted biomaterial [28].

A closer look at the cell‐type‐specific cellularity revealed a significant reduction in CD8^+^ cytotoxic T cells in both lymphoid organs of the BCP+MSC+Treg group from 2 weeks onward. Previous reports have shown that depletion of CD8^+^ T cells in a mouse osteotomy model enhances endogenous fracture regeneration, whereas adoptive transfer of CD8^+^ T cells impairs healing [29]. Evidence from both preclinical and clinical studies indicates that bone regeneration is compromised by the local accumulation of CD8^+^ effector T cells. This impairment is attributed to a shift from a beneficial early inflammatory response to a more detrimental inflammatory state. Adoptive transfer of Treg was found to counteract this undesired inflammation [5]. Therefore, the early reduction in cytotoxic T cells observed in the BCP+MSC+Treg group may contribute to mitigating excessive inflammation that support enhanced healing and bone formation. Furthermore, the significant upregulation of CD8^+^ T cells in this group at 10 weeks may reflect a role in bone remodeling once osteogenesis is established.

No reduction of CD8^+^ T cells was observed in the BCP+MSC+RvE1 group at 2 weeks, despite evidence of bone formation by 10 weeks, suggesting a distinct mechanism of action. SPMs exert diverse effects on myeloid cells, including regulation of cytokine production and inhibition of activation and maturation [25]. GM‐CSF levels were significantly increased in BCP+MSC+RvE1 constructs at 10 weeks. GM‐CSF is recognized to have dual roles, both pro‐and anti‐inflammatory [30], while functioning as a growth and differentiation factor for macrophages and enhancing osteoclastogenesis [31]. Osteoclasts play a crucial role in the bone healing cascade, and the presence of osteoclasts at calcium phosphate implant sites has been shown to precede new bone formation [32]. Therefore, the regulatory effects of GM‐CSF in this group may depend on the presence of other cytokines, such as TNF‐α and IL‐17, with TNF‐α significantly elevated in BCP+MSC+RvE1 constructs at 2 weeks. The synergistic effects of IL‐17A and TNF‐α enhance osteogenic differentiation and mineralization of human MSC by down‐regulating Dickkopf‐1, a Wnt‐signaling pathway inhibitor [33]. IL‐17A has also been shown to increase osteoblastic differentiation of murine calvaria osteoblasts through upregulation of osteogenic genes [34, 35]. Furthermore, IL‐17A promotes GM‐CSF production from osteoblasts, which subsequently reduces Receptor Activator of Nuclear Factor kappa‐B (RANK) expression in osteoclast precursors and inhibits osteoclastogenesis. This may explain why elevated GM‐CSF levels were observed only at 10 weeks, corresponding to remodeling phases [36].

The group BCP+MSC+Treg group displayed significantly high MCP‐1 levels in serum at 10 weeks, whereas other groups showed little or no production. MCP‐1, also known as CCL2, is a strong chemoattractant for MSC and orchestrates the early inflammatory phase of bone healing by recruiting monocyte‐derived cells that release pro‐osteogenic cytokines [37, 38]. This highlights one mechanism through which Treg fine‐tune macrophage responses, promoting a shift toward a healing supportive phenotype [27].

We focused on IFN‐γ release by distinct immune subsets due to its pleiotropic roles in innate and adaptive immunity. IFN‐γ has also been implicated in bone metabolism, although [39, 40] with conflicting pro‐ and anti‐osteogenic context dependent reports. Emerging evidence points to potential dose‐ or time‐dependent effects of IFN‐γ on bone progenitor cells, where it can exert either stimulatory or inhibitory actions depending on the cellular and microenvironmental conditions [41]. In our results we observed a reduced IFN‐γ–producing CD4^+^ cells in local lymph nodes and reduced IFN‐γ–producing CD8^+^ T cells systemically (spleen) at 2 weeks in the BCP+MSC+Treg group, with suppression of CD4^+^ T IFN‐γ continuing at 10 weeks. On the contrary, CD8^+^ T cells showed the highest IFN‐γ production at 10 weeks. Previous reports [41] suggest that IFN‐γ may inhibit osteoblast differentiation early during bone formation but promote it later. This may explain why we observed lower IFN‐γ production at 2 weeks.

Exogenous Treg reduce neutrophil and cytotoxic T‐cell accumulation and IFN‐γ production in damaged tissues, dampening proinflammatory macrophage phenotypes [27]. A major influence of local Treg in early muscle injury is to suppress IFN‐γ production by CD4^+^ T helper and CD8^+^ T cells [42], which may have occurred in our animals. Multiplex and transcriptomic data showed significantly increased total IFN‐γ in BCP+MSC+Treg constructs at both time points. IFN‐γ inhibits fibroblast proliferation under fibrotic conditions, indirectly favoring bone formation. Indeed, we observed reduced fibrous capsule thickness in the BCP+MSC+Treg group at both time points. Although this was total IFN‐γ production, it still plays a function in endogenous Treg expansion, supporting an immunosuppressive and healing environment. Previous reports demonstrated higher levels of IFN‐γ in subsets of acute myeloid leukemia patients, where IFN‐γ upregulated immunosuppressive genes in MSC and expands Treg through indoleamine 2,3‐dioxygenease 1 (IDO1) [43]. MSC can also induce a Treg subpopulation, that secretes IFN‐γ and IL‐10 [44]. These type 1 Treg are induced by IFN‐γ and IL‐12 [45], and function early during inflammation representing the first line of Treg that suppresses initial immune responses. In line with this, IL‐12 levels were significantly elevated at 10 weeks in the BCP+MSC+Treg group.

IL‐6 and IFN‐ɣ are multifunctional cytokines that often act in opposition when regulating immune responses and cell proliferation [46]. BCP+MSC+Treg showed significantly low IL‐6 levels at 2 weeks, corroborated with significantly lower *Il6* gene expressions in this group. These high IFN‐γ and low IL‐6 levels suggest a Th1‐skewed rather than a Th17 response, coupled by low IL‐17 protein levels and reduced CD8^+^ cells, which may be favorable for controlled inflammatory profile and potentially immune‐regulated regeneration. Indeed, anti‐inflammatory IL‐4 and IL‐13 were also elevated early in BCP+MSC+Treg constructs, with IL‐13 remaining significantly high up to 10 weeks. This pattern underscores sustaining these canonical type 2 cytokines to augment osteogenic differentiation and contribute to bone matrix formation. IL‐4 and IL‐13 promote M2 (anti‐inflammatory/prohealing) macrophage polarization, which is associated with an anti‐inflammatory and proregenerative microenvironment [47]. IL‐4 suppresses RANKL‐induced osteoclast differentiation through direct action on osteoclast precursors [48]. Recently, Palmqvist et al. [49] reported both IL‐4 and IL‐13 inhibit osteoclast differentiation by a mechanism that increases osteoprotegerin (OPG) in osteoblasts and also decreases RANKL and RANK expression. Moreover, macrophages polarized by IL‐4 and IL‐13 modulate fibroblast proliferation and endothelial cell activity, which are essential for neovascularization and de novo bone formation [50]. Our results align with IL‐4/IL‐13‐driven immune environments conducive to bone regeneration.

In BCP+MSC controls, T cell IFN‐γ production remained high from 2 to 10 weeks, corresponding with no bone formation. The proinflammatory IFN‐γ and TNF‐α, at the beginning of an injury determines the healing process. However, the timely termination of this proinflammatory process is a prerequisite for the initiation of later regenerative phases in osteogenesis. High levels of IFN‐γ can inhibit MSC osteogenesis, likely through synergy with TNF‐α, by inducing MSC apoptosis and inhibiting the Runx‐2 pathway [12]. Notably, reducing IFN‐γ and TNF‐α via Treg infusion improved MSC‐mediated bone repair in mice [12]. In the BCP+MSC+RvE1 constructs, TNF‐α was significantly elevated at 2 weeks, but the absence of IFN‐γ may explain the successful bone formation. RvE1 can regulate IFN‐ɣ production, contributing to the overall reduction of inflammation [51]. Indeed, local RvE1 reduced IFN‐ɣ production in (dep)BCP+MSC+RvE1inj constructs compared to Treg‐depleted controls. Interestingly, this was consistent with the reduction in total IFN‐ɣ production in constructs of MSC primed with RvE1 in healthy animals. These findings along with previous reports support the context‐, dose‐, and stage‐dependent effects of IFN‐γ in bone.

B cells are recognized modulators of bone remodeling, through cytokine regulation and OPG production, which inhibits osteoclastogenesis [52]. We observed increased CD19^+^ B‐cell frequency in lymph nodes of BCP+MSC+Treg group as early as 2 weeks, suggesting a potential alternative immunoregulatory mechanism. 

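At the RNA level, Il4 (ENSMUSG00000000869.12, chromosome 11 from 53602982 to 53618669) was at 5.26 ± 3.34 CPM in BCP+MSC+Treg at 2 weeks, 5.0 ± 2.13 CPM in BCP, 4.93 ± 2.04 CPM in BCP+MSC and 4.93 ± 1.54 CPM in BCP+MSC+RvE1 (SD, n = 4 each). The log2 fold changes of BCP+MSC+Treg were 0.07 against BCP (standard error 0.45), 0.10 against BCP+MSC and 0.10 against BCP+MSC+RvE1 (standard errors 0.45). Differences of this size were not detectable against the spread between animals (exact permutation tests, p = 1.0, p = 1.0 and p = 0.943). In each comparison the sign changed when some single animals were left out.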

B cell activation and maturation are supported by IL‐4 [53], which was robustly expressed by BCP+MSC+Treg constructs at both transcriptomic and proteomic levels. Supporting the functional role of CD19^+^ B cells in bone homeostasis, previous studies using CD19‐knockout mice have demonstrated enhanced osteoclast activity and bone resorption, thereby reinforcing the protective role of these cells in skeletal integrity. Consistently, following Treg depletion, we observed a similar (albeit insignificant) pattern of CD19^+^ B‐cell accumulation in (dep)BCP+MSC+RvE1inj lymph nodes, supported by significant upregulation of *CD19* gene and genes associated with B‐cell chemotaxis and activation. Thus, this protective mechanism can also be postulated in this study. Recent work by Zhang et al. [54] employing single‐cell analysis highlight the temporal dynamic B‐cell involvement in fracture repair. Their data suggest that during early callus formation, a reduction in B‐cell numbers correlates with increased osteoblast and osteoclast activity, whereas the subsequent healing phase is characterized by B cell‐mediated modulation of osteoblast differentiation. Although our observations in lymph nodes and spleen do not entirely replicate this temporal pattern, likely due to differences in anatomical locations or experimental context, they underscore the emerging role of B‐cells as immunological regulators of tissue regeneration and bone remodeling, and suggest a potential immunoregulatory interplay between Treg and B‐cells in tissue regeneration. Additionally, Moore et al. [55] demonstrated that B cell responses to biomaterial implantation in muscle injuries elicit a range of local, regional, and systemic immune alterations. This further supports the premise that B cells may play a broad role in orchestrating the immune response to regenerative stimuli, including those induced by biomaterials.

No differences were found in bone quality between BCP+MSC+Treg and BCP+MSC+RvE1, while immune cells persisted in BCP and BCP+MSC constructs at 10 weeks. This highlights the osteo‐immunomodulating effects of priming MSC with either Treg or RvE1. BCP+MSC alone produced no bone, in line with Liu et al. [12], who reported that MSC with calcium phosphate particles induced ectopic bone in immunodeficient mice but not in immunocompetent C57BL/6 mice.

Distinct osteogenic transcriptional profiles were revealed when comparing MSC primed with Treg or RvE1. In BCP+MSC+Treg, genes associated with endochondral ossification were modulated, including upregulation of *Scrg1*, and downregulation of *Matn3* and *Has2*. *Scrg1*, a secreted protein involved in MSC recruitment and tissue regeneration [56], is implicated in enhancing chondrogenic differentiation, and in preserving the osteogenic potential of MSC even after extended expansion [57]. The downregulation of *Matn3* and *Has2*, suggests loss of cartilage extracellular matrix and a shift toward ossification. Lineage‐tracking studies show hypertrophic chondrocytes can transdifferentiate into osteoblasts, directly contributing to bone formation during development, fracture healing, and ectopic ossification [58]. Supporting this, we observed a marked increase in *Ibsp*, a key bone matrix marker, in the BCP+MSC+Treg group, indicating a transition toward endochondral ossification within the ectopic bone model.

In contrast, BCP+MSC+RvE1 exhibited upregulation of genes more consistent with bone development, such as *Nog* [59], and osteoblast maturation, including, *Bglap*, and *Fgf4*. *Bglap*, a calcium‐binding protein secreted by mature osteoblasts, is enhanced by *Fgf4* signaling [60], underscoring a distinct osteoblast maturation pathway in the BCP+MSC+RvE1 group.

Comparing BCP+MSC+Treg and BCP+MSC+RvE1 transcriptome revealed remarkable upregulation of amphiregulin (*Areg)*, a gene exclusively found in the BCP+MSC+Treg group. 

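Areg was counted in all 4 groups of mice with Treg. Besides BCP+MSC+Treg with 2 to 1621 counts per sample, BCP had 8 to 358, BCP+MSC had 40 to 570 and BCP+MSC+RvE1 had 0 to 123. The means were 5.75 ± 10.1 CPM in BCP and 4.38 ± 3.41 CPM in BCP+MSC (SD, n = 4 each). Against these, the log2 fold changes of BCP+MSC+Treg were 0.11 (standard error 1.47; exact permutation test, p = 0.971) and 0.48 (standard error 1.47; exact permutation test, p = 0.543). The signs of both changed with single animals left out, from -2.49 to 3.04 and from -2.11 to 1.06.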

*Areg* is a key immunoregulatory molecule at the interface of immune response and tissue regeneration. Following injury, it is secreted by multiple immune cell subsets, including Treg, and was shown to attract Treg to the injury site. In skeletal muscle, *Areg*‐mediated signaling supports myogenic progenitor cell expansion, a function that becomes compromised in the absence of Treg but can be restored with exogenous *Areg* [8]. *Areg* during the repair phase, acts on tissue‐resident progenitor cells through Epidermal Growth Factor Receptor (EGFR)‐dependent pathways to enhance their survival, proliferation, and differentiation [61, 62]. *Areg's* actions are not limited to immune modulation but extend to direct cellular cross‐talk with tissue‐specific stem cells, making it a central effector of the proregenerative capacity of Treg, and thus highlighting the enhanced regenerative capacity of MSC cocultured with Treg [30].

Importantly, Wu et al. [63] demonstrated in a murine fracture model that bone‐callus Treg overexpress Areg protein and that Areg promotes proliferation and differentiation of osteogenic precursor cells. Moreover, they also showed that Areg can reverse compromised fracture healing due to Treg deficiency [63]. While the role of *Areg* in maintaining bone homeostasis is well established [64], only emerging evidence links Treg‐derived Areg to enhanced osteogenesis during repair. Additionally, macrophage‐derived *Areg* can enhance the osteogenic differentiation of chondrocytes [65], highlighting its broader relevance in skeletal repair. Based on these findings, we propose that the upregulation of *Areg* observed specifically in the BCP+MSC+Treg group, and not in BCP+MSC+RvE1, may reflect Treg‐mediated signaling, suggesting a potential, yet unexplored, role for Treg–*Areg* interactions in promoting MSC‐based bone regeneration.

To investigate endogenous Treg in MSC‐based regeneration in vivo, we used a Treg‐ablation model, coupled with a proresolving lipid mediator to restore homeostasis. RvE1 has a very short half‐life in vivo due to rapid metabolic inactivation, limiting its local persistence unless administered repeatedly [66]. Previous studies consistently use daily or frequent dosing to maintain its proresolving activity [24, 67]. Treg depletion creates a highly inflammatory environment, further necessitating sustained exposure. Therefore, daily local application was chosen to compensate for rapid clearance and maintain resolution signals. This schedule is supported by our prior work showing that 1 µM RvE1 has a preventive role in the establishment of the adaptive immune response during inflammation, and bone protective capacity in periodontal bone loss models [24].

RvE1 limits inflammation through several mechanisms, including immune cell recruitment [24]. In line, we have seen, albeit insignificantly, that local delivery of specialized proresolving lipid mediator alters immune cell recruitment. Chemokines predominately promoting immune cell recruitment and contributing to early tissue remodeling, such as CXCL9 and CXCL10 were found to be significantly upregulated in (dep)BCP+MSC+RvE1inj constructs, confirming their immunoregulatory impact. Histology was assessed at 2 weeks because Treg‐depleted animals could not be kept longer, as they developed marked, escalating inflammation. However, enhanced extracellular matrix organization could be observed in (dep)BCP+MSC+RvE1inj, supported by increased expression of the *Col27a1* gene, a fibrillar collagen involved in matrix assembly and skeletal development. This underscores the role of Treg in collagen deposition, an effect previously reported in tumor microenvironment models [68]. The lack of FBGC in the depleted group was an interesting phenomenon, likely due to combined effects of altered immune cell polarization, impaired macrophage fusion, a dysregulated inflammatory environment, and impaired tissue healing. Macrophages, particularly M2‐like, are critical for FBGC formation. Treg have been shown to promote the differentiation of macrophages toward M2 phenotypes as part of their tissue‐healing mechanisms in various tissues [27].

We and others have previously demonstrated that RvE1 attenuates IL‐17 production during bone homeostasis, specifically by regulating Th17 cell function [24, 69]. In this study, we observed that delivering RvE1 in a Treg‐depleted environment resulted in production of IL‐17 in the implants, albeit insignificant. Nevertheless, we can postulate that RvE1 immunomodulation may have promoted IL‐17 production from other immune cell compartments as a mechanism to accelerate prohealing responses. Indeed, previous reports have shown that early IL‐17 expression is prohealing, and an in vivo study demonstrated the crucial role for IL‐17‐producing gamma delta T cells in accelerating bone formation by stimulating MSC proliferation and osteoblastic differentiation [70]. These assumptions are corroborated by the significantly high expression of *Sp7* in (dep)BCP+MSC+RvE1inj, a key osteogenic transcription factor.

Despite the distinct immunomodulatory mechanisms by which Treg and RvE1 priming enhance MSC‐mediated bone regeneration, our findings underscore that, despite divergent upstream pathways, both priming strategies converge on conserved modulators that integrate immune regulation with sequential bone‐healing cascades. Key signatures identified, Areg, GM‐CSF and IL‐13, are not only markers of distinct immune modalities but also critical effectors within canonical phases of bone repair. Areg signals through EGFR to accelerate callus formation and osteoblast development, enhancing progenitor survival and osteogenic differentiation, aligning with endochondral ossification [63]. Similarly sustained IL‐13 elevation up to 10 weeks reinforces the bone formation phase by suppressing osteoclastogenesis, and promoting extracellular matrix deposition, essential for transitioning to osteoid formation [49]. The late rise of GM‐CSF in RvE1 constructs corresponds to the remodeling phase, where GM‐CSF orchestrates osteoclast–osteoblast coupling, and its interplay with early TNF‐α likely facilitates osteoblast differentiation while tempering remodeling [36, 50].

Despite its strengths, the study has certain limitations. The short observation window in the Treg‐depletion model restricted long‐term assessment of bone formation. Importantly, the ectopic implantation model may not fully recapitulate the complex cellular and mechanical environment of orthotopic bone healing, including bone‐marrow derived progenitors, vascularization patterns, and load‐bearing dynamics. Additionally, although histology confirmed the presence of mature bone, we did not perform functional or quantitative bone metrics. Another limitation is the absence of human MSC validation, which constrains direct translational relevance. Future studies should incorporate human cells and orthotopic models to better predict clinical outcomes. Finally, although our immune profiling provided valuable insights, it did not encompass all immune subsets. This reflects a focused scope, and future studies using single‐cell approaches could further refine these mechanistic insights. Another limitation is that tri‐lineage differentiation of MSC was not performed; however, this was based on previously validated protocols and prior evidence confirming the multipotency of C57BL/6‐derived MSC using the same isolation and characterization methods, which consistently express Sca‐1. Despite these limitations, the study offers compelling mechanistic insight into distinct immunomodulatory pathways and highlights promising strategies for immune‐driven bone regeneration.

## 4 Conclusions

Taken together, this study demonstrated that priming MSC with either Treg or RvE1 enhances bone regeneration through distinct immunomodulatory mechanisms. Treg priming promoted a regulated anti‐inflammatory environment characterized by early reduction in IL‐6, a sustained IL‐13 elevation up to 10 weeks, early suppression of cytotoxic T cells and IFN‐γ production by CD4^+^ T cells in lymph nodes, reduced fibrous capsule, and an early increase in B‐cells, supporting ossification as reflected by upregulation of *Scrg1* and *Ibsp*. RvE1 priming, in contrast, leveraged early TNF‐α signaling and a late rise in GM‐CSF to promote osteoblast maturation, reflected by increased *Bglap*, despite absence of IFN‐γ production. Transcriptomic profiles confirmed divergent osteogenic pathways, with amphiregulin uniquely upregulated in the BCP+MSC+Treg group compared to BCP+MSC+RvE1, suggesting a novel Treg‐Areg axis in MSC‐based bone regeneration. Importantly, RvE1 retained partial immunomodulatory capacity even in Treg‐depleted environments. We therefore highlight the versatility of the immune system in directing osteogenesis and underscore the potential of tailoring immune‐driven strategies to optimize regenerative outcomes.

## 5 Experimental Section

### 5.1 Isolation and Expansion of Mouse Bone Marrow‐Derived Mesenchymal Stromal Cell and Regulatory T Cells

Primary mouse bone marrow‐derived MSC were isolated from the bone marrow of 8‐week‐old wild‐type C57BL/6J mice (The Jackson Laboratory, USA). The femur and tibia were dissected and bone marrow was flushed out using culture medium composed of alpha minimum essential medium (α MEM, Thermo Fischer Scientific, USA) supplemented with 10% FBS and 1% penicillin/streptomycin (Sigma‐Aldrich, USA). Cells were centrifuged and the cell pellet was directly seeded, without filtering or counting, into 60 mm culture plates, with all cells collected from each animal plated together. Cultures were maintained at 37°C in a 5% CO_2_ incubator, preserving the native niche with minimal disturbance for optimum growth [71]. Nonadherent cells were removed after 72 h, and cells were subcultured (1:2) at 90% confluence. MSC were phenotyped at passage 2. Cells were resuspended in PBS + 5% FBS and stained with the following antibodies: anti‐CD105, anti‐CD73, anti‐CD11b, anti‐CD45, anti‐CD44, anti‐CD29, and anti‐SCA1 (all from Biolegend, USA; Table S1). Flow cytometry was performed using a FACScan (Becton Dickinson, USA) and acquiring at least 2 × 10^5^ events per sample. Unstained and isotype controls were included. Data were analyzed using FlowJo software (v10.7.1, USA) (Figure S1a). The marker panel reflected the murine equivalent of the International Society for Cell and Gene Therapy (ISCT) minimal criteria for MSC characterization, adapted to include species‐specific markers [71].

Treg were isolated from Foxp3^DTR/eGFP^ (The Jackson Laboratory, USA; Strain#: 016958). These mice express diphtheria toxin receptor (DTR) and enhanced green fluorescent protein (eGFP) under the *Foxp3* transcription factor gene. Single‐cell suspensions were prepared from spleens, and CD4^+^ cells were enriched using a CD4^+^ T mouse cell isolation kit (Miltenyi Biotec, Germany). Surface staining was performed with anti‐CD4 (GK1.5, Biolegend, USA) and anti‐CD25 (PC61, Biolegend, USA). CD4^+^CD25^+^Foxp3^+^ Treg were sorted using a FACS‐Aria III (BD Biosciences, USA) (Figure S1b).

### 5.2 Tissue‐Engineered Construct Preparation Prior to Implantation

Microporous biphasic calcium phosphate (BCP) granules (MBCP 0.5–1 mm; Biomatlante, France) were used as scaffolds. Forty milligrams of BCP granules were prewetted overnight in MSC culture medium to enhance nutrient absorption and cell attachment. MSC from passage 2 were seeded at 2 × 10^4^ cells/mg BCP (total 8 × 10^5^ MSC per construct) onto prewetted granules (BCP+MSC) and allowed to attach for 2–3 h. For Treg coculture, sorted CD4^+^CD25^+^Foxp3^+^ cells were preactivated for 1 h before coculture, by seeding at 3 × 10^6^/cm^2^ onto plates coated with anti‐CD3 (5 µg mL^−1^) and anti‐CD28 (2 µg mL^−1^) soluble monoclonal antibodies (R&D Systems, USA). Activation was performed in RMPI‐1640 (Gibco, Thermo Fischer Scientific, USA) supplemented with 10% FBS and incubated for 1 h at 5% CO_2_ incubator at 37°C. After activation, Treg were collected, centrifuged, counted, and added to MSC‐seeded constructs at a 1:1 MSC:Treg ratio (BCP+MSC+Treg) using standard MSC culture medium [72, 73]. Constructs were implanted after 36 h of coculture.

For RvE1 priming, MSC‐seeded constructs received 10 nm RvE1 (Cayman Chemicals, USA), based on previous studies [23, 74, 75]. Medium was replenished with fresh 10 nm RvE1 after 24 h. Constructs (BCP+MSC+RvE1) were implanted 36 h after initial MSC seeding. The experimental set up and groups are summarized in (Figure 1).

To preserve stability and bioactivity, all RvE1 handling followed established protocols for oxidation‐ and light‐sensitive lipid mediators. RvE1 was stored at −80°C in amber glass vials under nitrogen gas to minimize oxidation. Aliquots were prepared to avoid repeated freeze‐thaw cycles. Immediately before use, RvE1 was diluted from ethanol stock into sterile PBS in amber containers, kept on ice, and protected from light. Fresh dilutions were prepared daily.

### 5.3 Subcutaneous Implantation

Male and female Foxp3^DTR/eGFP^ mice (The Jackson Laboratory, USA; Strain#: 016958) (8–9 weeks old; *n* = 5–6 per group per time point) were anesthetized using Isoflurane (Isoba, UK). A 1‐cm midline dorsal incision was made, and two subcutaneous pockets were created, one on each side of the midline. Each pocket received a single construct; both constructs in each animal were of the same experimental group to ensure systemic immune responses reflected that group. Each mouse therefore received two implants of the same type. Constructs implanted included BCP, BCP+MSC, BCP+MSC+Treg, or BCP+MSC+RvE1. Group assignments were randomized, with allocation concealment. Skin incisions were sutured (Vicryl, Ethicon, USA), and mice were euthanized at 2 and 10 weeks. An untreated “baseline” group (no implants) was included to establish physiological steady‐state immune cell profiles.

These time points were selected to capture temporally distinct phases of immune modulation and bone regeneration at both gene and protein level. The early time point corresponds to the peak adaptive immune activation and early osteogenic matrix deposition [52]. While the later time point aligns with our previous findings, which demonstrate robust ectopic osteogenesis from 8 to 11 weeks postimplantation [76, 77], while reflecting the maturation and remodeling phase of bone formation.

### 5.4 Treg Depletion and RvE1 Local Delivery

To study the role of Treg in BCP+MSC osteogenesis, Foxp3^DTR/eGFP^ mice strain were used [78]. Foxp3^DTR/eGFP^ mice (8–9 weeks old) received diphtheria toxin (DT; Sigma‐Aldrich, USA) at 50 µg/kg injected intraperitoneally (i.p.) for two consecutive days postconstruct implantation, followed by injections on days 4, 6, 8, and 10. Treg depletion was confirmed in lymphoid organs (mesenteric, cervical, brachial lymph nodes, and spleen) by flow cytometry at day 0 and day 14 (Figure S1c). All animals (*n* = 12) received BCP+MSC constructs before depletion (at day 0) (group: (dep)BCP+MSC). Half (*n* = 6) received 1 µm RvE1 in 50 µL PBS, injected locally in the implantation site daily ((dep)BCP+MSC+RvE1inj). This dose was based on prior work demonstrating effective prevention of adaptive immune activation and bone loss with daily local 1 µm RvE1 administration [11]. Mice were euthanized 2 weeks after implantation.

### 5.5 Immunophenotyping by Flow Cytometry

Temporal immunophenotyping of major immune subsets in regional lymph nodes and spleen was conducted using multicolor flow cytometry to assess the local and systemic immune microenvironment response at early (2 weeks) and late (10 weeks) time points. Brachial lymph nodes (draining the implant site) and spleens were collected from mice. Single‐cell suspensions were obtained using 70 µm cell strainers (Sigma‐Aldrich, USA). For IFN‐γ detection, 4 × 10^6^ cells were stimulated for 4 h in RPMI‐1640 supplemented with 10% FBS, 1% penicillin‐streptomycin, 1 × Brefeldin A (eBioscience, USA), Phorbol 12‐myristate 13‐acetate (50 ng mL^−1^), and Ionomycin (1 µg mL^−1^) (Sigma‐Aldrich, USA). Cells were stained with LIVE/DEAD (Thermo Fisher Scientific, USA) for 30 min in the dark and Fc blocked using TruStain FcX antibody (Biolegend, USA) following the manufacturer's instructions. The following antibodies in PBS with 5% FBS were used for extracellular staining and incubated for 30 min at 4°C in the dark: anti‐CD11b, anti‐CD3ɛ, anti‐CD4, anti‐CD8a and anti‐CD19. Intracellular staining was performed using a fixation/permeabilization kit (eBioscience, USA) following the manufacturer's instructions, with anti‐IFN‐γ, anti‐CD4, and anti‐CD8a (all antibodies from Biolegend, USA) (Table S1 and Figure S1d). All fluorochromes in the panel were compensated in single stains using the AbC Total Antibody Compensation Bead Kit (Thermo Fisher Scientific, USA) according to the manufacturer's instructions. Forward scatter (FSC) and side scatter (SSC) Height and Area parameters were used. No issues were encountered with tandem dyes. Compensation was calculated during acquisition on an Attune NxT flow cytometer (Invitrogen, USA) and applied uniformly to all samples. Unstained controls were included to establish background autofluorescence and to assist in setting gates for positive populations. Unstimulated cells were included as controls to assess basal IFN‐γ expression. FMO controls were prepared for key markers but were not required due to clear separation between positive and negative populations and absence of rare or dim populations (Figure S1d).

### 5.6 High‐Dimensional Analysis of Flow Cytometry Data

Multiparametric data analysis was performed using FlowJo software v10.7.1 (CA, USA). T‐distributed stochastic neighbor embedding (*t*‐SNE) is a nonlinear dimensionality reduction algorithm able to visualize high‐dimensional data by giving each datapoint a location in a 2D or 3D map. The cells are visualized as points colored by clustering assignment. Samples were first manually pregated to exclude doublets, debris, and dead cells. This was followed by down sampling of the live cells to 10 000 events from each sample. Samples from all groups were then concatenated into the population of interest and dimensionally reduced in FlowJo (iterations 1000, perplexity 30, and learning rate (eta): 5). A *t*‐SNE representation was generated for each time point (2 and 10 weeks) with samples from all tested groups. Biological replicates: 2 weeks: *n* = 4; 10 weeks: *n* = 3–5; Treg‐depletion experiments: *n* = 5–6.

### 5.7 Bulk RNA Sequencing of Tissue‐Engineered Constructs

Scaffold constructs (*n* = 4 biological replicates) harvested at 2 weeks from all groups were processed for total RNA isolation using the RNeasy Mini Kit (Qiagen, Germany), following the manufacturer's instructions. cDNA libraries were prepared using the Truseq Stranded mRNA sample preparation kit. The libraries were sequenced on NovaSeq 6000 (paired end). Demultiplexing and data aggregation were performed using the Broad's Picard pipeline. The processed FASTQ files were mapped to the mouse genome using HISAT2 (version 2.0.5) [79]. The aligned bam files were used for reading quantification against annotations from gencode version M13 using the tool FeatureCounts (version 1.5.2) [80]. Differential expression analysis was carried out in DESeq2 version 1.42.0 package in R software (R Foundation for Statistical Computing, Austria) [81], which applies median‐of‐ratios normalization to correct for library‐size differences and RNA composition bias. This method calculates a size factor for each sample by taking the median ratio of observed counts to the geometric mean across all samples, ensuring comparable median expression levels between libraries. Normalized counts were then used for dispersion estimation, shrinkage of fold changes, and visualization figures. Significantly deregulated genes were defined by adjusted *p*‐value < 0.05 and a log2FC >1 for upregulated and log2FC < −1 for downregulated genes.

Pathway analysis for significantly up‐ and down‐regulated genes was performed by using R packages “clusterProlifer” [82] and “topGO” [83] to identify enrichment of gene ontology (GO) terms (including biological processes) and KEGG pathways.

### 5.8 Cytokine and Chemokine Profiling in Constructs and Serum

Protein was extracted from scaffold constructs at 2 and 10 weeks by shaking in RIPA buffer with 1 × Halt protease inhibitor cocktail and 1 × Halt phosphatase inhibitor cocktail (all from Thermo Fischer Scientific, USA) at 4°C for 20 min. After sonication and centrifugation at 16 000 g for 20 min at 4°C, protein content was quantified using BCA assay (Pierce BCA Protein assay kit, Thermo Fisher Scientific, USA), following the manufacturer's instructions. Cytokine/Chemokine levels were measured using a customized MILLIPLEX MAP Mouse Cytokine/Chemokine 19‐plex panel (Sigma‐Aldrich, USA) on a Bio‐Plex200 (Bio‐Rad, USA) following manufacturers’ specifications. Biological replicates: 2 weeks: *n* = 4; 10 weeks: *n* = 3.

### 5.9 Histological Analysis of Implanted Tissue‐Engineered Constructs

Scaffold constructs harvested at 2 and 10 weeks were fixed in 4% paraformaldehyde, decalcified in EDTA (Sigma‐Aldrich, USA), and paraffin‐embedded. Sections (3–4 µm) were stained with hematoxylin and eosin (H&E) (both from CellPath, UK) at RT using an automated stainer (SAKURA Tissue‐Tek Prisma Plus, Sakura Finetek, Japan) following a standard protocol. Briefly, slides were deparaffinized in Tissue Clear (Sakura Finetek, Japan) (10 min) after heat treatment (15 min), then rehydrated through graded ethanol and rinsed in water (1 min). Hematoxylin was applied for 5 min with agitation, followed by rinsing and eosin staining for 30 s. Slides were dehydrated through ethanol and cleared in xylene (Sigma‐Aldrich, USA) before cover slipping. To visualize and emphasize collagen and bone formation, Masson's Trichrome staining was utilized. Briefly, sections were deparaffinized in xylene and rehydrated through graded alcohol at room temperature. Slides were stained with Hematoxylin (2 min), rinsed in running water (5–10 min), stained with Ponceau (Sigma‐Aldrich, USA) (1 min) and rinsed in distilled water. Phosphotungstic acid hydrate (Sigma‐Aldrich, USA) was applied for 20 min, followed by rinse. Sections were then stained with 0.1% Fast Green (Sigma‐Aldrich, USA) for 1–2 min, rinsed, dehydrated through graded alcohols, cleared in xylene, and mounted. Slides were digitized using a NanoZoomer XR scanner (Hamamatsu, Japan) at 40× resolution, using a focus score function to evaluate image quality, not a traditional threshold algorithm generating NDPI files. Image quality was assessed using the scanner's automated focus scoring system, which evaluates clarity and flags slides for manual review or rescanning if necessary.

Qualitative histological evaluations were conducted to assess the host response and the ectopic bone formed. Fibrous capsule layers were quantified from six different regions per section. Biological replicates: 2 and 10 weeks: *n* = 5

### 5.10 Animal Ethical Statement

The animal studies were reviewed and approved by the Institutional Animal Care and Use Committee (IACUC) of The ADA Forsyth Institute (protocol #19.011). Constructs were randomly assigned to implantation sites, and the operator was blinded to group allocation. Both sexes (8–9 weeks old) were included without exclusions. All efforts were made to follow the 3Rs guidelines, minimizing animal use and suffering.

### 5.11 Statistical Analysis

Descriptive statistics were applied to screen for potential outliers. Continuous variables are reported as mean +/− standard error of the mean (SEM). Group differences were assessed using one‐way ANOVA, followed by Tukey and least significant difference (LSD) post hoc tests for multiple comparisons. Two‐group comparisons used independent *t*‐tests. Test of normality was performed for residuals after model fitting, using the Kolmogorov–Smirnov Test. Analyses were performed separately for each time point. In all analyses “n” refers to biological replicates (individual animals). Sample sizes reflect distribution across assays; exact numbers appear in corresponding figure legends, experimental and results sections. Analyses were conducted using SPSS version 22 (IBM, NY, USA) or GraphPad Prism v10 (GraphPad Software, San Diego, USA). A two‐sided *p*‐value of ≤ 0.05 was considered significant.

Data from male and female mice were pooled, as the study was designed to assess the effect of MSC priming on bone formation not sex‐specific differences. The sample size was based on prior comparable studies [26, 84, 85, 86] and was not powered to detect sex‐related effects.

## Funding

This work was funded by the Trond Mohn Foundation (Grant no. TMS2021STG03) and Research Council of Norway (Grant no. 314473). A.S is funded by Trond Mohn Foundation (Grant no. BFS2017TMT08).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Supporting File**: advs74654‐sup‐0001‐SuppMat.docx.

## Data Availability

All data are provided in figures, tables, supplementary information or are otherwise available upon request. All sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) and will be made publicly available upon publication under accession number GSE299815.

# Supplementary material for: Distinct Immunomodulatory Strategies Guide Mesenchymal Stromal/Stem Cell‐Mediated Bone Regeneration
**Source:** Adv Sci (Weinh). 2026 Mar 5;13(27):e18026. doi: 10.1002/advs.202518026
**Supplement:** Supplementary file 1 — Supporting File: advs74654‐sup‐0001‐SuppMat.docx.

Supporting Information

**Distinct Immunomodulatory Strategies Guide Mesenchymal Stromal/Stem Cell-Mediated Bone Regeneration**

*Salwa Suliman^1,2^*********, Carla Alvarez Rivas^2,3^, Aashish Srivastava^4^, Nora Marek^1^, Kamal Mustafa^1^, Alpdogan Kantarci^2,5^********

**Supplementary Figures**

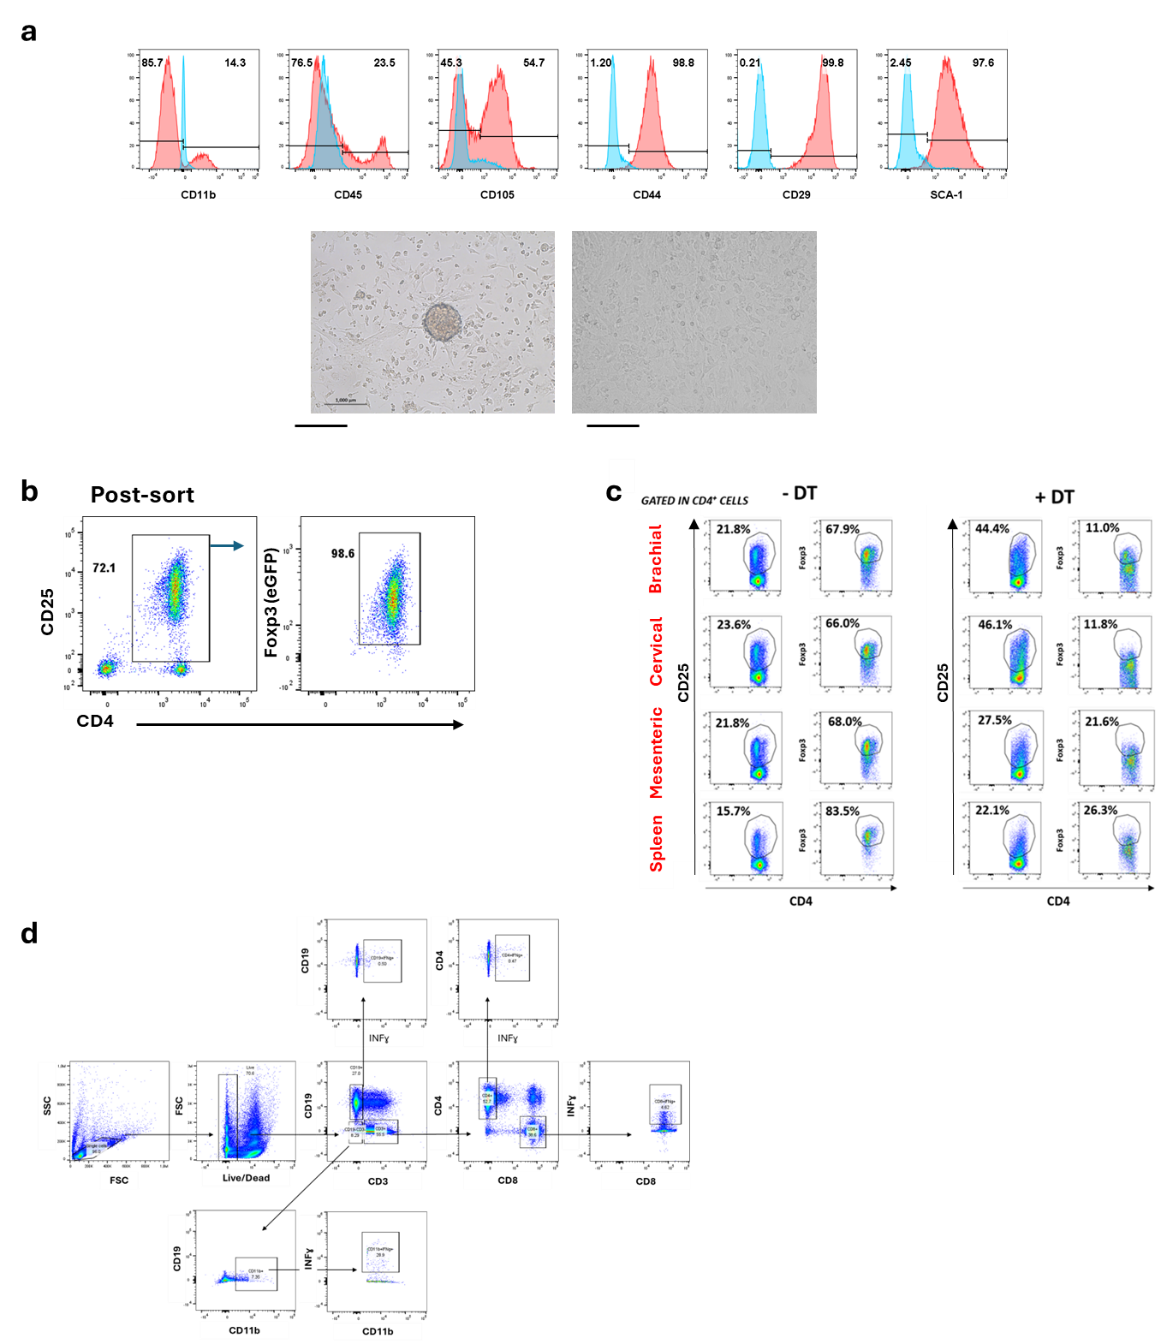

**Figure S1. (a)** Bone marrow-derived MSC phenotyping by flow cytometry showing CD11b and CD45 low, and CD105, CD44, CD29 and SCA-1 positive. Representative light microscopy images of MSC in culture. Scale bar = 1000 µm. **(b)** Post-sorting of Treg from Foxp3^DTR/eGFP^. **(c)** Confirmation of Treg depletion by flow cytometry, showing reduction of CD4^+^CD25^+^FOXP3^+^ cells in lymphoid organs. DT: diphtheria toxin. **(d)** Flow cytometry gating for identification of immune cell subsets.

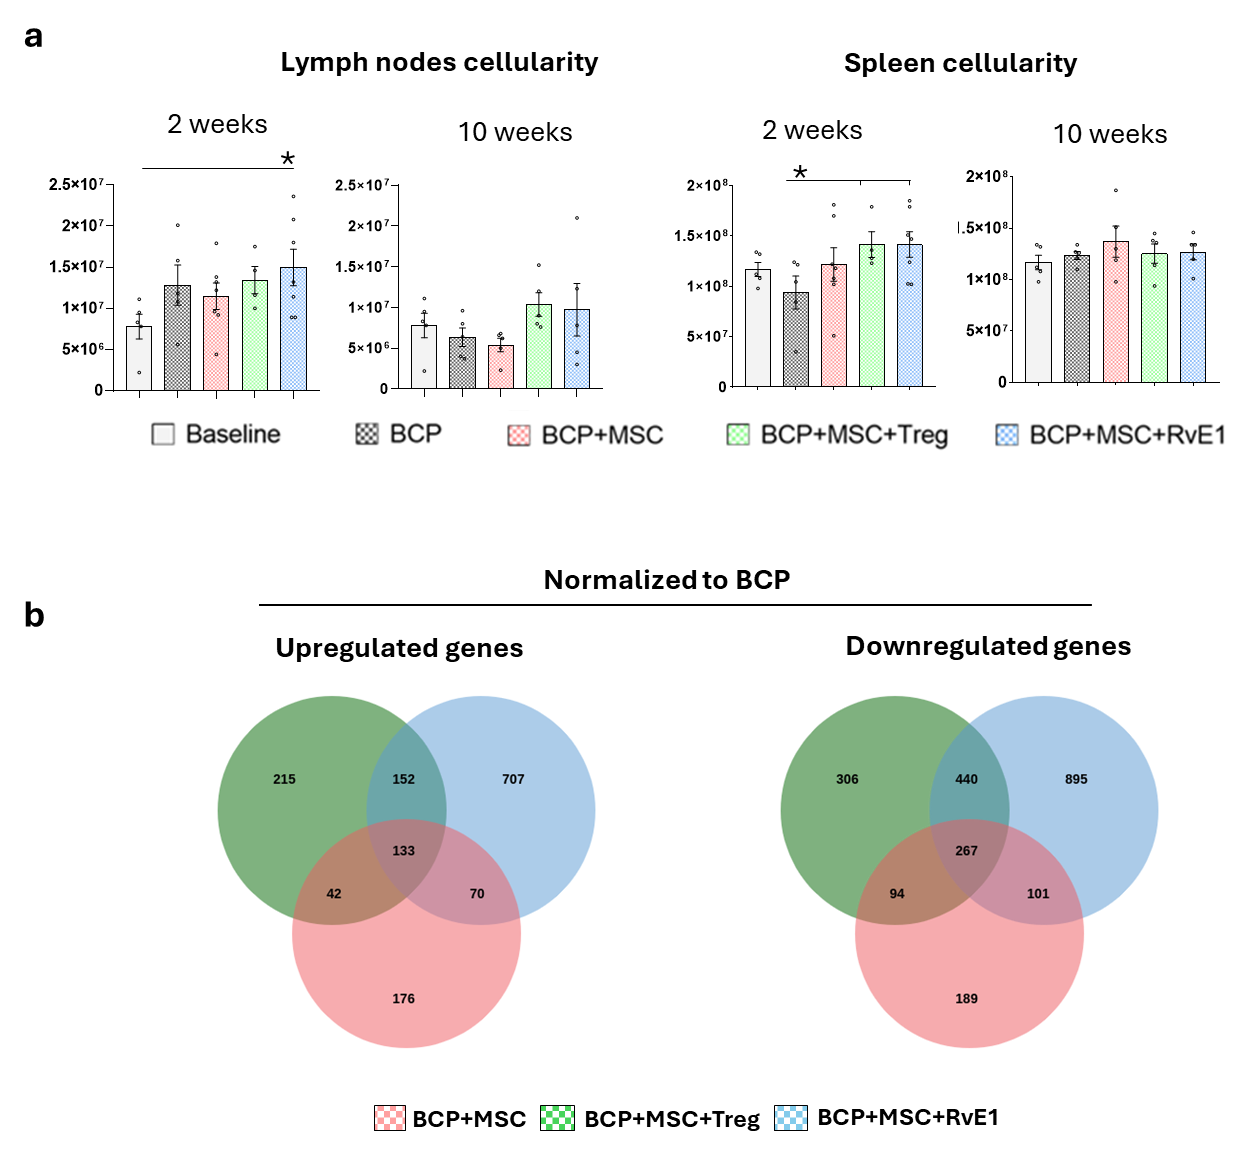

**Figure S2: (a)** Total cellularity in lymph nodes and spleen across experimental groups after 2 and 10 weeks. ‘Baseline’ refers to untreated, construct-free animals. Data are presented as mean +/- SEM (n = 4-6 animals per group). Statistical significance was determined by one-way ANOVA with post hoc tests. *p<0.05. **(b)** Venn diagrams showing upregulated and downregulated genes across experimental groups, normalized to the BCP group. N = 4 animals per group.

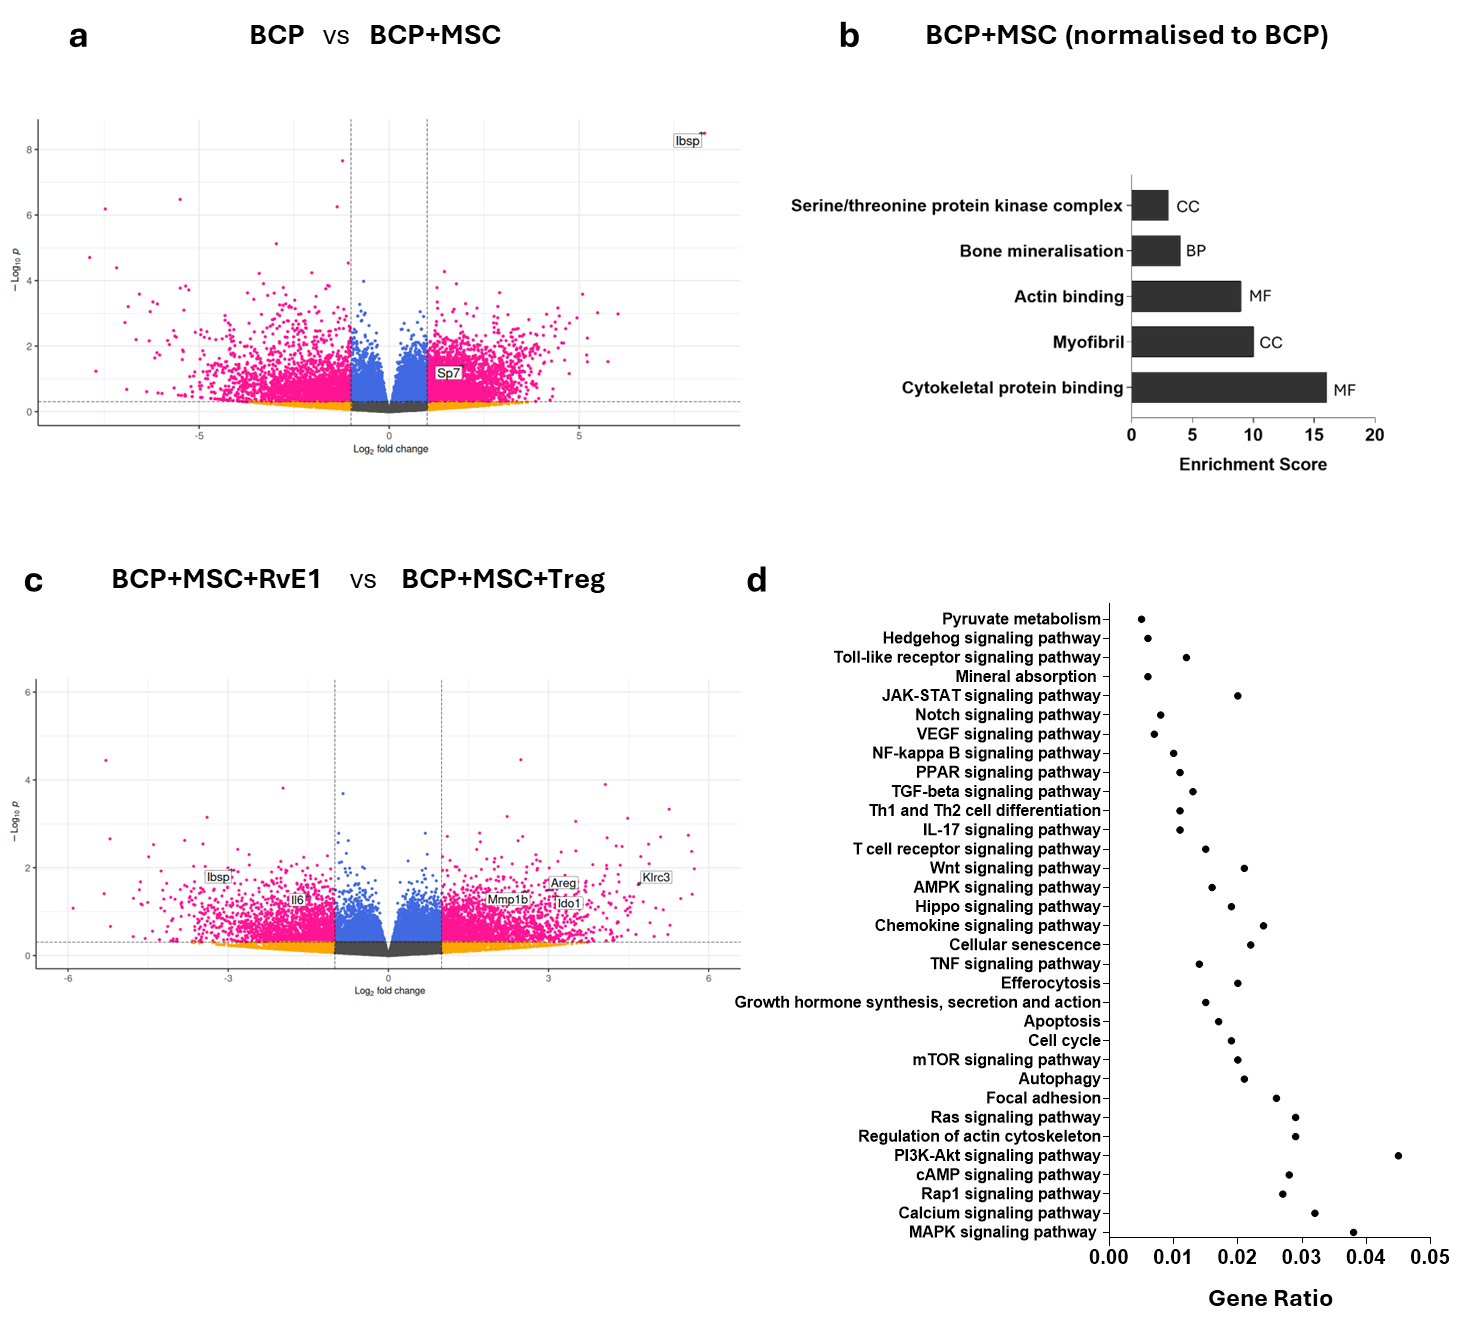

**Figure S3**. **(a)** Volcano plots depicting differential gene expression in BCP versus BCP+MSC, with -log_10_ on the y-axis and log_2_ fold change on the x-axis. **(b)** Enriched pathways in BCP+MSC normalized to BCP. **(c)** Volcano plots depicting differential gene expression in BCP+MSC+RvE1 versus BCP+MSC+Treg, with -log_10_ on the y-axis and log_2_ fold change on the x-axis. **(d)** Enriched pathways in BCP+MSC+Treg normalized to BCP+MSC+RvE1. N = 4 animals per group.

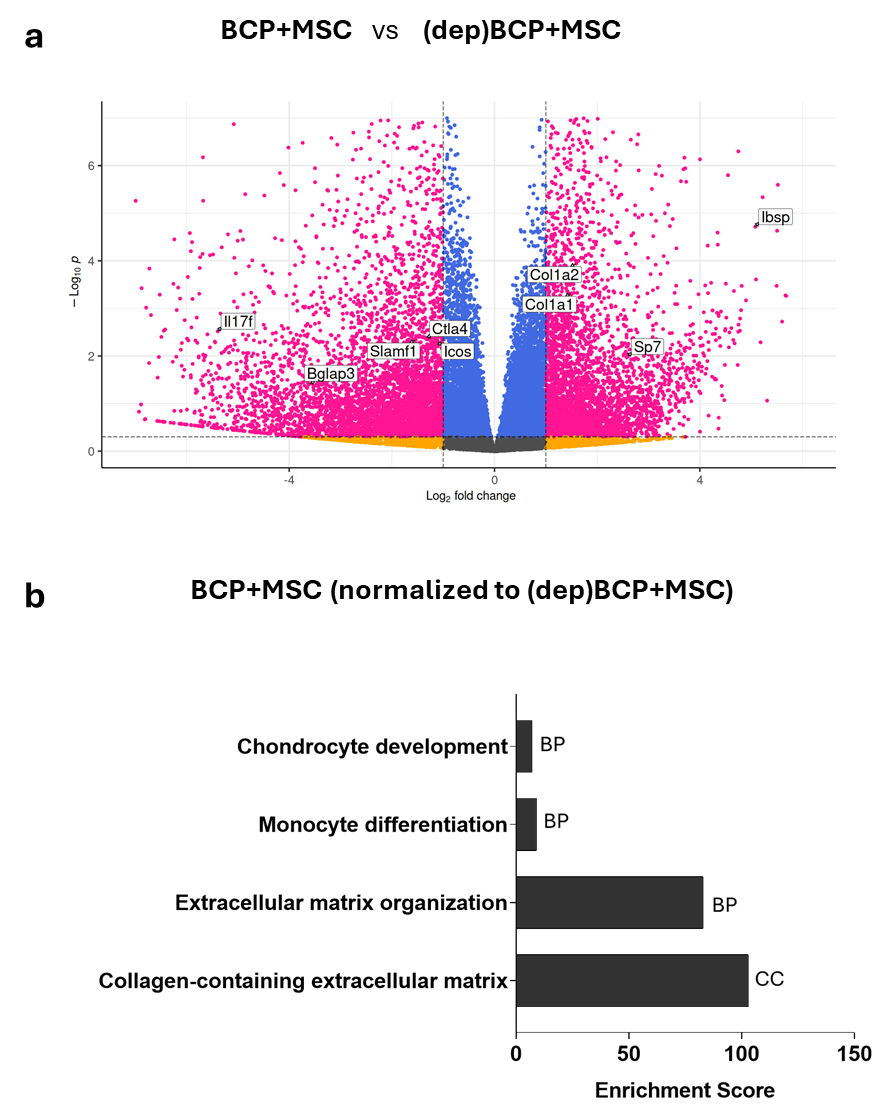

**Figure. S4. (a)** Volcano plots illustrating differential genes expression in BCP+MSC versus (dep)BCP+MSC, with -log_10_ on the y-axis and log_2_ fold change on the x-axis. **(b)** Enrichment pathways identifying functional modules in BCP+MSC normalized to (dep)BCP+MSC. BP: biological processes, CC: cellular component. N = 4 animals per group.

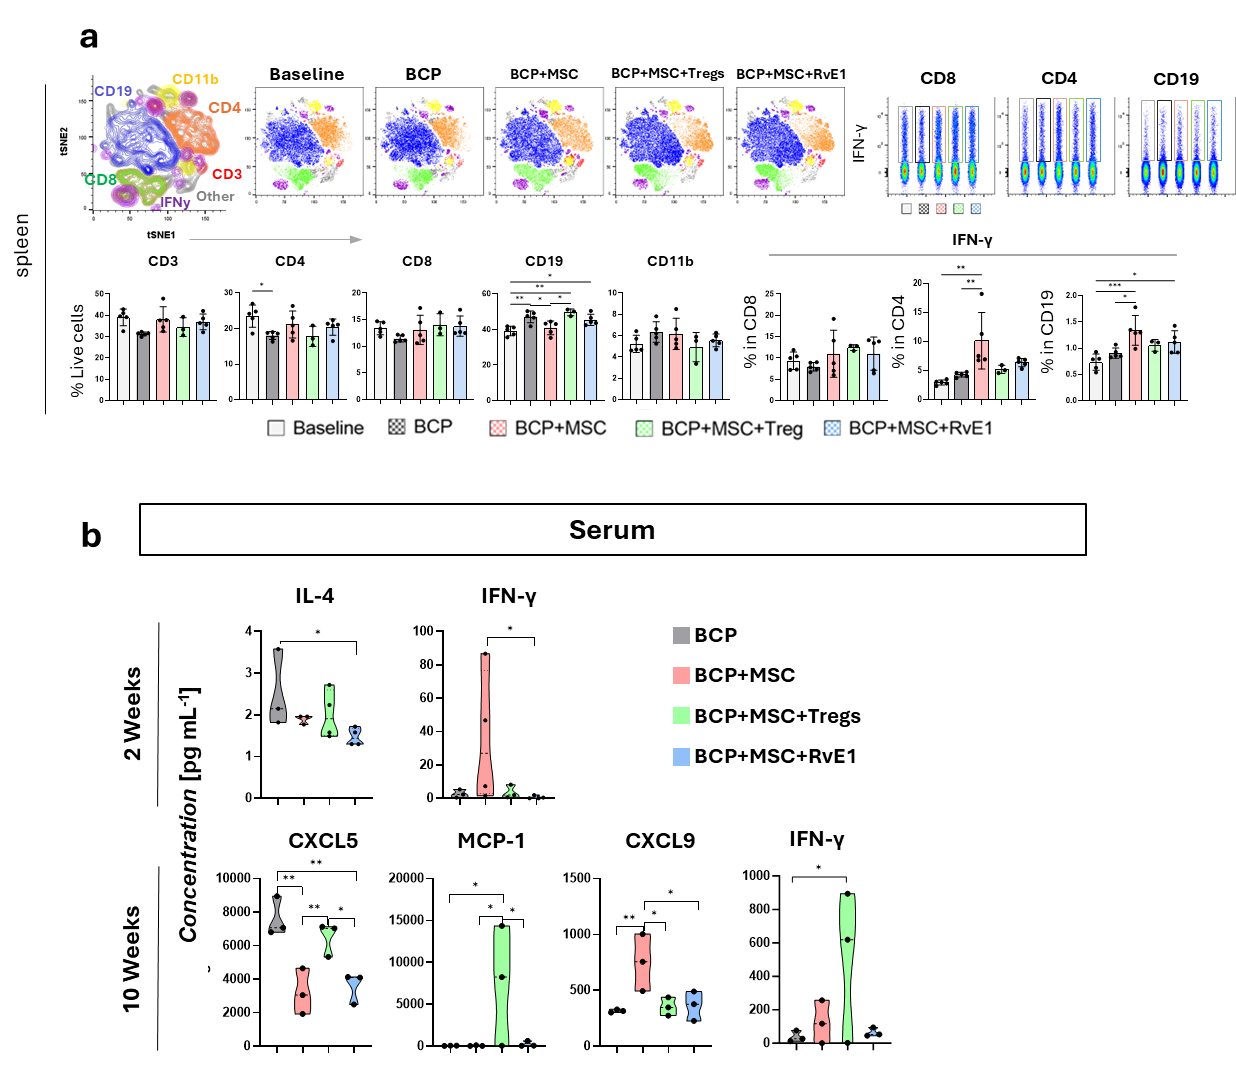

**Figure S5. (a)** Dimensional reduction using t-SNE of immune cells from spleen after 10 weeks, showing population distribution for each group. ‘Baseline’ refers to untreated, construct-free animals. Absolute quantification of each immune cell subset, along with absolute IFN-γ production, is shown. Data are presented as mean +/- SEM (n = 3-5 animals per group). Statistical significance was determined by one-way ANOVA with post hoc tests. *p<0.05, **p<0.01, ***p<0.001. **(b)** Quantification of significantly expressed cytokines and chemokines from serum after 2 and 10 weeks. Data are presented as means +/- SEM with n = 4 animals per group at 2 weeks and n = 3 animals per group at 10 weeks. Statistical significance was determined by one-way ANOVA with post hoc tests. *p<0.05, **p<0.01, ***p<0.001.

**Supplementary Tables**

**Table S1.** Antibodies used for flow cytometric staining.

| **Antibody** | **Clone** | **Company** | **Dilution** |
| --- | --- | --- | --- |
| Brilliant Violet 421™ anti-mouse CD19 | 6D5 | Biolegend | 1/200 |
| APC anti-mouse CD8a | 53-6.7 | Biolegend | 1/200 |
| APC/Cy7 anti-mouse CD3ε | 145-2C11 | Biolegend | 1/100 |
| Brilliant Violet 711™ anti-mouse CD4 | RM4-5 | Biolegend | 1/200 |
| PerCP/Cyanine5.5 anti-mouse/human CD11b | M1/70 | Biolegend | 1/200 |
| PE anti-mouse IFN-γ | XMG1.2 | Biolegend | 1/200 |
| CD105 PE/Cyanine7 | MJ7/18 | Biolegend | 1/50 |
| CD44 PE/Cyanine5 | IM7 | Biolegend | 1/200 |
| CD29 APC | HMβ1-1 | Biolegend | 1/200 |
| SCA-1 APC/Cyanine7 | D7 | Biolegend | 1/200 |
| PE anti-mouse CD45 | 30-F11 | Biolegend | 1/200 |

**Table S2.** Scaffold-associated cytokines and chemokines normalized to total protein content after 2 weeks *in vivo* implantation

**Table S3.** Scaffold-associated cytokines and chemokines normalized to total protein content after 10 weeks *in vivo* implantation.

**Table S4**: Serum levels of detected cytokines and chemokines after 2 weeks *in vivo* implantation

**Table S5.** Serum levels of detected cytokines and chemokines after 10 weeks *in vivo* implantation.

How the deposited data were processed for this re-analysis (not part of the article)

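Bulk RNA sequencing of constructs collected at week 2 was analysed for 24 samples, 1 per mouse, in 6 groups of 4: BCP, BCP+MSC, BCP+MSC+RvE1, BCP+MSC+Treg, and, in mice given diphtheria toxin, (dep)BCP+MSC and (dep)BCP+MSC+RvE1inj. Groups were taken from the labels of the samples and the paper's methods.

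The authors extracted RNA from whole constructs, made stranded mRNA libraries, sequenced them as paired ends, aligned the reads with HISAT2, and counted read pairs on exons per gene with featureCounts 1.5.2 and the GENCODE M13 annotation. The deposited values are these raw counts for 51138 genes, without normalization or filter. The recorded counting command has no option for strand, multiple alignments or overlapping features. Reads were thus assigned without regard to strand, and reads with several alignments or in overlapping genes were left out, which lowers the counts of overlapping genes and near-identical copies. All 24 columns of counts were used. In the (dep)BCP+MSC group the columns are numbered 1, 2, 4 and 5 and the samples 1 to 4, so the columns numbered 4 and 5 were used as 2 members of the group without a replicate number. Gene symbols and positions came from a GENCODE annotation of GRCm38, which matched 50376 of the identifiers.

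Total counts per sample ran from 8482701 to 144417743, a 17.0-fold difference. The floor, taken as 3 counts, was 0.354 CPM in the shallowest sample and 0.0208 CPM in the deepest, and covers counting error only. Where all samples of a group were at or under the floor, fold changes were given as lower bounds.

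Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes with at least 10 counts over all samples were kept, which left 30564 of the 39183 genes with any count. One quasi-likelihood model with TMM normalization and robust dispersions was fitted to all 6 groups without covariates, and 8 comparisons between groups were made. P-values were adjusted by the Benjamini-Hochberg method over all genes tested. The paper's methods name an adjusted p-value under 0.05 with an absolute log2 fold change over 1, and its results text an unadjusted p-value, so both thresholds were applied. Values per sample are CPM scaled by TMM, and log2 CPM was computed with a prior count of 2. Log2 fold changes of single genes are estimates of the edgeR model and can differ from the ratio of the mean CPM. Single genes were also compared by exact two-sided permutation tests over the 70 arrangements of 4 against 4, whose smallest p-value is 0.0286.

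The paper's GO and KEGG enrichment was not repeated, since its term lists were not used here. In its place 20 hand-written lists of marker genes were tested with fry of limma 3.58.1 in each comparison, with adjustment over the 160 tests. Afterwards 3 lists were added, for glucocorticoid response and the circadian clock, with adjustment over their 24 tests.

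The genes named are every gene the paper's text names for the RNA sequencing, Foxp3 and Il4. The result of 1 gene that the paper names for (dep)BCP+MSC+RvE1inj is not reported here, and the gene remains in the totals over genes. For each comparison the rule adds the 2 higher and 2 lower genes with the smallest adjusted p-value, among symbol-named genes past the adjusted threshold whose normalized counts do not overlap between the groups. Other genes are marked where they were chosen after their values were seen.

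The alternatives were RLE normalization, the filterByExpr filter, no filter, the replicate number as a block, a covariate for sex-linked genes, edgeR on only the 2 groups compared, DESeq2 1.42.0 on all samples without and with fold changes shrunken by ashr 2.2.63, DESeq2 on only the 2 groups compared, camera in place of fry, each animal left out in turn, and covariates for library size and for a skin score. The block used the replicate numbers in the sample labels, which number different animals within each group. The difference between the injection and the priming effect of RvE1 was a contrast of the same model. Other splits of the 8 animals of each comparison, 35 in all, and 40 assignments for results over several groups were fitted as well. The assignments exchanged labels among same-numbered animals, and among the animals left over where a number had no partner. Correlations were tested with 100000 permutations.

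The fits were tested on simulated counts for 30557 genes with 200 changed genes. These were drawn from the more abundant genes and given log2 changes well beyond 1. At an adjusted p-value under 0.05 edgeR called 164 of them and 5 unchanged genes, and DESeq2 183 and 39. At an unadjusted p-value edgeR called 195 of them and 1159 unchanged genes, and DESeq2 195 and 1047. Of 20 simulated lists, the 1 shifted list was called and 0 others. Tables were handled in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Histology, imaging, flow cytometry and protein measurements of the paper were not analysed here.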

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

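The tests of possible explanations given here were chosen only after the result was seen, except that of the glucocorticoid-responsive genes in (dep)BCP+MSC, which was set out before its result was seen. The rule that named 4 genes, the cell cycle list and the covariate for sex-linked genes were set before the data were examined, and the use of that covariate to test an explanation was chosen afterwards. A sample was taken as far from its group when Dixon's test over the 4 animals passed its 95% critical value. Among 129 such tests, on 88 sets of gene values, 35 of gene list scores and 6 of total counts, 10 passed, where chance gives 5%.

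Ibsp stood at 15.4 CPM in BCP+MSC replicate 4, against 0.305 to 0.546 CPM in the other BCP+MSC animals. This sample had the highest total of its group, 70092441 counts, 1.07 times the next highest, while its Ibsp CPM was 28.3 times the next highest, so library size does not account for it. The same sample had 0 counts of Bglap3, against 0.218 to 0.314 CPM in the other animals, and 64 CPM of Fkbp5, against 38.2 to 39.4 CPM. With the highest total of the group, low depth is not an explanation for that 0. Replicate 4 was also the only BCP+MSC sample with the Y-linked genes above Xist. Sex is therefore a possible explanation, which 1 such animal cannot separate from other differences between animals. No biological explanation was tested.

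Ccl4 was at 42.5 CPM in BCP replicate 3, against 18.5 to 20.9 CPM in the other BCP animals. Areg had 0 counts in BCP+MSC+RvE1 replicate 2, against 0.832 to 1.4 CPM in the other animals of that group, all above the 0.166 CPM that 3 counts amount to in this sample. Slamf1 was at 0.122 CPM in BCP+MSC replicate 2, against 0.817 to 1.13 CPM in the other BCP+MSC animals. The cause was not tested for these 3 genes.

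Gene list scores, the mean log2 CPM over a list, also set samples apart. In BCP+MSC replicate 2 the skeletal muscle score was 2.84, against 7.87 to 8.48 in the other BCP+MSC animals, and the T cell score was 1.55, against 2.34 to 2.47. Its total of 59100607 counts lay between those of the other animals, so depth does not account for either score. Less muscle taken with this construct is a hypothesis for the first score that no test here separates from others. The osteoblast and mineralization score was 1.38 in BCP+MSC+Treg replicate 1, against 1.07 to 1.11 in the other animals of the group. Total counts were 10567666 in BCP+MSC+Treg replicate 4, against 68371203 to 79589926 in its group. No biological explanation was tested for these.

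Outside the genes the paper discusses, 4 genes stood out in (dep)BCP+MSC against BCP+MSC. The log2 fold change was 3.43 for Fkbp5, 3.02 for Arrdc2, -3.57 for Sfrp4 and -2.86 for Fmod, and, by the rule that chose them, all 4 samples lay beyond all 4 of BCP+MSC, as in 2.86% of genes by chance. Adjusted p-values from edgeR were 5.11e-06, 7.78e-05, 3.47e-05 and 3.47e-05. Over the alternatives that keep all animals, log2 fold changes ran from 3.36 to 4.07 for Fkbp5, 2.83 to 3.75 for Arrdc2, -4.29 to -3.38 for Sfrp4 and -3.60 to -2.65 for Fmod. These ranges include covariates for library size, skin score and sex-linked genes. The other toxin-treated group, (dep)BCP+MSC+RvE1inj, had Fkbp5 at 322, Arrdc2 at 55.2, Sfrp4 at 5.27 and Fmod at 6.91 CPM, against means of 40.2 to 47.9, 11.6 to 14.4, 26.6 to 34.8 and 19 to 28.8 CPM in the 4 groups without toxin. The toxin, its injections, the depletion of Treg and any batch of the depletion experiment fall on the same samples and cannot be told apart.

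Fkbp5 and Arrdc2 respond to glucocorticoids, so a list of 15 other glucocorticoid-responsive genes was written before their values were looked at. All 15 were higher in (dep)BCP+MSC than in BCP+MSC, with a median log2 fold change of 1.78 and an adjusted p-value of 0.000202 from limma's fry test over 24 list tests. The adjusted p-value was 0.000411 with the library-size covariate, 0.000615 with the skin-score covariate and 0.000337 with the covariate for sex-linked genes, a range of 0.000202 to 0.000615. These explanations are therefore not enough. Scores were 7.67 ± 0.71 in (dep)BCP+MSC and 5.46 ± 0.56 in BCP+MSC (SD, n = 4 each, exact two-sided permutation test, p = 0.0286, the smallest possible). A different time of day at harvest remains undecided. Clock genes in phase with Nr1d1 were higher (6 of 7, median 1.13, adjusted p-value 0.0145) and those in phase with Arntl were not lower (3 of 4 higher, median 0.11, adjusted p-value 0.957). A stress response of toxin-treated mice may explain the list, as a hypothesis that the time of harvest rivals. A sequencing batch, which the labels do not give, was not tested.

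Cell cycle genes were lower in (dep)BCP+MSC than in BCP+MSC, with a median log2 fold change of -1.23 over 18 genes, 0 of them higher, and an adjusted p-value of 0.0416 from fry. Scores ranged from 1.51 to 3.38 in (dep)BCP+MSC and 3.35 to 4.12 in BCP+MSC. The adjusted p-value was 0.0763 with the library-size covariate, 0.238 with the skin-score covariate and 0.0223 with the covariate for sex-linked genes, and over all alternatives it ran from 3.96e-13, with camera in place of fry, to 0.67, with edgeR on only the 2 groups compared. Library size and skin carried over with the construct therefore remain possible explanations. The covariate for sex-linked genes acts alike in all groups, so it cannot exclude a drop confined to 1 sex. In (dep)BCP+MSC the scores were 1.51 and 1.55 where Xist was above the Y-linked genes, and 3.02 and 3.38 where it was not. In BCP+MSC they were 3.78 to 4.12 and, in replicate 4 with the Y-linked genes above Xist, 3.35. The median stayed negative, from -2.31 to -1.01, over the alternatives that keep all animals.

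Xist was above the Y-linked genes in 7 of the 24 libraries, at 274 to 679 CPM with 0.105 to 0.473 CPM of the Y-linked genes. In the other 17 libraries Xist was at 0 to 0.953 CPM and the Y-linked genes at 128 to 267 CPM. The 7 libraries were 1 of BCP, 3 of BCP+MSC, 1 of BCP+MSC+Treg, 2 of (dep)BCP+MSC, 0 of BCP+MSC+RvE1 and 0 of (dep)BCP+MSC+RvE1inj. The paper states that data of male and female mice were pooled and that the study was not powered to detect effects of sex. An unequal share of females and males may therefore enter a comparison. With the covariate for sex-linked genes, 43.5% of the genes at the unadjusted threshold were called again in BCP+MSC+RvE1 against BCP+MSC. The filterByExpr filter, which is unrelated to sex, gave 28.8%, so that share does not decide whether sex contributes.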

How the results depend on the processing

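The tests adjusted for library size and for a skin score were chosen only after values had been seen, and every other alternative was set before the data were examined. The adjusted threshold is an adjusted p-value under 0.05 with a log2 fold change beyond 1, and the unadjusted threshold replaces it by an unadjusted p-value under 0.05. With edgeR on all samples, 959 genes passed the adjusted threshold in (dep)BCP+MSC against BCP+MSC and 0 in the other 7 comparisons. Higher and lower genes at the unadjusted threshold were 762 and 558 for BCP+MSC against BCP, 1151 and 638 for BCP+MSC+Treg against BCP, 1638 and 972 for BCP+MSC+RvE1 against BCP, 378 and 405 for BCP+MSC+Treg against BCP+MSC, 338 and 425 for BCP+MSC+RvE1 against BCP+MSC, 361 and 318 for BCP+MSC+Treg against BCP+MSC+RvE1, 802 and 765 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 2034 and 1995 for (dep)BCP+MSC against BCP+MSC. Both BCP+MSC+Treg and BCP+MSC+RvE1 differed from BCP in 596 shared higher and 251 shared lower genes, and 0 genes differed between the injection and the priming effect at an adjusted p-value under 0.05 (1360 at an unadjusted one).

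For every change given here, the cause was not tested. Counts within 1.5 times of these values were taken as unchanged. Of 27 gene counts, 0 were unchanged under every alternative that kept all animals. Of 55 log2 fold changes of single genes, 49 kept their sign under all of these alternatives, and 25 also their side of an unadjusted p-value of 0.05. Of 25 gene list results, 20 kept the sign of the median and 8 also the side of an adjusted p-value of 0.05. edgeR's RLE normalization in place of TMM left 27 of 27 counts and 55 of 55 single-gene results unchanged, and no filter on low counts left 27 and 53. Of the 25 list results, RLE normalization left 22 unchanged and made 1 stronger. With RLE normalization the list median changed sign for the monocyte and macrophage genes in BCP+MSC+Treg against BCP+MSC (from -0.02 to 0.01) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.03). Without a filter it changed sign for the monocyte and macrophage genes in BCP+MSC+Treg against BCP+MSC (from -0.02 to 0.01) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.06).

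With DESeq2 in place of edgeR on all samples, the genes past the adjusted threshold numbered 6 for BCP+MSC against BCP, 3 for BCP+MSC+Treg against BCP, 98 for BCP+MSC+RvE1 against BCP, 3 for BCP+MSC+RvE1 against BCP+MSC, 2 for BCP+MSC+Treg against BCP+MSC+RvE1, 8 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 1842 for (dep)BCP+MSC against BCP+MSC. 2 genes differed between the injection and the priming effect. At the unadjusted threshold, higher genes came to 207 for BCP+MSC+Treg against BCP+MSC, 212 for BCP+MSC+RvE1 against BCP+MSC and 178 for BCP+MSC+Treg against BCP+MSC+RvE1. Lower genes came to 135 for BCP+MSC+Treg against BCP+MSC, 254 for BCP+MSC+RvE1 against BCP+MSC and 152 for BCP+MSC+Treg against BCP+MSC+RvE1. The share of higher genes past the unadjusted threshold moved from 48.3% to 60.5% in BCP+MSC+Treg against BCP+MSC. Of the single genes, 8 of 55 passed an unadjusted p-value of 0.05 with DESeq2 and not with edgeR.

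When DESeq2's fold changes were shrunken with ashr, the genes past the adjusted threshold numbered 6 for BCP+MSC against BCP, 3 for BCP+MSC+Treg against BCP, 75 for BCP+MSC+RvE1 against BCP, 3 for BCP+MSC+RvE1 against BCP+MSC, 2 for BCP+MSC+Treg against BCP+MSC+RvE1 and 7 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Higher genes at the unadjusted threshold numbered 1 for BCP+MSC against BCP, 1 for BCP+MSC+Treg against BCP, 31 for BCP+MSC+RvE1 against BCP, 0 for BCP+MSC+Treg against BCP+MSC, 2 for BCP+MSC+RvE1 against BCP+MSC, 1 for BCP+MSC+Treg against BCP+MSC+RvE1, 5 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 671 for (dep)BCP+MSC against BCP+MSC. The lower genes numbered 5 for BCP+MSC against BCP, 2 for BCP+MSC+Treg against BCP, 49 for BCP+MSC+RvE1 against BCP, 0 for BCP+MSC+Treg against BCP+MSC, 2 for BCP+MSC+RvE1 against BCP+MSC, 1 for BCP+MSC+Treg against BCP+MSC+RvE1, 3 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 603 for (dep)BCP+MSC against BCP+MSC. 0 higher and 0 lower genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. Higher genes made up 16.7% in place of 57.7% for BCP+MSC against BCP, 33.3% in place of 64.3% for BCP+MSC+Treg against BCP, 38.8% in place of 62.8% for BCP+MSC+RvE1 against BCP, and 62.5% in place of 51.2% for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC.

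When DESeq2 was fitted to only the 2 groups compared, the genes past the adjusted threshold numbered 17 for BCP+MSC against BCP, 4 for BCP+MSC+Treg against BCP, 1487 for BCP+MSC+RvE1 against BCP, 1 for BCP+MSC+Treg against BCP+MSC, 1 for BCP+MSC+RvE1 against BCP+MSC, 3 for BCP+MSC+Treg against BCP+MSC+RvE1, 2 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 1528 for (dep)BCP+MSC against BCP+MSC. At the unadjusted threshold, higher genes came to 473 for BCP+MSC against BCP, 191 for BCP+MSC+Treg against BCP+MSC, 197 for BCP+MSC+Treg against BCP+MSC+RvE1 and 489 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Lower genes numbered 155 for BCP+MSC+Treg against BCP+MSC and 205 for BCP+MSC+Treg against BCP+MSC+RvE1. Of 49 single genes with a value in these fits, 9 were stronger and 1 weaker. The difference between the injection and the priming effect was not fitted in the alternatives with 2 groups or with shrunken fold changes.

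With edgeR on only the 2 groups compared, the genes past the adjusted threshold numbered 157 for (dep)BCP+MSC against BCP+MSC. Higher genes at the unadjusted threshold numbered 379 for BCP+MSC against BCP, 221 for BCP+MSC+Treg against BCP+MSC, 203 for BCP+MSC+Treg against BCP+MSC+RvE1 and 430 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Lower genes came to 327 for BCP+MSC against BCP, 380 for BCP+MSC+Treg against BCP, 175 for BCP+MSC+Treg against BCP+MSC and 273 for BCP+MSC+RvE1 against BCP+MSC. 155 lower genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. Of the 157 genes, 150 were among the 959 of the fit to all samples. Of 53 single genes, 6 were stronger and 3 weaker, and 3 of 25 lists lost an adjusted p-value under 0.05.

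With edgeR's filterByExpr filter in place of 10 counts in total, the genes higher at the unadjusted threshold came to 295 for BCP+MSC against BCP, 688 for BCP+MSC+Treg against BCP, 105 for BCP+MSC+Treg against BCP+MSC, 91 for BCP+MSC+RvE1 against BCP+MSC, 92 for BCP+MSC+Treg against BCP+MSC+RvE1, 357 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 1343 for (dep)BCP+MSC against BCP+MSC. The lower genes numbered 253 for BCP+MSC against BCP, 288 for BCP+MSC+Treg against BCP, 77 for BCP+MSC+Treg against BCP+MSC, 146 for BCP+MSC+RvE1 against BCP+MSC, 70 for BCP+MSC+Treg against BCP+MSC+RvE1 and 307 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. 151 lower genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. A sign changed for the log2 fold change or list median of the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.03). That filter kept 50 of the 55 single-gene results, and all 50 kept their side of the threshold.

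With the replicate number as a block (replicate block), the genes past the adjusted threshold numbered 332 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC and 2160 for (dep)BCP+MSC against BCP+MSC. 35 genes differed between the injection and the priming effect. At the unadjusted threshold, higher genes came to 214 for BCP+MSC+Treg against BCP+MSC, 198 for BCP+MSC+RvE1 against BCP+MSC, 187 for BCP+MSC+Treg against BCP+MSC+RvE1 and 1559 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Lower genes numbered 336 for BCP+MSC against BCP, 407 for BCP+MSC+Treg against BCP, 619 for BCP+MSC+RvE1 against BCP, 275 for BCP+MSC+RvE1 against BCP+MSC, 205 for BCP+MSC+Treg against BCP+MSC+RvE1 and 1246 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. 151 lower genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. The sign changed for the log2 fold change or list median of Areg in BCP+MSC+Treg against BCP+MSC (from 0.48 to -1.25), Cd8b1 in (dep)BCP+MSC against BCP+MSC (from 1.49 to -0.06) and Icos in (dep)BCP+MSC against BCP+MSC (from 1.08 to -0.09) and the osteoblast and mineralization genes in BCP+MSC+Treg against BCP (from -0.02 to 0.12). Besides these, 10 of 55 single-gene results were weaker and 2 stronger, and 1 list was weaker and 2 stronger. The 2 (dep)BCP+MSC libraries without a replicate number each had a level of their own, so the toxin comparisons of that fit rest on the other (dep)BCP+MSC libraries. Same-numbered animals of different groups are different animals. Their deviations from the group means had a mean correlation of -0.001 over 50 pairs, against 0 over 150 pairs with different numbers.

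With a covariate for the sex-linked genes, the genes higher at the unadjusted threshold came to 527 for BCP+MSC+RvE1 against BCP+MSC. Lower genes came to 445 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Signs changed for the log2 fold change or list median of Il4 in BCP+MSC+Treg against BCP+MSC (from 0.1 to -0.25) and the osteoblast and mineralization genes in BCP+MSC+Treg against BCP (from -0.02 to 0.13), the T cell genes in BCP+MSC+Treg against BCP+MSC (from 0.01 to -0.14), the T cell genes in BCP+MSC+RvE1 against BCP+MSC (from 0.05 to -0.24) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.01). The share of higher genes moved from 53.2% to 40.7% in BCP+MSC+Treg against BCP+MSC+RvE1 and from 51.2% to 64.2% in (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Of the single genes, 7 were weaker and 3 stronger, and 1 list was stronger.

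With the library-size covariate, the genes lower at the unadjusted threshold came to 361 for BCP+MSC against BCP and 638 for BCP+MSC+RvE1 against BCP. 161 lower genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. A sign changed for the log2 fold change or list median of Foxp3 in (dep)BCP+MSC against BCP+MSC (from 0.04 to -0.12) and the osteoblast and mineralization genes in BCP+MSC+Treg against BCP (from -0.02 to 0.11), the monocyte and macrophage genes in BCP+MSC+Treg against BCP+MSC (from -0.02 to 0.04), the T cell genes in BCP+MSC+RvE1 against BCP+MSC (from 0.05 to -0.04) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.06). The share of higher genes in BCP+MSC against BCP moved from 57.7% to 71.7%. In addition, 1 single gene and 2 lists were weaker.

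With the skin-score covariate, the genes past the adjusted threshold numbered 1 for BCP+MSC against BCP, 1 for BCP+MSC+RvE1 against BCP and 455 for (dep)BCP+MSC against BCP+MSC. Higher genes at the unadjusted threshold numbered 767 for BCP+MSC+Treg against BCP. 369 higher genes were shared by BCP+MSC+Treg and BCP+MSC+RvE1. The sign changed for the log2 fold change or list median of Areg in BCP+MSC+Treg against BCP (from 0.11 to -0.9) and Areg in BCP+MSC+Treg against BCP+MSC (from 0.48 to -0.45) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (from -0.01 to 0.13). In addition, 2 single genes and 2 lists were weaker and 1 single gene was stronger.

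With camera in place of fry, which treats the genes of a list as correlated by a fixed amount, 10 of 25 list results gained an adjusted p-value under 0.05 and 1 lost it.

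Leaving out 1 animal at a time left 15 of 27 counts within 1.5 times in every fit. Of the 55 single-gene results 18 kept their sign and side in every fit, 21 were weaker and 10 stronger in some, and 6 changed sign in some. Of the 25 list results these numbers were 11, 3, 4 and 8. The genes past the adjusted threshold ran from 422 to 1354 for (dep)BCP+MSC against BCP+MSC. Higher genes at the unadjusted threshold ran from 640 to 1804 for BCP+MSC+Treg against BCP, 888 to 2033 for BCP+MSC+RvE1 against BCP, 248 to 664 for BCP+MSC+RvE1 against BCP+MSC and 211 to 393 for BCP+MSC+Treg against BCP+MSC+RvE1. Lower genes ran from 382 to 976 for BCP+MSC+Treg against BCP, 591 to 1435 for BCP+MSC+RvE1 against BCP, 269 to 454 for BCP+MSC+Treg against BCP+MSC, 258 to 646 for BCP+MSC+RvE1 against BCP+MSC and 454 to 1009 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. Across the 12 fits of the shared genes, there were 266 to 1038 higher genes and 114 to 472 lower genes. The sign changed for Areg in BCP+MSC+Treg against BCP (-2.49 to 3.04), Areg in BCP+MSC+Treg against BCP+MSC (-2.11 to 1.06), Foxp3 in (dep)BCP+MSC against BCP+MSC (-0.32 to 0.31), Il4 in BCP+MSC+Treg against BCP (-0.46 to 0.34), Il4 in BCP+MSC+Treg against BCP+MSC (-0.43 to 0.34) and Il4 in BCP+MSC+Treg against BCP+MSC+RvE1 (-0.44 to 0.3). List medians that changed sign were those of the osteoblast and mineralization genes in BCP+MSC+Treg against BCP (-0.12 to 0.07), the T cell genes in BCP+MSC+Treg against BCP (-0.07 to 0.32), the T cell genes in BCP+MSC+Treg against BCP+MSC (-0.11 to 0.17), the monocyte and macrophage genes in BCP+MSC+Treg against BCP+MSC (-0.1 to 0.08), the T cell genes in BCP+MSC+RvE1 against BCP+MSC (-0.34 to 0.2), the T cell genes in BCP+MSC+Treg against BCP+MSC+RvE1 (-0.11 to 0.3), the natural killer and cytotoxic genes in BCP+MSC+Treg against BCP+MSC+RvE1 (-0.08 to 0.36) and the Th17 genes in (dep)BCP+MSC against BCP+MSC (-0.17 to 0.25).

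Depth limits the genes with few counts. The shallowest sample reached 0.354 CPM and the deepest 0.0208 CPM at 3 counts, so Fgf4, Klrc3, Il25 and Il17f are given only as lower bounds and Bglap without a fold. In counts simulated for 30557 genes with the means and library sizes of these samples, edgeR called 164 of 200 changed genes at an adjusted p-value under 0.05 with 5 false calls, and DESeq2 183 with 39. Calls were therefore possible with 4 animals per group.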

Differences from the paper's values

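The tests with a covariate for library size or skin score that are named here were chosen only after the values had been seen. Of the paper's values, 12 counts of genes and 24 log2 fold changes read by eye from its figures were compared. The counts of genes were all within 1.5 times of the paper's and the log2 fold changes within 1 standard error, so 0 were taken as different, although counts were not the same (802 higher genes against the paper's 607 in (dep)BCP+MSC+RvE1inj, for example). Among 38 p-values in the paper's text, 36 differed by more than 1.5 times from the unadjusted p-values of edgeR's quasi-likelihood test on all samples. They were set against 9 alternatives fixed before the data were examined, or fewer where a filter removed the gene. These were RLE normalization, the filterByExpr filter, no filter, the replicate block, the covariate for sex-linked genes, edgeR on only the 2 groups compared, DESeq2 on all samples without and with shrunken fold changes, and DESeq2 on only the 2 groups compared. Each of the 4 animals of both groups was also left out in turn.

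For BCP+MSC+Treg against BCP+MSC, the p-value was 0.0218 for Scrg1 (the paper's 0.006) and 0.0586 for Ifng (the paper's 0.017). In BCP+MSC+Treg against BCP, the p-value was 0.00921 for Ibsp (the paper's 0.0005), 0.0653 for Matn3 (the paper's 0.04), 0.0132 for Has2 (the paper's 0.003), 0.0689 for Cd163 (the paper's 0.044), 0.0588 for Ccl4 (the paper's 0.029), 0.00362 for Il6 (the paper's 0.0002), 0.0817 for Ccr6 (the paper's 0.045), 0.0467 for Cd3d (the paper's 0.024) and 0.0345 for Cd300c (the paper's 0.004). Comparing BCP+MSC with BCP, the p-value was 0.0746 for Ccr4 (the paper's 0.03) and 0.0649 for Sp7 (the paper's 0.039). Between BCP+MSC+RvE1 and BCP+MSC, the p-value was 0.0495 for Nog (the paper's 0.02). In BCP+MSC+Treg against BCP+MSC+RvE1, the p-value was 0.106 for Ido1 (the paper's 0.044), 0.0136 for Klrc3 (the paper's 0.024), 0.0844 for Areg (the paper's 0.033), 0.0857 for Mmp1b (the paper's 0.033), 0.0791 for Il6 (the paper's 0.042) and 0.018 for Ibsp (the paper's 0.011). In (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC, the p-value was 0.00703 for Col27a1 (the paper's 0.0032), 0.0368 for Sp7 (the paper's 0.013), 0.0174 for Ccl5 (the paper's 0.0087), 0.0491 for Il9r (the paper's 0.017), 0.00844 for Il25 (the paper's 0.028), 0.0192 for Cd27 (the paper's 0.0067) and 0.0153 for Cd79a (the paper's 0.0036). In (dep)BCP+MSC against BCP+MSC, the p-value was 0.0598 for Bglap3 (the paper's 0.039), 0.00198 for Col1a1 (the paper's 0.0005), 0.000964 for Col1a2 (the paper's 0.0001), 0.0239 for Sp7 (the paper's 0.01), 0.000688 for Il17f (the paper's 0.003), 0.0141 for Ctla4 (the paper's 0.004), 0.0197 for Slamf1 (the paper's 0.005), 0.0217 for Icos (the paper's 0.005) and 0.0296 for Cd8b1 (the paper's 0.018).

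With DESeq2 in place of edgeR on all samples, the p-value came within 1.5 times of the paper's for Ibsp in BCP+MSC+Treg against BCP (0.000483), Matn3 (0.0537), Cd163 (0.0426), Ccl4 (0.0296), Il6 in BCP+MSC+Treg against BCP (0.000273), Ccr4 (0.0412), Cd3d (0.0284), Nog (0.0261), Sp7 in BCP+MSC against BCP (0.0545), Ido1 (0.0559), Klrc3 (0.0346), Areg (0.035), Mmp1b (0.044), Il6 in BCP+MSC+Treg against BCP+MSC+RvE1 (0.049), Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 (0.0105), Sp7 in (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC (0.0178), Ccl5 (0.00821), Il25 (0.0322), Cd27 (0.00453), Cd79a (0.00455), Il17f (0.00345), Icos (0.00594) and Cd8b1 (0.0168). Shrinking DESeq2's fold changes left these p-values unchanged. DESeq2 on only the 2 groups compared came within 1.5 times for Cd163 (0.0314), Ifng (0.0236), Ccr4 (0.0294), Cd3d (0.0278), Sp7 in BCP+MSC against BCP (0.0328), Ido1 (0.0513) and Cd8b1 (0.0252), and edgeR on only those groups for Matn3 (0.0464), Cd163 (0.0581), Ccl4 (0.0202), Sp7 in BCP+MSC against BCP (0.0537), Ido1 (0.0539) and Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 (0.00868). RLE normalization did so for Cd163 (0.0642), Ccl5 (0.0118), Bglap3 (0.0565) and Cd8b1 (0.0258), the filterByExpr filter for Cd163 (0.0638) and Bglap3 (0.0506), no filter for Cd8b1 (0.0267), the replicate block for Matn3 (0.053), Sp7 in BCP+MSC against BCP (0.04), Klrc3 (0.0202) and Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 (0.0101) and the covariate for sex-linked genes for Ccl4 (0.0368) and Col1a1 (0.00052). For every gene above, the alternatives not named with it stayed beyond 1.5 times of the paper's value. None of the alternatives that keep all animals closed the gap for Scrg1, Has2, Ccr6, Cd300c, Col27a1, Il9r, Col1a2, Sp7 in (dep)BCP+MSC against BCP+MSC, Ctla4 and Slamf1.

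With 1 animal left out, the p-value came within 1.5 times of the paper's for some of these genes. These were Ccr6 without BCP replicate 1, Cd163, Ccl4 and Cd3d without BCP replicate 3 and Matn3 without BCP replicate 4. Further genes were Sp7 in BCP+MSC against BCP and Sp7 in (dep)BCP+MSC against BCP+MSC without BCP+MSC replicate 1, Il17f without BCP+MSC replicate 2, Sp7 in BCP+MSC against BCP, Il17f and Ctla4 without BCP+MSC replicate 3 and Ccr4 and Il17f without BCP+MSC replicate 4. Others were Ido1, Klrc3, Il6 in BCP+MSC+Treg against BCP+MSC+RvE1 and Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 without BCP+MSC+RvE1 replicate 1, Klrc3 without BCP+MSC+RvE1 replicate 2, Klrc3 without BCP+MSC+RvE1 replicate 3 and Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 without BCP+MSC+RvE1 replicate 4. The list goes on with Mmp1b without BCP+MSC+Treg replicate 1, Mmp1b and Il6 in BCP+MSC+Treg against BCP+MSC+RvE1 without BCP+MSC+Treg replicate 2, Cd163 without BCP+MSC+Treg replicate 3 and Matn3, Ccl4, Ccr6 and Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 without BCP+MSC+Treg replicate 4. In toxin-treated mice these were Il25 and Cd27 without (dep)BCP+MSC library numbered 4 by the authors, Il25 and Cd27 without (dep)BCP+MSC library numbered 5 by the authors, Icos and Cd8b1 without (dep)BCP+MSC replicate 1 and Sp7 in (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC, Sp7 in (dep)BCP+MSC against BCP+MSC and Il17f without (dep)BCP+MSC replicate 2. The last were Il9r and Cd79a without (dep)BCP+MSC+RvE1inj replicate 2, Il25 without (dep)BCP+MSC+RvE1inj replicate 3 and Col27a1 and Sp7 in (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC without (dep)BCP+MSC+RvE1inj replicate 4. Neither an alternative nor any animal left out closed the gap for Scrg1, Has2, Cd300c, Col1a2 and Slamf1.

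The library-size covariate, chosen after the values had been seen, came within 1.5 times for Matn3 (0.0589), Sp7 in BCP+MSC against BCP (0.0545), Klrc3 (0.0192) and Cd8b1 (0.0146). The skin-score covariate, also chosen after the values had been seen, did so for Cd163 (0.0413), Ibsp in BCP+MSC+Treg against BCP+MSC+RvE1 (0.0138) and Cd8b1 (0.0249).

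For 12 of these genes the paper's p-value was under 0.05 and that of edgeR on all samples was not. The settings named next gave them a p-value under 0.05, and DESeq2's p-value on all samples also holds with shrunken fold changes. Matn3 passed with edgeR on only the 2 groups (0.0464), DESeq2 on only the 2 groups (0.0179) and without BCP replicate 4 (0.0383). Cd163 passed with the skin-score covariate (chosen after the values had been seen) (0.0413), DESeq2 on all samples (0.0426), DESeq2 on only the 2 groups (0.0314), without BCP replicate 3 (0.0423), without BCP+MSC+Treg replicate 1 (0.0268) and without BCP+MSC+Treg replicate 3 (0.0389). Ccl4 passed with the replicate block (0.01), the covariate for sex-linked genes (0.0368), edgeR on only the 2 groups (0.0202), DESeq2 on all samples (0.0296), DESeq2 on only the 2 groups (0.00584), without BCP replicate 3 (0.0301) and without BCP+MSC+Treg replicate 4 (0.028). Ifng passed with no filter (0.0477), edgeR on only the 2 groups (0.0392), DESeq2 on all samples (0.0424), DESeq2 on only the 2 groups (0.0236), without BCP+MSC replicate 2 (0.0423), without BCP+MSC+Treg replicate 3 (0.035) and without BCP+MSC+Treg replicate 4 (0.0456). Ccr4 passed with DESeq2 on all samples (0.0412), DESeq2 on only the 2 groups (0.0294) and without BCP+MSC replicate 4 (0.0202). Ccr6 passed with edgeR on only the 2 groups (0.0243), DESeq2 on only the 2 groups (0.00541) and without BCP+MSC+Treg replicate 4 (0.0486). Sp7 in BCP+MSC against BCP passed with the replicate block (0.04), DESeq2 on only the 2 groups (0.0328) and without BCP+MSC replicate 1 (0.0387). Ido1 passed only without BCP+MSC+RvE1 replicate 1 (0.0295). Areg passed with DESeq2 on all samples (0.035). Mmp1b passed with DESeq2 on all samples (0.044), without BCP+MSC+Treg replicate 1 (0.0479) and without BCP+MSC+Treg replicate 2 (0.0349). Il6 in BCP+MSC+Treg against BCP+MSC+RvE1 passed with edgeR on only the 2 groups (0.0262), DESeq2 on all samples (0.049) and DESeq2 on only the 2 groups (0.00957). Bglap3 passed with the covariate for sex-linked genes (0.00417), edgeR on only the 2 groups (0.00165) and DESeq2 on only the 2 groups (3.13e-06).

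The paper states Areg was found in BCP+MSC+Treg constructs only, while counts of 8 to 358 were present in the BCP samples, 40 to 570 in the BCP+MSC samples and 0 to 123 in the BCP+MSC+RvE1 samples. It describes strong Il4 expression at the RNA level in BCP+MSC+Treg, whose log2 fold change was 0.07 against BCP, 0.10 against BCP+MSC and 0.10 against BCP+MSC+RvE1. The paper reports that pathways of bone formation were enriched in BCP+MSC+Treg, where the osteoblast and mineralization genes had median log2 fold changes of -0.02 against BCP (-0.14 to 0.13 over the alternatives that keep all animals) and -0.35 against BCP+MSC (-0.53 to -0.31). Their mean log2 CPM was 1.17 in BCP+MSC+Treg, 0.97 in BCP and 1.47 in BCP+MSC, with adjusted p-values from fry of 0.993 (higher) against BCP and 0.631 (lower) against BCP+MSC. In Fig. S2b the titles of the panels give directions opposite to those of the paper's text, and the values here follow the text. The paper's methods name an adjusted p-value under 0.05 as the threshold. With edgeR on all samples 0 genes passed it in 7 of the 8 comparisons, against 679 to 2610 genes at an unadjusted p-value under 0.05 with a log2 fold change beyond 1. DESeq2, which the paper used, gave other numbers. On all samples 98 genes passed in BCP+MSC+RvE1 against BCP, 1842 in (dep)BCP+MSC against BCP+MSC and 0 to 8 in the other comparisons. On only the 2 groups compared, DESeq2 gave 1487 genes for BCP+MSC+RvE1 against BCP.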

Other observations

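The tests of possible explanations given here were chosen only after the result was seen, except those on the time of day at harvest in BCP+MSC+RvE1 against BCP and on the glucocorticoid-responsive genes in (dep)BCP+MSC against BCP+MSC, which were set out before their result was seen. The oxidative phosphorylation list and the covariate for sex-linked genes were set before the data were examined, and their use to test an explanation was chosen afterwards. To see how many genes other groupings of the same animals give, the 8 animals of each comparison were parted into every split of 4 and 4, 35 in all. The real split was set against those that part as many same-numbered pairs, 8 splits or, for comparisons with (dep)BCP+MSC, 12. With so few matched splits a share under 0.05 is not possible. The remaining splits part fewer same-numbered pairs. Same-numbered animals of different groups are different animals, so the splits are also given all together where the share is lowest.

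At an adjusted p-value under 0.05 with a log2 fold change beyond 1, 0 genes passed in 7 comparisons, so every matched split gave as many, 8 of 8 in each of the 6 comparisons without the toxin and 12 of 12 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. At an unadjusted p-value, as many genes as in the real split came from 5 of 8 splits for BCP+MSC against BCP (1320 genes), 1 of 8 for BCP+MSC+Treg against BCP (1789), and 2 of 8 for BCP+MSC+RvE1 against BCP (2610). The number was 8 of 8 splits for BCP+MSC+Treg against BCP+MSC (783), 7 of 8 for BCP+MSC+RvE1 against BCP+MSC (763), 3 of 8 for BCP+MSC+Treg against BCP+MSC+RvE1 (679) and 6 of 12 for (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC (1567). Of the remaining splits, 10, 6, 0, 22, 17 and 24 of 27 gave as many in the 6 comparisons without the toxin, in the same order, and 4 of 23 in the last. The matched counts include the real split. For BCP+MSC+RvE1 against BCP this makes 2 of all 35 splits.

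For (dep)BCP+MSC against BCP+MSC the real split gave 959 genes at the adjusted threshold and 4029 at the unadjusted one. It was the only split, 1 of 12 at either threshold, to give as many, and 0 of the 23 other splits did, so it was 1 of all 35. The largest other split gave 1 gene at the adjusted threshold, and 3293 at the unadjusted one. Among splits of BCP+MSC+Treg and BCP+MSC, where the real split gave 0 adjusted and 783 unadjusted genes, another gave 1400 and 4168. It set BCP+MSC replicates 1 and 3 and BCP+MSC+Treg replicates 1 and 2 against the rest. No label of these animals follows that split, and its cause was not tested.

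BCP+MSC+Treg and BCP+MSC+RvE1 shared 596 higher and 251 lower genes against BCP. The 12 samples were given 40 assignments, the real one and others drawn at random with labels exchanged only among same-numbered animals. Only the real one, 1 of 40, gave as many in either direction. Other assignments gave at most 584 and 164, with medians of 89 and 83. Both comparisons have the same BCP samples, and the sharing was kept in the drawn assignments. The draws broke up the BCP group, so they cannot rule out a deviation of BCP alone. The difference between the injection and the priming effect of RvE1 had 0 genes at an adjusted p-value under 0.05, and all 40 of 40 drawn assignments gave as many, up to 1520. At an unadjusted p-value 1222 genes differed by more than 1, and 31 of 40 assignments gave as many.

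Unequal numbers of females and males may enter the calls at the unadjusted threshold. With the covariate for sex-linked genes, 50.2% of the genes were called again in BCP+MSC against BCP, 43.5% in BCP+MSC+RvE1 against BCP+MSC and 57.1% in (dep)BCP+MSC+RvE1inj against (dep)BCP+MSC. The covariates for library size and skin score gave 77.4% and 68.2%, 83.7% and 78.4%, and 79.4% and 70.2% in the same order, and the filterByExpr filter 39.4%, 28.8% and 40.5%. These shares therefore do not decide whether sex contributes, and the explanation remains for all 3. In (dep)BCP+MSC against BCP+MSC 87.3% were called again with the covariate for sex-linked genes, against 85.5% and 65.8% with the other covariates. An effect of sex alike in all groups therefore does not account for that result. An effect of sex that differs between the groups was not tested.

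For the 959 genes of (dep)BCP+MSC against BCP+MSC, library size does not account for the result, since 84.7% were called again with the library-size covariate. With the skin-score covariate 45.4%, 435 genes, were called again. Leaving out (dep)BCP+MSC replicate 1 called 414 of them again, and leaving out replicate 2, with a skin score of 0.25, called 411. The drop with the covariate therefore does not single out skin. Skin carried over with the construct remains a possible explanation for part of them. The skin and hair score was 4.1 in (dep)BCP+MSC replicate 1 and between -2.58 and 0.72 in the other 23 samples. A glucocorticoid response may also contribute. Its gene list had 15 of 15 genes higher, a median log2 fold change of 1.78 and an adjusted p-value of 0.000202 from fry. That p-value was fitted only without a covariate and with those for library size, skin score and sex-linked genes. It ran from 0.000202 to 0.000615 over these fits.

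Skin and sex were weighed for 2 genes the paper names. With the skin-score covariate the log2 fold change of Areg in BCP+MSC+Treg against BCP+MSC+RvE1 went from 2.89 to 0.51, and with the covariate for sex-linked genes to 0.74. Skin carried over with the construct and unequal sexes are therefore both possible explanations that remain for Areg, which was at 21.3 CPM in BCP+MSC+Treg replicate 1 and at 0.164 to 2.43 CPM in the other animals of its group. Of these 8 samples that one had the highest skin score, and it alone had Xist above the Y-linked genes, so the 2 explanations cannot be told apart. The log2 fold change of Bglap3 in (dep)BCP+MSC against BCP+MSC went from 3.51 (standard error 1.76) to 1.82 (standard error 1.05, unadjusted p-value 0.0953) with the skin-score covariate, which leaves open whether skin explains it. With the covariate for sex-linked genes it went to 5.29 (unadjusted p-value 0.00417), so unequal sexes do not account for it.

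Muscle under the skin of the back may have been collected with some constructs. The 83 oxidative phosphorylation genes were all higher in BCP+MSC+RvE1 than in BCP, with a median log2 fold change of 1.17, but the adjusted p-value from fry was 0.378. Across the 24 samples, deviations of this score from the group means followed those of the skeletal muscle score, with Pearson's r of 0.72 (permutation test, p = 0.00463) and Spearman's rho of 0.63 (permutation test, p = 0.00617). Without BCP+MSC replicate 2 and BCP+MSC+Treg replicate 4, the samples farthest from the median, r was 0.42 (permutation test, p = 0.147) and rho 0.38 (permutation test, p = 0.156), so the relation rests on those samples. It was the only relation of this kind computed. Carried-over muscle is a candidate explanation for the oxidative phosphorylation genes, as a hypothesis.

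Per2 (log2 fold change -1.21) and Cry1 (-1.04) were lower and Nr1d1 (1.86) higher in BCP+MSC+RvE1 than in BCP, each with an adjusted p-value of 0.3 from edgeR. They were singled out after their values were seen. A different time of day at harvest was tested on other clock genes. Those in phase with Nr1d1 were higher (6 of 7, median 0.53) and those in phase with Arntl lower (4 of 4, median -0.44), each with an adjusted p-value of 0.0816 from fry, so the test was not passed. The pattern was not particular to BCP+MSC+RvE1. In BCP+MSC against BCP the log2 fold changes were -1.33 for Per2, -1.19 for Cry1 and 1.78 for Nr1d1 (unadjusted p-values 2.58e-05, 7.05e-05 and 0.000478; adjusted p-values 0.718, 0.718 and 0.888), and in BCP+MSC+Treg against BCP they were -0.94, -0.37 and 0.87. In BCP+MSC against BCP the other clock genes had adjusted p-values of 0.499 and 0.232.

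The glucocorticoid-responsive genes were also higher in both groups of toxin-treated mice together. Their score was 6.54 to 8.46 in the 8 toxin-treated animals (7.36 ± 0.62) and 4.65 to 6.09 in the 16 others (5.61 ± 0.4), an exact two-sided permutation test over 735471 arrangements giving p = 1.36e-06, the smallest possible. Between (dep)BCP+MSC+RvE1inj and (dep)BCP+MSC, 3 of 15 were higher and the median log2 fold change was -0.73, with an adjusted p-value of 0.118 from fry. It ran from 0.118 to 0.229 over the fits without a covariate and with those for library size, skin score and sex-linked genes. Clock genes in phase with Nr1d1 scored 4.78 ± 0.28 in the toxin-treated animals and 3.83 ± 0.44 in the others (exact permutation test, p = 1.9e-05), and those in phase with Arntl 4.63 ± 0.36 and 4.96 ± 0.26 (exact permutation test, p = 0.016). Harvest time therefore remains a rival explanation.

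Depp1 (log2 fold change 4.06, adjusted p-value 0.000286) and Fbxo32 (3.13, adjusted p-value 0.000457) were also higher in (dep)BCP+MSC than in BCP+MSC in edgeR's test, and were singled out after their values were seen. Cd163, a macrophage gene that the paper names for BCP+MSC+Treg, was at 486 ± 88.7 CPM in (dep)BCP+MSC and 125 ± 77.3 CPM in BCP+MSC (SD, n = 4 each), a log2 fold change of 1.96 with an adjusted p-value of 0.0598 from edgeR. No explanation was tested for these genes.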
